# Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum

**DOI:** 10.1186/s13068-017-0848-3

**Published:** 2017-06-21

**Authors:** Tesfamichael H. Kebrom, Brian McKinley, John E. Mullet

**Keywords:** Bioenergy, Sorghum, Internode, Transcriptome, Cell cycle, Hormone

## Abstract

**Background:**

Bioenergy sorghum accumulates 75% of shoot biomass in stem internodes. Grass stem internodes are formed during vegetative growth and elongate in response to developmental and environmental signals. To identify genes and molecular mechanisms that modulate the extent of internode growth, we conducted microscopic and transcriptomic analyses of four successive sub-apical vegetative internodes representing different stages of internode development of the bioenergy sorghum genotype R.07020.

**Results:**

Stem internodes of sorghum genotype R.07020 are formed during the vegetative phase and their length is enhanced by environmental signals such as shade and floral induction in short days. During vegetative growth, the first visible and youngest sub-apical internode was ~0.7 cm in length, whereas the fourth fully expanded internode was ~5 cm in length. Microscopic analyses revealed that all internode tissue types including pith parenchyma and vascular bundles are present in the four successive internodes. Growth in the first two sub-apical internodes occurred primarily through an increase in cell number consistent with expression of genes involved in the cell cycle and DNA replication. Growth of the 3rd internode was associated with an increase in cell length and growth cessation in the 4th internode was associated with up-regulation of genes involved in secondary cell wall deposition. The expression of genes involved in hormone metabolism and signaling indicates that GA, BR, and CK activity decreased while ethylene, ABA, and JA increased in the 3rd/4th internodes. While the level of auxin appears to be increasing as indicated by the up-regulation of ARFs, down-regulation of TIR during development indicates that auxin signaling is also modified. The expression patterns of transcription factors are closely associated with their role during the development of the vegetative internodes.

**Conclusions:**

Microscopic and transcriptome analyses of four successive sub-apical internodes characterized the developmental progression of vegetative stem internodes from initiation through full elongation in the sorghum genotype R.07020. Transcriptome profiling indicates that dynamic variation in the levels and action of GA, CK, IAA, BR, ethylene, ABA, and JA modulate gene expression and growth during internode growth and development. This study provides detailed microscopic and transcriptomic data useful for identifying genes and molecular pathways regulating internode elongation in response to various developmental and environmental signals.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13068-017-0848-3) contains supplementary material, which is available to authorized users.

## Background

The C4 grasses are the world’s most important source of sucrose [1], and bioethanol, and have great promise as bioenergy crops due to their high biomass yield (~20 to 50 dry Mg/ha) [2–6]. High biomass C4 grasses such as sorghum, sugarcane, Napier grass, and Miscanthus accumulate most of their harvestable biomass in stems [1, 2, 6–8]. The stems of these C4 grasses are composed of a series of nodes and internodes. A node and an internode are formed as part of a phytomer, which includes a leaf and an axillary bud initiated from cells in the peripheral and rib zones of the shoot apical meristem (SAM). Once initiated, internodes elongate by increasing cell numbers through cell division and by cell elongation. In plants with similar flowering times, stem length is highly correlated with the average length of internodes. A longer internode of similar diameter has a higher biomass and can accumulate more sugar. Therefore, increasing the length of internodes can potentially increase sink strength and the biomass yield of C4 grass bioenergy crops.

Internode elongation is regulated by genetic, developmental, and environmental factors. Many of the genes controlling internode elongation were identified by studying plant height mutants in diverse species. The genes identified encode proteins involved in hormone metabolism, transport, and signaling among other functions. Plant hormones such as auxin, strigolactones, GA, and BR promote, whereas ABA and JA inhibit stem elongation. In sorghum, mutation of *Dw3*, an ABCB1 auxin efflux carrier expressed in stem nodes, and *Dw1*, a plasma membrane protein, reduce internode length [9, 10]. Ethylene either promotes or inhibits internode elongation depending on the genotype, environmental conditions, and developmental status of internodes and the whole plant. For example, in rice, submergence either induces or inhibits internode elongation depending on genotype, responses mediated in part through an increase in the level of ethylene [11–14]. Complex cross-talk between plant hormones regulates stem growth and development. For example, auxin promotes internode elongation in part by controlling the level of GA and ethylene regulates the level of GA or ABA to induce or repress internode elongation, respectively. Since more than one plant hormone regulates internode elongation, their effect depends on the relative level of each hormone, plant tissue, stage of development, and environmental conditions.

Basal internodes formed during the juvenile phase in grasses do not elongate. In maize, rice, and Arabidopsis, internode elongation increases after the transition of the shoot apical meristem (SAM) from vegetative to flowering stage. The inhibition of internode elongation during the vegetative phase in these species has been linked to expression of *GA2oxidases* (*GA2oxs*) that inactivate GA at the base of the SAM [15–17]. In addition to promoting internode elongation, GA is also florigenic; therefore, GA2oxs protect the SAM from GA that induces transition to reproductive stage. In early flowering grain sorghum, minimal internode elongation occurs until floral initiation; however, internode elongation is observed during the vegetative phase in later flowering genotypes [18–20]. Energy sorghum hybrids that undergo floral initiation 150 days after planting are tall with long internodes indicating that non-florigenic signals can induce internode elongation in these vegetative plants. Shade signals, perceived mainly by the red and far red (FR) absorbing photoreceptor phytochrome B (PhyB), are one of the major environmental factors that modulate internode elongation. Developmental and environmental signals promote internode elongation in part by regulating hormone metabolism and signaling.

The focus of previous studies of internode gene expression was on cell wall and lignin biosynthesis. Ehlting et al. investigated gene expression during different stages of vascular and interfascicular differentiation in stems of Arabidopsis and identified genes associated with secondary wall formation and lignification [21]. Furthermore, the gene regulatory network for secondary cell wall biosynthesis in Arabidopsis was elucidated using mutants, developmental time course studies, and other co-expression studies [22, 23]. In maize, genes involved in cell wall biosynthesis were identified by profiling gene expression of elongating and fully elongated stem internodes [24]. The study of different regions of elongating rice and Setaria stem internodes helped identify a network of genes involved in secondary cell wall biosynthesis [25, 26]. In addition, a prior study examined changes in gene expression that occur in sweet sorghum stems from floral initiation through post-grain maturity [27]. However, gene expression during vegetative growth and development of C4 grass internodes has not been investigated in detail. In particular, in bioenergy C4 grasses such as energy sorghum where stem biomass is the major yield component, detailed information on vegetative stem growth, development, and gene expression may be useful for improving biomass yield and composition [2, 3, 28].

Sorghum has emerged as an excellent genetic system for the design of C4 bioenergy grasses and as a source of drought resilient commercial bioenergy hybrids [2, 3, 6]. Sorghum is a diploid inbreeding species with a diverse germplasm enabling genetic analysis, gene discovery, and hybrid breeding [2, 3]. Numerous sorghum genome sequences are now available [29–31], and sorghum transformation efficiency has recently improved significantly [32].

Detailed characterization of the development of the vegetative internodes from initiation, elongation, and differentiation could reveal molecular mechanisms that regulate the growth of the vegetative internodes. Such studies will provide the basis for further analysis of molecular mechanisms and genes modulated by developmental and environmental signals that modulate the extent of internode elongation. Therefore, in this paper, we report microscopic and transcriptome analyses of four successive sub-apical internodes of the bioenergy sorghum genotype R.07020 that represent different stages of internode development. The results show that all tissue types of an internode including the vascular bundles are present in the youngest sub-apical internode and undergo further development in the successive internodes. Furthermore, cell division enhances growth in the first two sub-apical internodes; cell length increases in the third internode, and lignin accumulates in the fourth full-length internode. Physiological and molecular mechanisms that regulate the elongation of vegetative internodes in the C4 grass sorghum are discussed.

## Methods

### Plant material and growing conditions

For microscopic and RNA-seq analysis of successive sub-apical internodes of sorghum stems, the photoperiod-sensitive bioenergy genotype R.07020 was grown in a growth chamber for 60 days under long-day conditions (14-h photoperiod) to prevent floral induction. The growth chamber’s temperature was 31/22 °C day/night and at constant 50% relative humidity. The light in the growth chamber was supplied with fluorescent lamps at a light intensity of ~350 µMol/m^2^/s of photosynthetically active radiation (PAR). At 60 DAP internodes were harvested from three different plants for analysis. Leaves and leaf sheaths were removed prior to sampling stem tissue for microscopic and RNA-seq analyses. At this stage of development, the upper portion of the stem consists of a dome of tissue surrounding the shoot apical meristem, followed by the first visible internode (Fig. 1 right, labeled 1). The next three internodes were successively larger in diameter and length (Fig. 1 Int1–4).

**Fig. 1:**
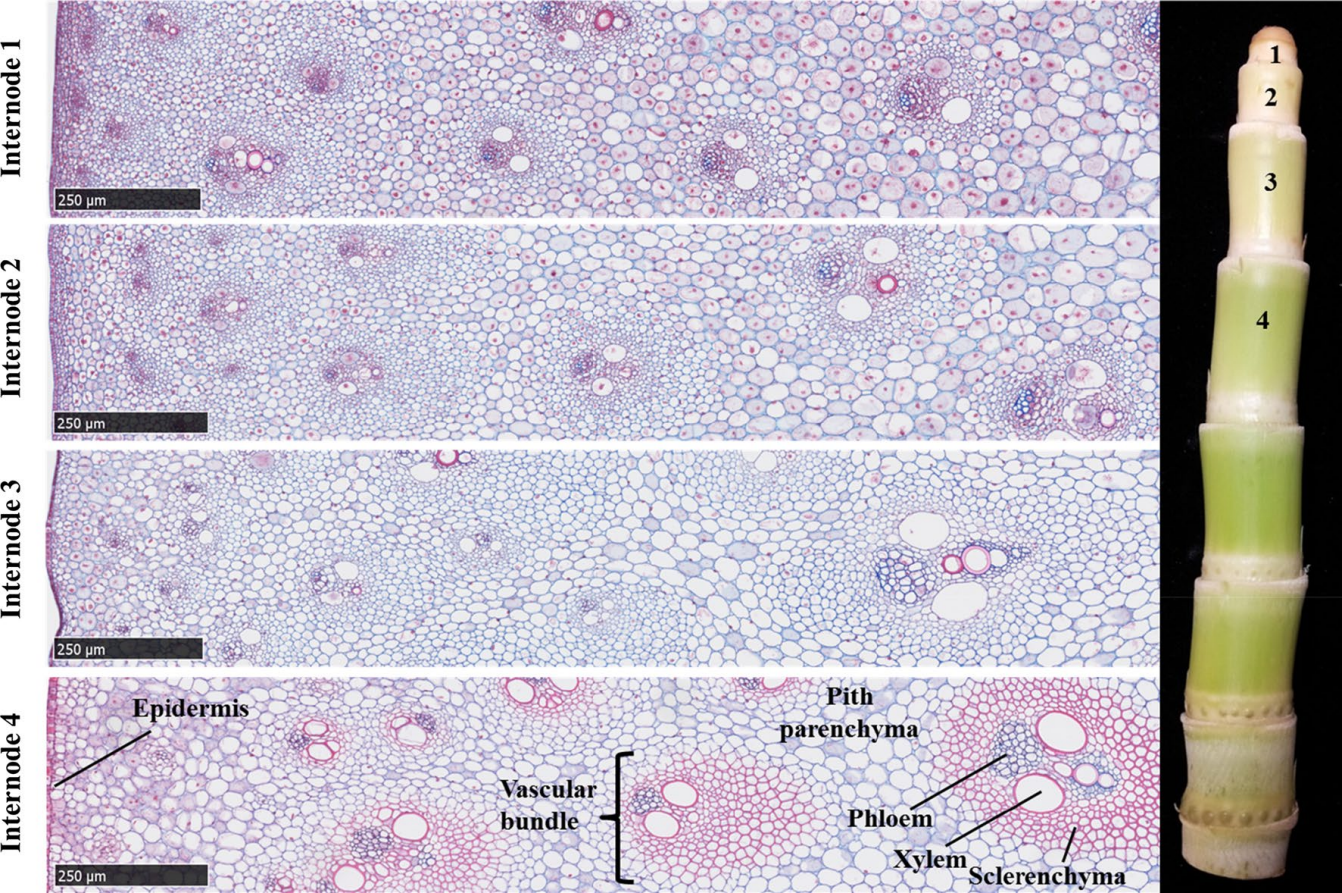
Microscopic cross sections of internodes of bioenergy sorghum inbred R.07020 at 60 DAP (days after planting). Internode1 (Int1) is the youngest sub-apical internode and internode 4 (Int4) is the oldest fully expanded internode. Stem sections were stained with *safranin* and *alcian blue*. Samples were from the middle section of each internode

### Microscopic studies of internode development

For microscopic studies of internode development, cross sections and longitudinal sections were obtained from the middle section of the first four sub-apical internodes and fixed in FAA overnight. The tissues were transferred into 70% ethanol, embedded in paraffin, sectioned to 10 µm, and stained with alcian blue and safranin. Digital images (20×) of the slides were obtained using a Nanozoomer HT slide scanner system (Hamamatsu Photonics, Japan). Tissue embedding, sectioning, and digital imaging of the slides were performed at the Veterinary School histology and gastrointestinal laboratories at Texas A&M University. The digital images were viewed using NDP.view2 software (Hamamatsu Photonics, Japan).

### RNA-seq library sequencing, mapping, and statistical analysis

For RNA-seq library preparation, the first visible sub-apical internode below the apical dome and three successive internodes below the sub-apical internode (Fig. 1 right) were extracted from three plants and frozen in liquid nitrogen. RNA was extracted using TRIzol according to the manufacturer’s protocol (Invitrogen). About three µg of total RNA was used for RNA-seq library preparation using TruSeq™ RNA Sample Prep Kit v2 (Illumina, Inc.). RNA-seq library quality was assessed using a Bioanalyzer and sequenced on an Illumina HiSeq2500 at the Texas A&M University Genomics and Bioinformatics Service Center. The sequence reads were aligned with the sorghum transcript sequence *Sorghum bicolor* v3.1 (DOE-JGI, http://phytozome.jgi.doe.gov/) using the CLC Genomics Workbench (CLC bio, Denmark). The *Sbicolor*-*v3.1* contains 47,205 protein-coding transcripts. The RNA-seq data were analyzed using the EdgeR software in the CLC genomics workbench (CLC bio, Denmark), which generated expression values, RPKM (reads per kilobase of transcript per million mapped reads), fold change, *p* value, and FDR (false discovery rate corrected *p* value). The FDR in CLC bio is calculated using the Benjamini and Hochberg method [33]. The quality of the RNA-seq data was assessed using principal component analysis (PCA) in the CLC genomics workbench. The original expression values were used for PCA. A list of transcripts with mean RPKM ≥1 in each internode was classified as expressed genes [34, 35], and displayed in a Venn diagram using Venny 2.0 [36]. The RPKM values of transcripts in each internodes differentially expressed at twofold or higher between any pair of internodes with mean RPKM ≥2 and FDR <0.001 were clustered in MultiExperiment Viewer (MeV) using K-means clustering [37]. The RPKM values for each gene in each internode were normalized in MeV prior to K-means clustering. The figures of merit method (FOM) in MeV were used to determine the number of clusters. The Sorghum *bicolor v3.1* transcripts were annotated using Mercator by a Blast search against the Arabidopsis proteome to create a mapping file to initially categorize differentially expressed genes by the MapMan software [38, 39]. The list of transcripts in each cluster was annotated and classified using the MapMan software [38].

### Validation of RNA-seq data using quantitative real-time PCR (qRT-PCR)

To validate the RNA-seq data by qPCR, RNA was extracted from the same tissues used for RNA-seq using TRIzol according to the manufacturer’s protocol (Invitrogen). cDNAs were prepared from 1.5 µg of total RNA from three independent biological replicates for each sample. The RNAs were treated with DNase I (Invitrogen). Half of the DNase I-treated RNA was used to synthesize cDNA (+RT) using SuperScript III (Invitrogen) in a 20 µl reaction mix following the manufacturer’s protocol while the remaining half was used as a control (−RT control). The cDNA was suspended in 320 µl of water and 2 µl was used in qRT-PCR reactions. In addition to the cDNA template, the qRT-PCR reaction included 2 µl of 250 ng primer pairs (Additional file 1) and 6 µl KiCqStart^®^ SYBR Green qRT-PCR Ready Mix (Sigma-Aldrich). The 10 µl qPCR reaction was run in duplicate on an ABI 7900HT, with the corresponding −RT control. The average target cT (threshold cycle) values were normalized to 18s rRNA cT values. The fold change between two samples was calculated using the slightly modified 2^−(ΔΔCt)^ method as described in [40].

## Results

### Growth and development of vegetative internodes of bioenergy sorghum genotype R.07020

Bioenergy sorghum inbred R.07020 internodes are formed during the vegetative phase (Additional file 2). In the field, R.07020 plants that develop when day lengths exceed 12.4 h remain vegetative for approximately 150 days until day lengths are less than 12.4 h in mid-September. At 60 DAP, R.07020 plants grown at low density in growth chambers under 14-h day lengths had developed 14 fully expanded leaves. Continued growth under these conditions for an additional 18 days resulted in plants with elongated upper internodes (Additional file 2). When 60 DAP plants were grown for an additional 18 days in short days (10 h) to induce floral initiation or were exposed to increased shading by increasing plant density, internode elongation increased, especially in response to shading (Additional file 2). These results indicate that R.07020 elongates upper stem internodes during the vegetative phase and that shading can modify the extent of internode elongation during vegetative growth.

A baseline of data on internode development and gene expression was collected from R.07020 plants grown in long days at low density for 60 days. In these plants, the average lengths of the four successive sub-apical internodes (Int1–4) below the shoot apex were 0.7, 2, 4.5, and 5, respectively. Cross sections of the four internodes taken approximately at the mid-point between nodes showed the presence of vascular bundles (VBs), pith parenchyma (PP), and epidermal cells (EC) at all stages of development (Fig. 1 left, labeled). Based on cell diameter and lignification, tissues in Int4 are more fully differentiated than the younger upper internodes. Xylem and PP cells were largest in diameter and cells surrounding VBs and cells located close to the epidermis were smaller in diameter. Lignification, revealed by staining cross sections with safranin, was highest in Int4 in sclerenchyma cells surrounding VBs (Fig. 1 red-stained cells). Phloem cells of the VB and PP cells were not stained with safranin indicating lower levels of lignin in their cell walls. Longitudinal sections of internodes revealed a large increase in the length of cells between Int2 and Int3 (Fig. 2). Cells associated with VBs were shorter in Int1, and of increasing length in Int2, 3, and 4.

**Fig. 2:**
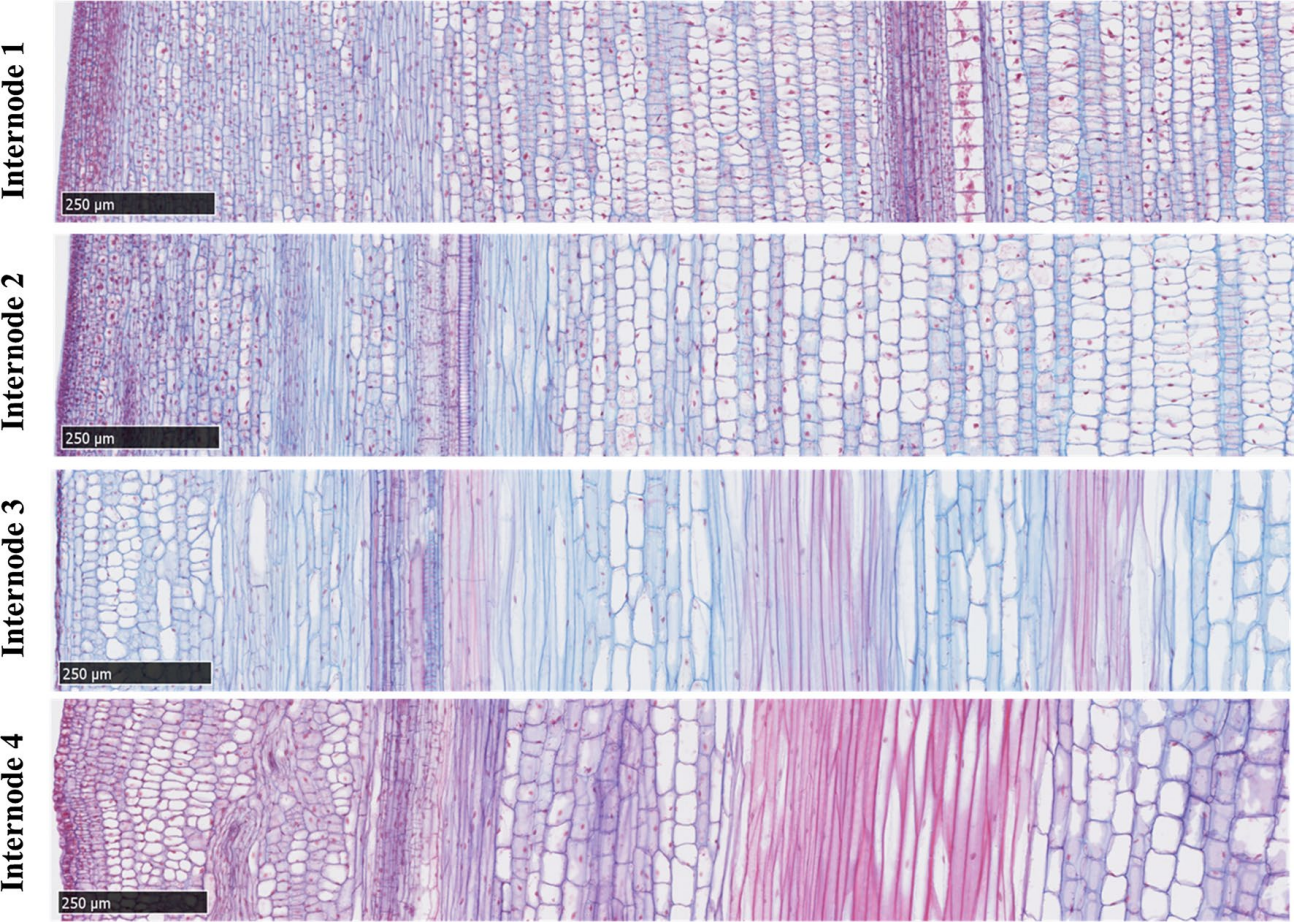
Microscopic longitudinal sections of internodes of bioenergy sorghum inbred R.07020 at 60 DAP (days after planting). Internode1 (Int1) is the youngest sub-apical internode, and internode 4 (Int4) is the oldest fully expanded internode. Stem sections were stained with *safranin* and *alcian blue*. Samples were from the middle section of each internode

### Transcriptome analysis of stem internode development

The four successive internodes below the shoot apex were excised at 60 days after planting (DAP) from three plants (independent biological replicates) for analysis of transcriptome profiles using RNA-seq technology. 

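Each of the 12 RNA-seq libraries came from 1 internode position of vegetative sorghum plants grown under 14-h days, with 3 biological replicates for each of Int1, Int2, Int3 and Int4, harvested 60 days after planting. The authors aligned the single-end reads to the transcript sequences of the sorghum v3.1 annotation with the CLC genomics workbench and deposited the RPKM (reads scaled to transcript length and to the mapped reads of the library) of every transcript in every library, without a filter and without a further scaling between libraries that the paper's text names. The values covered 47205 transcripts of 34211 loci, of which 5826 transcripts were listed at 0 in all 12 libraries. Reads that fit several transcripts of 1 gene, or near-identical genes, can be divided between them during such an alignment, so values for single transcripts of a gene with several transcripts are less certain than those for a gene with 1 transcript. For the comparisons, the RPKM values were transformed to log2(RPKM + 0.5), and a linear model with 1 mean per internode was fitted to all 12 libraries with limma, using a prior variance that follows the mean expression and Benjamini-Hochberg adjustment. The model has no term for the plant and treats the 12 libraries as independent, although the paper took the 4 internodes from 3 plants. All limma p values rest on this. A fit with the replicate number as a block is given as an alternative. Fold changes on this scale understate the change of transcripts with low RPKM. The test covered the 26320 transcripts with a mean RPKM of at least 1 in at least 1 internode. Following the paper's thresholds, a transcript was called differentially expressed at an adjusted p under 0.001 and a change of at least 2-fold. A mean RPKM of at least 2 was also required, here in at least 1 of the internodes compared, which the paper leaves open. Besides the 6 pairs of internodes, the mean of Int3 and Int4 was compared with the mean of Int1 and Int2, written Int3/4 against Int1/2. Errors of RPKM values are SD over 3 replicates. The median log2 fold change of all tested transcripts was -0.25 from Int1 to Int4 and -0.13 for Int3/4 against Int1/2. After each library was scaled by its median ratio to the mean library, these medians were -0.009 and 0.013, so a transcript with the median change sits slightly below 0 in the unscaled comparisons.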

A total of 153.2 million sequences were generated from the four successive sub-apical internodes. The total single RNA-seq reads generated from three independent biological replicates from Int1, Int2, Int3, and Int4 ranged from 34.6 to 41.5 million per sample (Additional file 3). 

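The number of reads behind a value was estimated because the deposited values are RPKM and not counts. Low RPKM values rise in steps of 1 read, and the size of these steps was compared between libraries on transcripts below RPKM 3. By this measure the 12 libraries had between 0.836 (Int3 replicate 1) and 1.055 (Int4 replicate 3) times the depth of Int1 replicate 1. Summed over replicates, the depth relative to Int1 was 0.89 for Int2, 0.865 for Int3 and 1.031 for Int4, which are also the ratios of the paper's counted reads in Additional file 3. The paper's table lists 41142734 total reads for Int1, 35857428 for Int2, 34642997 for Int3 and 41517811 for Int4, of which 91.9%, 93.8%, 94.4% and 93.9% were counted. With the counted reads of each internode divided among its replicates in proportion to their depth, an RPKM of 1 on a transcript of 1000 bases rests on 10.72 reads in the shallowest library and 13.53 in the deepest. A single read on such a transcript then corresponds to an RPKM of 0.093 and 0.074. Transcript lengths are not part of the deposited values, so counts of single transcripts and their counting intervals were not computed.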

The sequences were aligned to the *Sbicolor*-*v3.1* reference sequence (Phytozome) comprising 47,205 protein-coding transcripts using the CLC genomics workbench (CLC Inc., Aarhus, Denmark). On average about 90.2% of the reads were uniquely mapped; 3.3% were mapped non-specifically, and 6.5% of the reads were not mapped to the reference sequence (Additional file 3). The quality of the RNA-seq data was analyzed using principal component analysis (Additional file 4). The biological replicates within a sample clustered together and diverged from clusters from successive internode samples. 

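A principal component analysis of the RPKM values of the 12 libraries, centred and not scaled per transcript, placed 73.4% of the variance on the first component and 14.0% on the second, with jackknife SDs over the libraries of 5.2 and 4.6 percentage points. The mean score on the first component was -3303 ± 155 (SD, n = 3) in Int1, -2479 ± 104 in Int2, 1781 ± 562 in Int3 and 4001 ± 772 in Int4. On the second component the scores were -904 ± 428 in Int1, 404 ± 391 in Int2, 1861 ± 563 in Int3 and -1361 ± 674 in Int4. The nearest neighbour of all 12 libraries in this plane was a library of the same internode. Int1 and Int2 were separated by less than the width of Int1, since their closest libraries were 805 units apart and the farthest libraries of Int1 909.5 units. This rests on the single pair of Int1 replicate 1 and Int2 replicate 3, as the next closest pair was 1212.8 units apart. The closest libraries of Int2 and Int3 were 3856 units apart and those of Int3 and Int4 2853 units, more than the largest width, 1595 units in Int4. The smallest distance between internodes divided by the largest within 1 was 0.50, and on log2(RPKM + 0.5) of the expressed transcripts, the alternative that moved this ratio most, it was 1.18. With 1 library left out the ratio ranged from 0.46 (without Int1 replicate 3) to 0.82 (without Int2 replicate 3). Without Int1 replicate 2, 10 of the 11 remaining libraries had a nearest neighbour of the same internode.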

The number of transcripts expressed in each internode was determined using a mean RPKM ≥1.00 cut-off. The number of transcripts expressed in Int1, Int2, Int3, and Int4 was 23,255, 23,047, 23,275, and 22,679, respectively (Fig. 3) and 19,760 transcripts were expressed in common between the four internodes. 

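With the mean RPKM of 3 replicates recomputed from the deposited values, 23235 transcripts reached RPKM 1 in Int1, 23030 in Int2, 23261 in Int3 and 22669 in Int4. The number that reached it in all 4 internodes was 19741. Many transcripts lie near this threshold, and asking for an RPKM of at least 1 in every replicate lowered the numbers to 21546, 21080, 21240 and 20648. The alternative that moved the number shared by the 4 internodes most was a mean RPKM of at least 0.5, which gave 23670, against 16124 at a mean RPKM of at least 2. Leaving out each library in turn kept the shared number between 19505 and 19795.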

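Transcripts that reached a mean RPKM of 1 in a single internode numbered 758 for Int1, 172 for Int2, 353 for Int3 and 758 for Int4. When every replicate had to reach RPKM 1, these numbers were 908, 212, 368 and 788, and Int2 held the fewest under both definitions. Across the 12 sets of values that each left out 1 library, the numbers ranged from 720 to 834 for Int1, 170 to 212 for Int2, 337 to 394 for Int3 and 728 to 799 for Int4.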

The number of transcripts expressed with an RPKM ≥1.00 in only one of the four internodes, and thus expressed exclusively in Int1, Int2, Int3, or Int4 were 760, 175, 352, and 757, respectively (Fig. 3). Most of these transcripts were expressed at low level with RPKM less than two (Additional file 5).

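Of the 2041 transcripts that reached the threshold in a single internode, 1727 (84.6%) had a mean RPKM below 2 there. The share was 93.4% for Int1, 97.7% for Int2 and 96.6% for Int3, but 67.3% for Int4. In Int4, 192 of these transcripts had a mean RPKM between 2 and 5, and the highest mean was 33.3. The highest means in the other internodes were 5.64 in Int1, 2.78 in Int2 and 2.70 in Int3.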

**Fig. 3:**
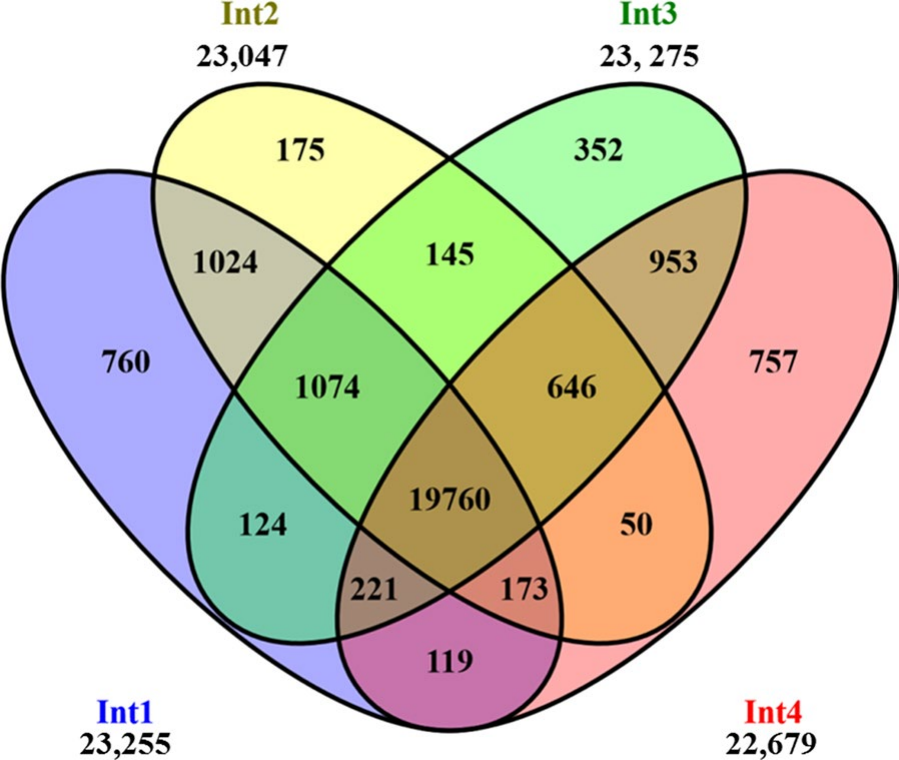
Venn diagram displaying genes expressed in four successive sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode

Differentially expressed genes were analyzed using EdgeR in the CLC genomics workbench (CLC Inc., Aarhus, Denmark). About 8361 transcripts were differentially expressed at twofold or higher (FDR <0.001 and average RPKM ≥2) between at least two internodes. 

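The limma fit found 8139 transcripts differentially expressed between at least 2 of the 4 internodes. An adjusted p under 0.05 in place of 0.001 was the alternative that moved this number most, to 9634. From Int1 to Int4, 3266 transcripts were higher and 3742 lower. After median-ratio scaling the same comparison gave 3958 higher and 2577 lower transcripts, so the direction that prevails among the changed transcripts depends on the scaling. The largest rise on the log2 scale was that of Sobic.006G025900.2, which was listed at 0 in all 3 Int1 libraries and had RPKM values of 179.23, 299.34 and 316.5 in Int4. It was followed by Sobic.006G026100.1, with a mean RPKM of 258 ± 109 (SD, n = 3) in Int4 and 0.0333 in Int1. The largest falls were those of Sobic.008G079800.1, from 321 ± 66.1 to 4.67 ± 6.54, and of Sobic.006G228100.1, which encodes an XTH, from 267 ± 25.2 to 3.39 ± 2.97.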

To confirm the RNA-seq results, the expression of ten differentially expressed genes was determined by qRT-PCR. The RNA-seq and qRT-PCR expression values of these ten genes as well as their patterns of expression were highly similar (Additional file 6). 

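The RNA-seq values of the 10 genes listed in Additional file 1 were taken from the deposited RPKM, and the qRT-PCR measurements are not analysed here. Differential expression between Int3/4 and Int1/2 was called for all 10 transcripts, with 8 higher and 2 lower in Int3/4. The counts were the same when adjusted over the list alone, which is not independent evidence because the study took them from its differentially expressed genes. The largest rise was that of Sobic.001G494000.1, from a mean RPKM of 0.307 ± 0.0950 (SD, n = 3) in Int1 to 32.7 ± 6.60 in Int4, with a log2 fold change of 4.22 (standard error 0.20, limma adjusted p = 9.13e-09) for Int3/4 against Int1/2. Sobic.003G328500.1 fell most, from 69.3 ± 6.02 to 1.15 ± 1.50, with a log2 fold change of -4.43 (standard error 0.32, limma adjusted p = 1.99e-07). The smallest change was in Sobic.008G112200.1, which peaked in Int3 at 8.78 ± 1.299 and was at 3.24 ± 0.558 in Int4. Its log2 fold change of 1.12 for Int3/4 against Int1/2 was 0.99 with a pseudocount of 1, which no longer met the threshold.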

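Between Int1 and Int2, 125 transcripts were differentially expressed in the limma fit over all 12 libraries, 114 of them higher and 11 lower in Int2. At an unadjusted p under 0.05 the number was 7902. The small number depends on the settings and on single libraries. With an adjusted p under 0.05 it was 818, with 603 higher and 215 lower, and when only the 6 libraries of Int1 and Int2 were fitted it was 0, with 9471 transcripts at an unadjusted p under 0.05. With the replicate number as a block it was 84 in the fit over 12 libraries, and 0 in the fit of the 6 libraries, where 873 transcripts, 613 higher and 260 lower, were called at an adjusted p under 0.05. Without Int2 replicate 2 the number was 30, and without Int2 replicate 3 it was 223. Between Int3 and Int4, 1080 transcripts were differentially expressed, 656 higher and 424 lower in Int4. This number was 1193 after median-ratio scaling, with 867 higher and 326 lower, and 116 when only the 6 libraries of Int3 and Int4 were fitted. It was 594 without Int3 replicate 1 and 653 without Int4 replicate 2. Replicates spread more widely in Int3 and Int4 than in Int1 and Int2, so the spread shared over 12 libraries may be too small here. The excess of higher transcripts was not seen without Int4 replicate 3, with 556 higher and 550 lower.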

As shown in Additional file 7, 202 transcripts were differentially expressed between Int1 and Int2 and 854 were differentially expressed between Int3 and Int4. The results indicate that Int1 and Int2 are developmentally similar and differ from the more elongated internodes Int3 and Int4.

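The differences across the boundary between Int1/2 and Int3/4 were more numerous. From Int2 to Int3, 2403 transcripts changed, 1267 upward and 1136 downward. The numbers were 4811 between Int1 and Int3 and 5116 between Int2 and Int4. When the libraries of Int3 and Int4 were compared together with those of Int1 and Int2, 2915 transcripts were higher and 2739 lower in Int3/4, and 3368 and 2159 after median-ratio scaling. From Int2 to Int3, a fit of these 6 libraries alone gave 1511 transcripts, which is more than in either of the neighbouring pairs under the same setting. The prevailing direction was reversed there, with 695 upward and 816 downward, as it was without Int3 replicate 2 (918 and 955) and without Int4 replicate 3 (1234 and 1240). The paper states that Int1 and Int2 are similar in development and differ from the more elongated Int3 and Int4.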

### Cluster analysis of differentially expressed genes

The 8361 differentially expressed transcripts were grouped into six clusters (Fig. 4). 

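The 8139 transcripts found to differ here were grouped by k-means into 6 clusters on the z-scores of their mean RPKM per internode, with the best of 50 random starts kept. The clusters, lettered A to F, held 2157, 1679, 474, 737, 1291 and 1801 transcripts. Without regard to clusters, the highest mean RPKM was in Int1 for 3527 of the transcripts, in Int2 for 719, in Int3 for 1011 and in Int4 for 2882.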

Clusters 1 and 2 consist of genes expressed at a higher level in Int1 and Int2. 

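Clusters A, B and C together held 4310 transcripts and had a higher mean z-score over Int1 and Int2 than over Int3 and Int4. In cluster A the mean z-score was 1.28 in Int1 and 0.24 in Int2, against -0.71 in Int3 and -0.80 in Int4. Cluster B was high in both young internodes, with mean z-scores of 0.96 and 0.66, and fell to -1.07 in Int4. Cluster C peaked in Int2 at 0.96, with similar mean z-scores in Int1 (0.11) and Int3 (0.14) and -1.21 in Int4. Of its 474 transcripts, 369 had their highest mean in Int2, 79 in Int3 and 26 in Int1.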

Clusters 4 and 5 include genes expressed at a higher level in Int3 and Int4. 

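Cluster E held 1291 transcripts whose mean z-score rose from -0.98 in Int1 and -0.65 in Int2 to 0.58 in Int3 and 1.06 in Int4. The highest mean RPKM was in Int4 for 1082 of them and in Int3 for 209. The size of this group depended on the method, with 1949 transcripts when z-scores of log2(RPKM + 0.5) were used and 2076 with hierarchical clustering by Ward's method.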

The peak expression of genes in Cluster 3 occurred in Int3. 

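Cluster D, with 737 transcripts, had a mean z-score of 1.19 in Int3 against 0.19 in Int4, -0.37 in Int2 and -1.02 in Int1. Int3 was the internode with the highest mean RPKM for 723 of its transcripts. In the alternatives, the kind of a cluster was that of the paper's cluster profile nearest to its mean z-scores. With Ward's method and 6 groups, no cluster was nearest to the paper's profile that peaks in Int3. Whether a Ward cluster had its highest mean z-score in Int3 was not checked.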

Genes in Cluster 6 were expressed at low level in Int1, 2, and 3 and at higher levels in Int4.

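Cluster F held 1801 transcripts with mean z-scores of -0.68 in Int1, -0.64 in Int2, -0.10 in Int3 and 1.41 in Int4. All but 2 of them had their highest mean RPKM in Int4. When z-scores were taken of log2(RPKM + 0.5), 1061 transcripts fell in such a cluster.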

**Fig. 4:**
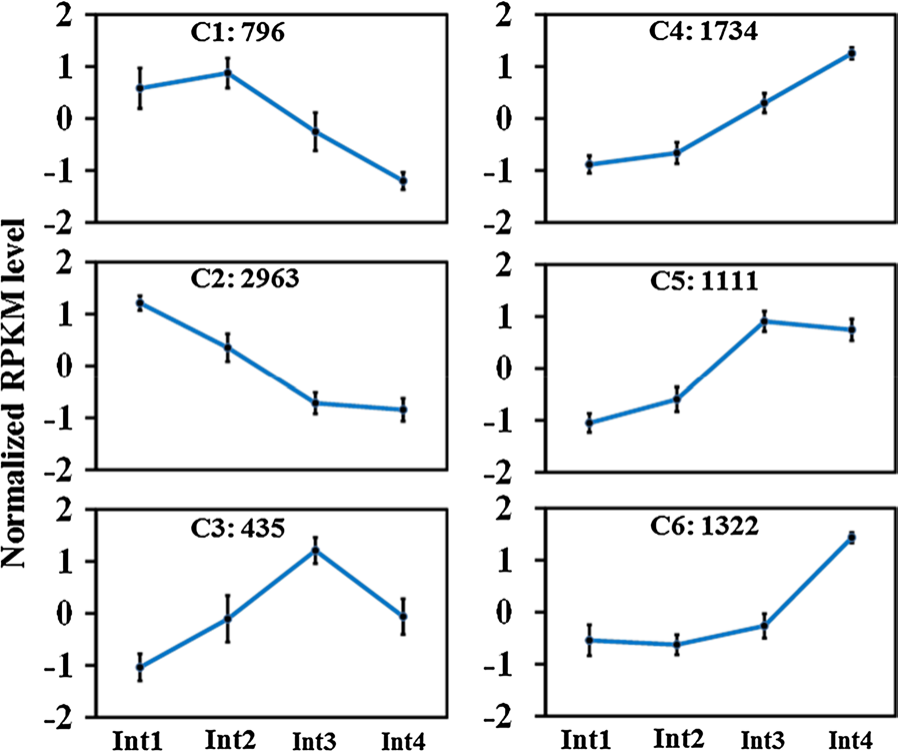
K-means clustering of genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Genes differentially expressed between at least any two of the four successive sub-apical internodes (Int1–Int4) were grouped into six clusters. Int1 is the youngest sub-apical and Int4 is the oldest internode. Expression level of each gene/transcript in RPKM was normalized prior clustering. Data are mean RPKM of three biological replicates. *Bars* represent standard deviation (SD)

The differentially expressed genes were annotated and functionally categorized using the MapMan software (Additional file 8). Functional categorization of the six clusters is shown in Additional files 9 and 10. Most of the genes in Cluster 2 that highly expressed in Int1 and Int2 encode transcription factors (RNA) and genes that function in DNA and protein synthesis, cell division, and development. Most of the genes in Clusters 4, 5, and 6 also encode transcription factors (RNA) and proteins that function in DNA and protein synthesis, cell division and development. A relatively high number of genes involved in hormone-related processes were grouped in Clusters 4 and 6.

To better understand the dynamics of transcriptome changes associated with the developmental progression of vegetative sorghum internode growth, we further analyzed the patterns of expression of genes that function in DNA, protein synthesis, cell division and cell cycle, cell wall biosynthesis, development, and secondary metabolism. We also analyzed the patterns of expression of transcription factors and genes involved in hormone metabolism, signaling and action to identify mechanisms that control the growth of the vegetative internodes from their initiation through elongation.

### Differentially expressed genes involved in cell division and the cell cycle

Plant organ growth involves cell division, elongation, and differentiation, processes that often occur in adjacent spatially separate regions of the growing zones of grass leaves, stems, and roots [41–43]. The first two internodes below the shoot apex (Int1 and Int2) were harvested when 0.7 and 2 cm long, respectively, while Int3 was 4.5 cm, and Int4 had reached its full length of 5 cm. Genes involved in DNA synthesis (histones), repair, and nucleosome assembly were expressed at higher levels in Int1 and Int2 (Fig. 5). Most of the cell cycle genes encoding cyclins and cyclin-dependent protein kinases were expressed at a higher level in Int1/2 (Fig. 5). Genes involved in cell division including the cell division control protein (CDC), RETINOBLASTOMA-RELATED protein (RBR1), and ANAPHASE PROMOTING COMPLEX showed elevated expression in Int1/2.

**Fig. 5:**
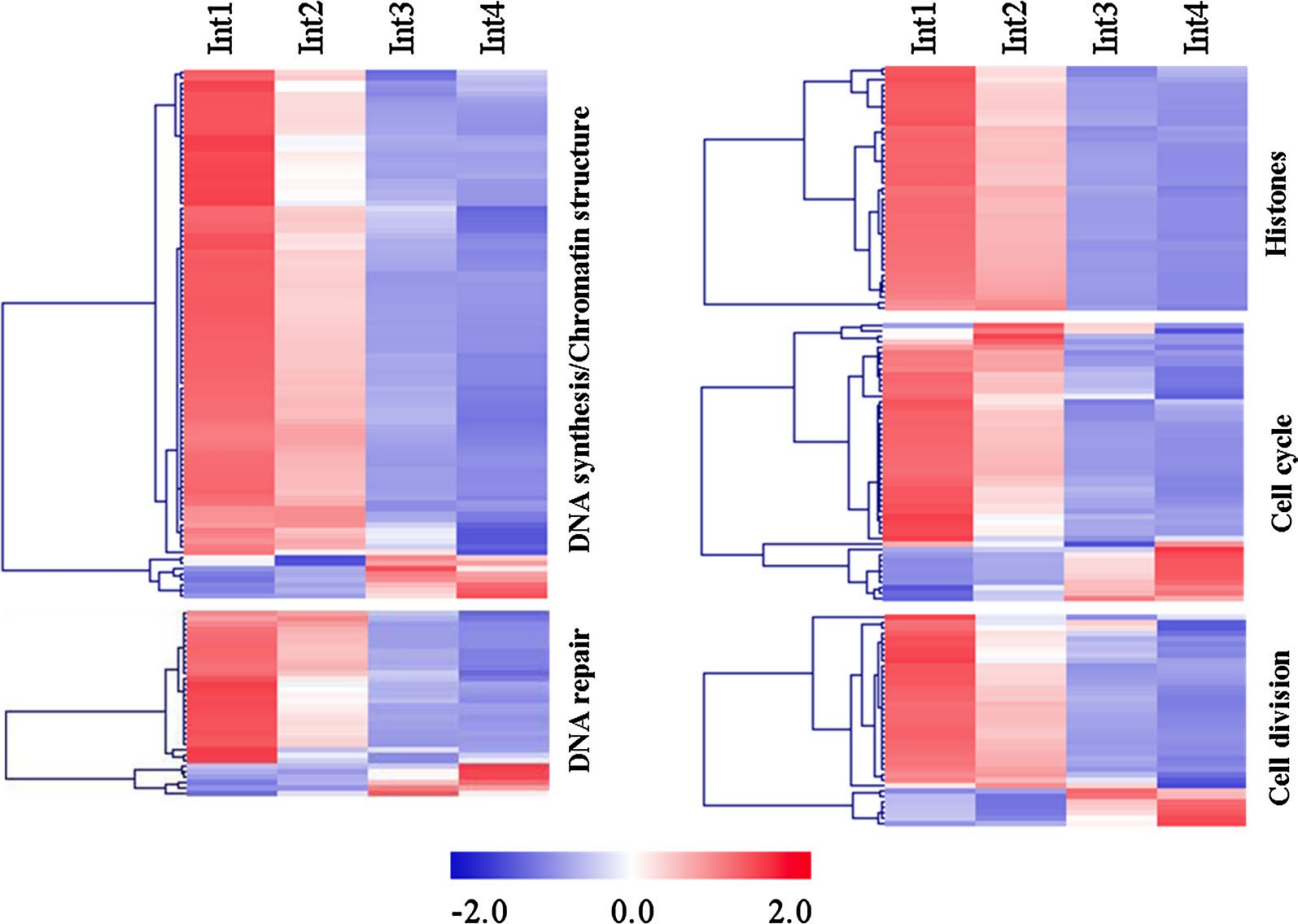
Heatmap of DNA and cell-related genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Gene expression level in RPKM in each internode was normalized

### Genes involved in cell elongation, cell wall biosynthesis, and secondary metabolism

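The cell wall genes were taken from the functional categories of Additional file 8, in a copy that holds 770 transcripts and leaves out 6972 entries, against the paper's total of 8361 transcripts. For the 770 transcripts, the mean RPKM recomputed from the replicates differed from the value listed there by at most 0.0067, and 673 (87.4%) were differentially expressed between at least 2 internodes in the limma fit. The cell wall categories held 197 transcripts. In Int3/4 against Int1/2, 86 of them were higher and 53 lower. Adjusted over the list alone the counts were 87 and 53, which is not independent evidence because the study selected the list on these libraries. After median-ratio scaling, 97 were higher and 41 lower, and none of the 197 transcripts changed direction. Without regard to the thresholds, 129 had a higher mean log2 value in Int3/4 and 68 a lower one.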

The expression of many genes involved in cell wall biosynthesis increased from Int1/2 to Int3/4 (Fig. 6). However, closer examination of the profiles showed a more complex pattern with subsets of genes involved in cell wall biosynthesis with maximal expression in Int1, Int2, Int3, or Int4. 

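The highest mean RPKM was in Int1 for 46 of the 197 cell wall transcripts, in Int2 for 22, in Int3 for 57 and in Int4 for 72. In the k-means grouping, 23 and 27 fell in clusters A and B with high expression in Int1 and Int2, 16 in cluster C, which peaks in Int2, 45 in the cluster that peaks in Int3, 34 in the cluster that is high in Int3 and Int4 and 41 in the cluster that is high in Int4 only. The remaining 11 did not meet the thresholds between any pair of internodes.

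**Figure D1:**
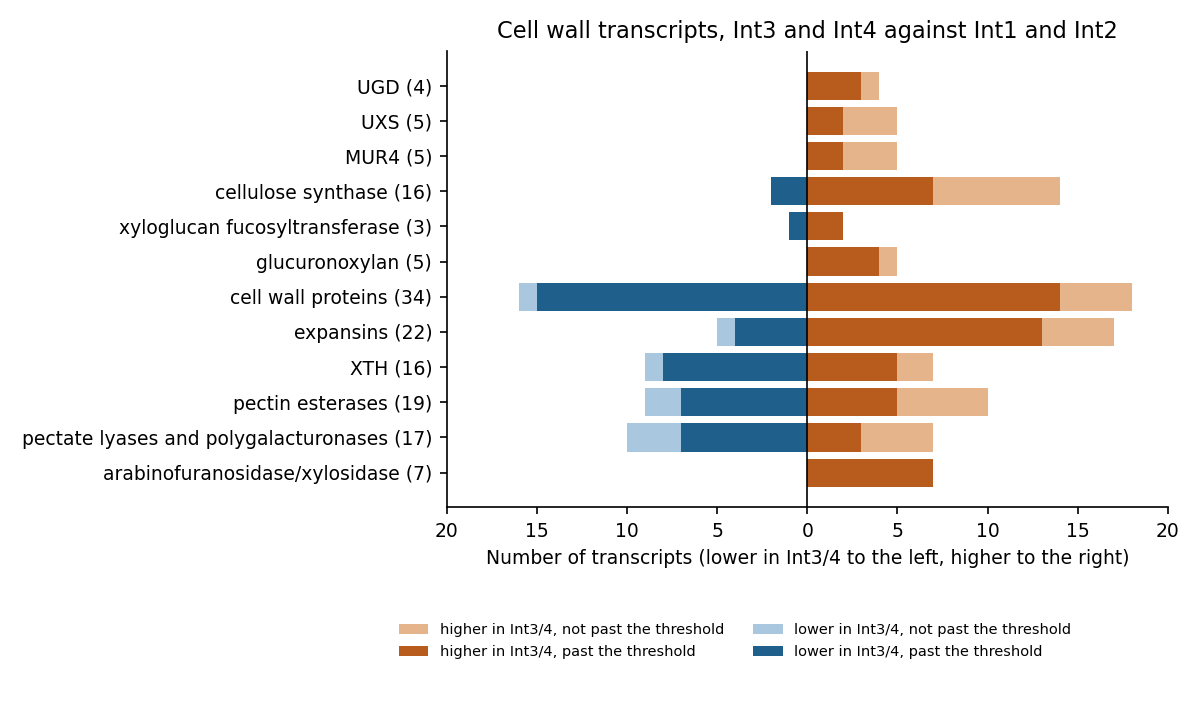
Number of transcripts of 12 cell wall gene families with higher (right) or lower (left) expression in Int3/4 than in Int1/2, on the log2(RPKM + 0.5) scale. Dark bars count differentially expressed transcripts and light bars the others. Of the 22 expansin transcripts, 13 were past the thresholds upward and 4 downward, and in no family did a transcript change direction after median-ratio scaling.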

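All 4 UGD, 5 UXS and 5 MUR4 transcripts had a higher mean log2 value in Int3/4 than in Int1/2, also after median-ratio scaling. Differential expression for Int3/4 against Int1/2 was called for 3 UGD, 2 UXS and 2 MUR4 transcripts. Sobic.001G459800.1 (UGD) had a mean RPKM of 88.4 ± 7.07 (SD, n = 3) in Int1, 199 ± 17.1 in Int2, 321 ± 43.4 in Int3 and 315 ± 97.9 in Int4, with a log2 fold change of 1.24 (standard error 0.13, limma adjusted p = 3.57e-06). The 3 transcripts of the UGD gene Sobic.001G084100 also peaked in Int3, and the calls for 2 of them were lost when any of Int1 replicates 1, 2 and 3, Int2 replicates 1 and 3 or Int3 replicate 1 was left out, which left 1 UGD call. The call for Sobic.001G084100.4 was also lost with the replicate number as a block, and that for Sobic.001G084100.2 without a trend in the prior variance. The third, Sobic.001G084100.1, had a log2 fold change of 0.72 and was not called, and neither was the RPKM summed over the gene, with 0.676. Sobic.003G348800.1 (UXS) rose from 15.8 ± 0.454 in Int1 to 52.4 ± 5.99 in Int3, and Sobic.003G149500.1 (UXS) from 17.7 ± 0.210 to 44.7 ± 5.63. Scaling by median ratios raised the number of UXS calls to 4. Both MUR4 calls were for transcripts of Sobic.006G217300, and Sobic.006G217300.1 had a log2 fold change of 1.62 (standard error 0.09, limma adjusted p = 3.29e-08).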

Genes encoding UDP-glucose dehydrogenases (UGD), UDP-glucuronic acid decarboxylase (UXS), and UDP-d-XYLOSE 4-EPIMERASE (MUR4) were expressed at a higher level in Int3/4. These genes catalyze reactions leading to the production of arabinose, galacturonic acid, apiose, xylan, and xyloglucan, constituents of plant cell walls [44–46]. 

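Of the 16 cellulose synthase transcripts, 14 had a higher mean log2 value in Int3/4 than in Int1/2, and 7 of these were differentially expressed. After median-ratio scaling 9 were called higher and 1 lower, with no change of direction. The strongest rise was in Sobic.003G296400.1, from a mean RPKM of 4.12 ± 0.275 (SD, n = 3) in Int1 and 17.8 ± 9.97 in Int2 to 205.1 ± 62.0 in Int3 and 147 ± 34.6 in Int4, a log2 fold change of 4.303 (standard error 0.27, limma adjusted p = 5.97e-08) for Int3/4 against Int1/2. Sobic.002G205500.1 and Sobic.001G224300.1 followed, with log2 fold changes of 4.15 and 3.92, and in none of the 3 did Int3 differ from Int4 past the thresholds. The rise of Sobic.007G050600.1 (log2 fold change 1.005) was close to 2-fold, and its call was lost without any of Int1 replicates 1 and 3, Int2 replicate 3, Int3 replicate 3 or Int4 replicate 1, at 0.907 to 0.999. In the opposite direction, Sobic.008G125700.1 fell from 35.4 ± 7.42 in Int1 to 0.490 ± 0.531 in Int4. Sobic.002G333800.1 also fell, with a log2 fold change of -1.02, while another transcript of its gene, Sobic.002G333800.2, rose with 2.84, and the RPKM summed over the gene rose with 0.98. The call for Sobic.002G333800.1 was lost after median-ratio scaling, at -0.89, with a pseudocount of 1, at -0.88, and without any of Int1 replicate 3, Int2 replicate 3 or Int4 replicates 2 and 3, at -0.995 to -0.941. Among 5 glucuronoxylan synthesis transcripts, 4 were differentially expressed and higher in Int3/4, the largest change being that of Sobic.001G479800.2 with 3.02. The smallest called change, that of Sobic.003G376700.1 with 1.01, was 0.978 to 0.997 and not called without any of Int1 replicate 1, Int2 replicates 1 and 2, Int3 replicates 2 and 3 or Int4 replicate 2. The xyloglucan fucosyltransferase transcripts Sobic.004G308400.1 and Sobic.004G308200.1 rose, with 2.39 and 1.09, and Sobic.004G308600.1 fell by 1.46 on the log2 scale. The change of Sobic.004G308200.1 was not called without Int4 replicate 1, at 0.99, or with a pseudocount of 1, at 0.955. That of Sobic.004G308600.1 was not called when a mean RPKM of at least 2 was required over both groups.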

The expression of sorghum genes involved in cellulose (cellulose synthases, *CESA*) and hemicellulose (glucuronoxylan and xyloglucan fucosyltransferase) synthesis was generally higher in Int3/4. About half of the genes encoding cell wall proteins were expressed at higher level in Int1/2 while the other half were expressed at a higher level in Int3/4. 

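The cell wall protein categories held 34 transcripts, of which 15 were differentially expressed and higher in Int1/2 and 14 in Int3/4. The counts were 14 and 14 after median-ratio scaling. The strongest decrease was in Sobic.001G112800.2, from a mean RPKM of 17.7 ± 2.24 (SD, n = 3) in Int1 to 0.703 ± 0.214 in Int4, a log2 fold change of -3.64 (standard error 0.15, limma adjusted p = 4.02e-09) for Int3/4 against Int1/2. Sobic.009G056400.1 increased most, from 0.513 ± 0.343 in Int2 to 33.4 ± 22.2 in Int3 and 12.3 ± 3.10 in Int4, with a log2 fold change of 4.53.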

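The expansin category held 22 transcripts, of which 13 were differentially expressed and higher in Int3/4 and 4 higher in Int1/2. After median-ratio scaling the counts were 14 and 4, and no expansin transcript changed direction. The highest mean RPKM was in Int4 for 14 transcripts, in Int1 for 4, in Int2 for 2 and in Int3 for 2. The largest RPKM values in Int4 were those of Sobic.003G338801.1, which rose from 16.6 ± 4.66 (SD, n = 3) in Int1 to 172 ± 11.0 in Int4 with a log2 fold change of 2.41 (standard error 0.16, limma adjusted p = 9.02e-08) for Int3/4 against Int1/2, and of Sobic.001G301500.1, which reached 166 ± 21.3. Sobic.006G031900.1 was high in Int3 only, at 35.2 ± 0.182 against 0.897 ± 0.518 in Int2 and 1.57 ± 1.33 in Int4. The 4 expansins that were higher in Int1/2 were Sobic.004G238801.1, Sobic.004G227900.1, Sobic.010G271000.1 and Sobic.004G191600.1, with log2 fold changes of -2.47, -1.90, -1.58 and -1.38.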

Many genes encoding expansins that are involved in cell growth were expressed at higher levels in Int3/4, although several family members were differentially expressed in Int1 and Int2. Most of the genes encoding pectate lyases and polygalacturonases were expressed at a higher level in Int1/2. 

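Among the 17 transcripts annotated as pectate lyases or polygalacturonases, 10 had a higher mean log2 value in Int1/2 and 7 in Int3/4. Differential expression was called for 7 of the former and 3 of the latter. The scaling mattered for this family, since 2 transcripts were called higher in Int1/2 after median-ratio scaling and 3 in Int3/4, although no transcript changed direction. Several of the decreases were close to 2-fold, such as that of Sobic.001G026800.1, from a mean RPKM of 98.8 ± 3.23 (SD, n = 3) in Int1 to 35.8 ± 2.49 in Int4, with a log2 fold change of -1.07 for Int3/4 against Int1/2 that was -0.92 after scaling. The strongest increase was in Sobic.004G319600.3, with a log2 fold change of 2.05.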

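The pectinesterase category held 19 transcripts, of which 5 were differentially expressed and higher in Int3/4 and 7 higher in Int1/2. Median-ratio scaling changed these counts to 9 and 5 without changing the direction of any transcript. Sobic.006G172000.2 had the highest mean RPKM of the transcripts that fell, with 154 ± 7.75 (SD, n = 3) in Int1 and 10.24 ± 7.80 in Int4, and Sobic.003G384900.1 the largest rise, from 2.59 ± 0.309 to 34.6 ± 1.202. Of the 16 XTH transcripts, 5 were higher in Int3/4 and 8 in Int1/2, and the counts after scaling were 5 and 7. The XTH transcripts Sobic.006G228100.1 and Sobic.002G194500.1 fell most, with log2 fold changes of -4.62 and -4.05 for Int3/4 against Int1/2. Sobic.007G090436.1 rose from 4.75 ± 1.2 in Int1 to 309 ± 130.0 in Int4, with a log2 fold change of 3.65 (standard error 0.29, limma adjusted p = 4.55e-07). The most abundant XTH transcript, Sobic.010G246700.1, peaked in Int3 at 1021 ± 56.5 and was not called, with a log2 fold change of 0.50.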

Some of the genes encoding pectinesterase and xyloglucan endotransglucosylase/hydrolases (XTH) were expressed at a higher level in Int1/2 and others in Int3/4. The patterns of expression of the XTH genes indicate that different members of this gene family are involved in cell wall modification at different stages of internode development. 

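The alpha-L-arabinofuranosidase/beta-D-xylosidase category held 7 transcripts of 3 genes. All 7 had their highest mean RPKM in Int3 and were differentially expressed both from Int2 to Int3 and in Int3/4 against Int1/2. Sobic.008G017800.1 had a mean RPKM of 20.9 ± 0.872 (SD, n = 3) in Int1, 29.1 ± 1.97 in Int2, 143 ± 18.9 in Int3 and 107 ± 8.50 in Int4, with a log2 fold change of 2.27 (standard error 0.10, limma adjusted p = 3.04e-07) from Int2 to Int3. Sobic.001G389800.1 rose to 17.8 ± 1.15 in Int3 and was at 17.8 ± 2.13 in Int4, so a peak in Int3 was not resolved from the replicate error for this transcript. The other 5 are transcripts of Sobic.005G087400, whose mean RPKM in Int3 lay between 2.05 and 2.97, close to the minimum of 2. Without Int3 replicate 3 only 4 of the 7 transcripts were called, and 2 when a mean RPKM of at least 2 was required over both groups.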

Genes encoding alpha-l-arabinofuranosidase/beta-d-xylosidase were expressed at a higher level in Int3.

**Fig. 6:**
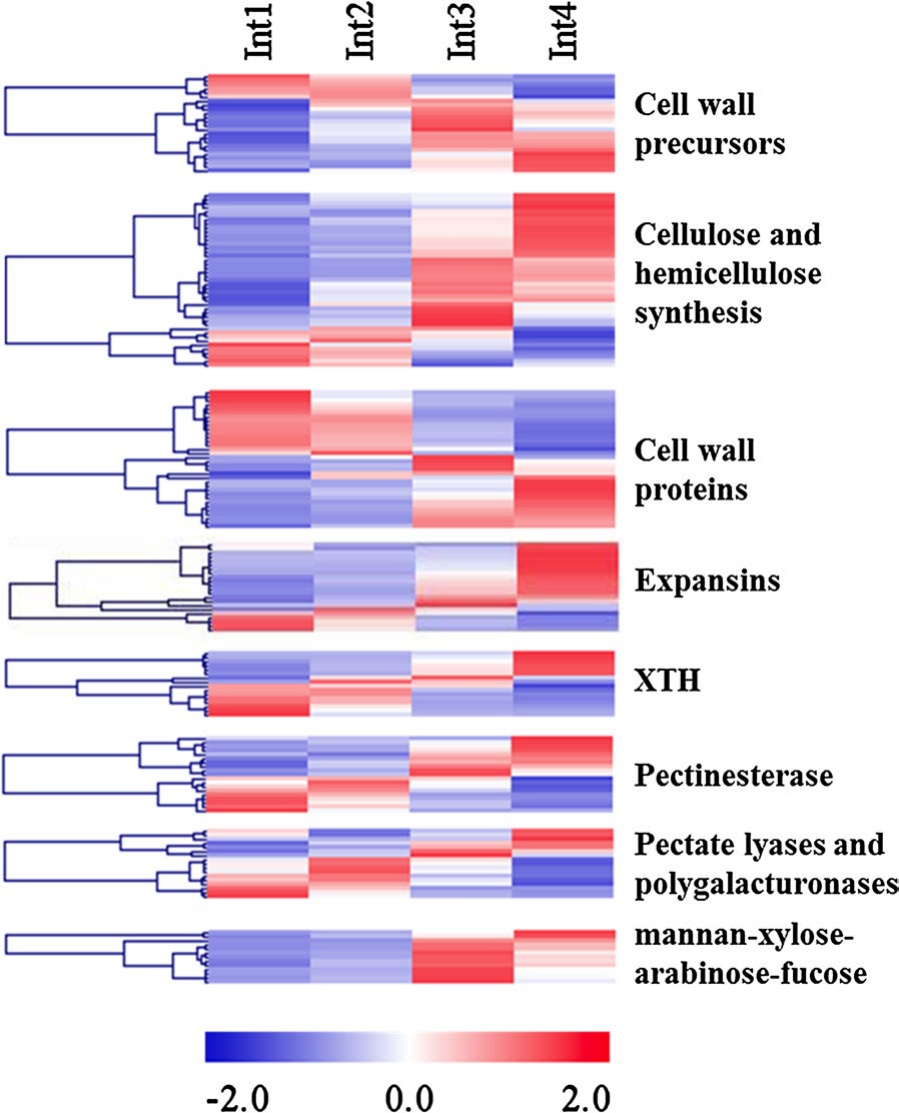
Heatmap of cell wall biosynthesis and modification genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Gene expression level in RPKM in each internode was normalized

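The copy of the functional categories used here ends within the flavonoids and held 136 transcripts of secondary metabolism. Their highest mean RPKM was in Int4 for 88 transcripts, in Int3 for 23, in Int2 for 9 and in Int1 for 16. In Int3/4 against Int1/2, 80 were differentially expressed and higher and 14 lower. The counts were 80 and 15 when adjusted over the list alone, which is not independent evidence since the list was selected on these libraries. Median-ratio scaling gave 82 higher and 8 lower transcripts and changed no direction. By category, 40 of 61 phenylpropanoid transcripts and 27 of 35 flavonoid transcripts were differentially expressed and higher in Int3/4. Of the 22 isoprenoid transcripts, 5 were differentially expressed and higher and 5 lower, or 6 and 3 after median-ratio scaling. The lower ones were also 3 when any of 5 single libraries was left out, and the higher ones were 3 with a pseudocount of 1 or with a mean RPKM of at least 2 over both groups.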

Genes annotated as involved in secondary metabolism were generally expressed at a higher level in Int4 (Fig. 7). These genes are involved in the biosynthesis of isoprenoid, flavonoid, phenol, and phenylpropanoids (i.e., lignin). The accumulation of lignin in cell walls reduces cell wall extensibility and increases cell wall strength. 

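RPKM values were summed per library over the transcripts that the functional categories assign to each of 8 lignin biosynthesis enzymes. Phenylalanine ammonia lyase (PAL, 4 transcripts) rose from a summed RPKM of 249 ± 15.4 (SD, n = 3) in Int1 and 463 ± 127 in Int2 to 1864 ± 488 in Int3 and 2307 ± 573 in Int4. The mean log2 of the sums was higher in Int3/4 than in Int1/2 by 2.60 for PAL, 1.90 for HCT, 1.68 for CAD, 1.65 for C4H, 1.62 for 4CL, 1.53 for CCR1, 1.46 for CCoAOMT and 0.80 for C3H. For each of the 8 enzymes, all 6 libraries of Int3/4 lay above all 6 libraries of Int1/2. A 2-sided exact permutation test over the 924 splits gave p = 0.002165 for every enzyme, the smallest p these splits allow and unchanged by Benjamini-Hochberg adjustment over the 8 enzymes. The test is not independent evidence, because the study selected these transcripts as differentially expressed on the same libraries, and it treats the 12 libraries as independent, although the 4 internodes came from the same 3 plants. Single transcripts dominated several sums, with 96.0% of the C3H sum from Sobic.009G181800.1, 88.5% of the CAD sum from Sobic.004G071000.1 and 76.2% of the PAL sum from Sobic.004G220300.1. The sum hides members that fell. The largest fall was that of the HCT transcript Sobic.004G328700.1, with a log2 fold change of -2.02 for Int3/4 against Int1/2 and an adjusted p of 0.00132, which was not called, but was without Int1 replicate 1 (-2.27), without Int2 replicate 1 (-2.27), at an adjusted p under 0.05 and with RPKM summed per gene. It was followed by the 4CL transcripts Sobic.003G391600.1 and Sobic.001G189300.1, with log2 fold changes of -0.96 and -0.92 for Int3/4 against Int1/2. Sobic.003G391600.1 was called lower with a pseudocount of 0.1, at -1.02.

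**Figure D2:**
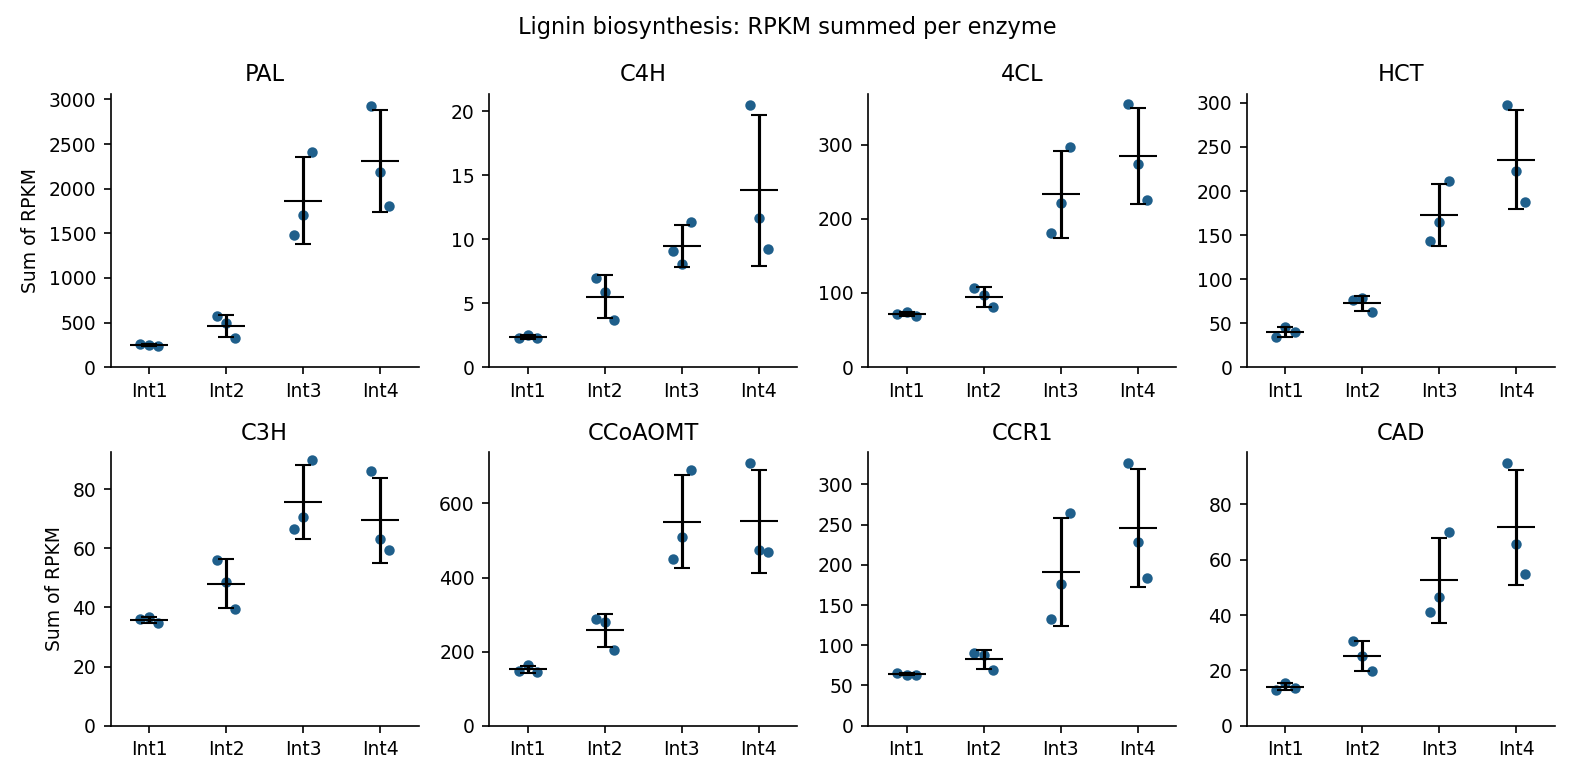
Summed RPKM of the transcripts of 8 lignin biosynthesis enzymes in the 3 libraries (points) of each internode, with the mean (line) and SD (bars). For every enzyme the 6 libraries of Int3 and Int4 lie above the 6 libraries of Int1 and Int2, and the PAL sum reaches 2307 in Int4.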

Genes in the phenylpropanoid pathway involved in all steps of lignin biosynthesis were differentially expressed during internode development, all showing elevated expression in Int3/4 compared to Int1/2 (Table 1).

**Fig. 7:**
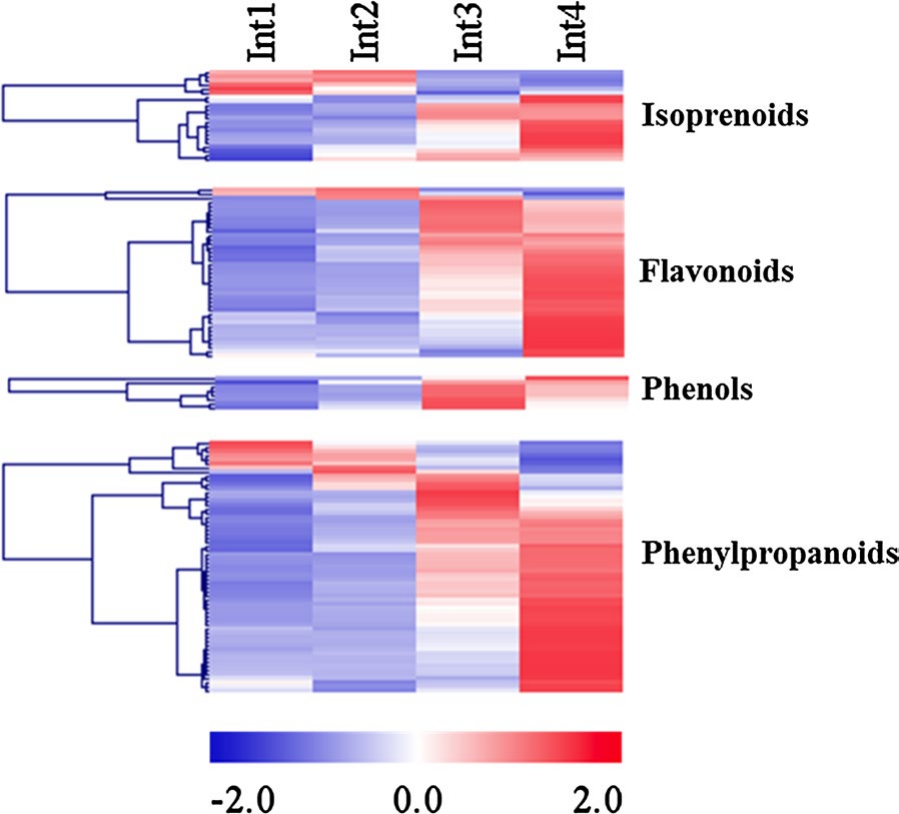
Heatmap of secondary metabolism-related genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Gene expression level in RPKM in each internode was normalized

**Table 1:**
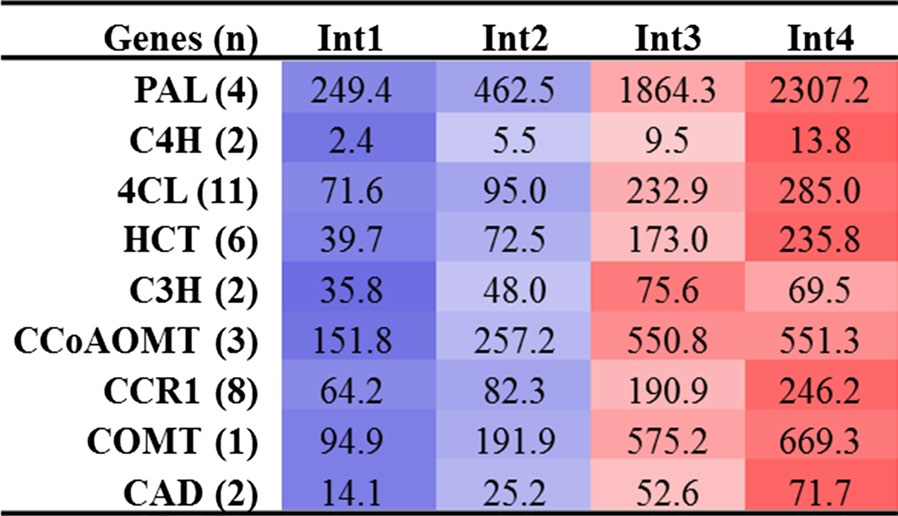
The expression level of lignin biosynthesis genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020

Int1 is the youngest internode below the shoot apex and Int4 is the oldest lower internode. Values represent the sum total transcripts in RPKM expressed from a number of genes, except for COMT(1) where the RPKM is from one gene, in the genome shown in parenthesis encoding the same protein. The expression level in each row highlighted with blue is lower and highlighted with red is higher

### Sugar metabolism, signaling, transport, and storage genes

Differentially expressed genes involved in sugar metabolism, transport, storage, and signaling include *SWEET* genes that are orthologs of *Medicago truncatula N3 (MtN3)* and *SUT2* sucrose transporters, *fructose*-*1,6*-*bisphosphatase* (*FBPase*), starch synthases, cell wall invertases (*CwINVs*), and genes involved in trehalose metabolism (*TPS* and *TPP*) (Fig. 8). Most of the genes encoding starch synthases were expressed at a higher level in Int1 and at a lower level in Int4, whereas the expression of genes encoding SWEET transporters, FBPase, CwINVs, and trehalose metabolism was higher in Int3 and Int4. 

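Of the 4 starch synthase transcripts, Sobic.010G047700.1 and Sobic.002G116000.1 were differentially expressed and lower in Int3/4. Sobic.002G116000.1 had a mean RPKM of 127 ± 11.4 (SD, n = 3) in Int1, 99.9 ± 6.76 in Int2, 39.6 ± 15.7 in Int3 and 21.6 ± 13.5 in Int4, with a log2 fold change of -2.04 (standard error 0.24, limma adjusted p = 1.1e-05) for Int3/4 against Int1/2. For Sobic.010G047700.1 the log2 fold change was -2.09. Sobic.004G338100.1 fell by 0.91 on the log2 scale, short of 2-fold, and Sobic.009G209300.1 rose with 0.71. The fall of Sobic.004G338100.1 was called with a pseudocount of 0.1, at -1.03, and with fold changes as ratios of mean RPKM. Among the FBPase transcripts, Sobic.003G367500.1 rose from 1.80 ± 0.397 to 32.2 ± 8.46 between Int1 and Int4, with a log2 fold change of 2.68 (standard error 0.26, limma adjusted p = 2.14e-06), and Sobic.009G152700.2 with a log2 fold change of 2.17, while Sobic.009G152700.1 (0.95) was not called. The 2 cell wall invertase transcripts belong to Sobic.004G166700 and were low and variable, with 4.03 ± 2.80 for Sobic.004G166700.2 and 4.44 ± 2.74 for Sobic.004G166700.4 in Int4. Their log2 fold changes of 1.16 and 1.69 were not past the adjusted p threshold, with adjusted p of 0.00679 and 0.00121 in limma. Sobic.004G166700.4 was called without Int4 replicate 2, with a log2 fold change of 1.95, without Int3 replicate 3, with 1.88, and after median-ratio scaling, with 1.80, and without Int4 replicate 1, Sobic.004G166700.2 was called with 1.44. For the RPKM summed over this gene the log2 fold change was 1.65, and it was called. No transcript of these 3 groups changed direction after median-ratio scaling.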

The results indicate that the capacity for starch synthesis was higher in the younger internodes and for sucrose transport and metabolism increased in Int3 and Int4. 

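The TPS1 transcript Sobic.009G200200.1 had a mean RPKM of 2.32 ± 0.429 (SD, n = 3) in Int1, 3.31 ± 0.529 in Int2, 5.98 ± 0.818 in Int3 and 10.4 ± 3.63 in Int4. The ratio of its mean RPKM in Int3/4 to that in Int1/2 was 2.91, with a log2 fold change of 1.33 (standard error 0.17, limma adjusted p = 2.22e-05). All 5 TPS transcripts of Additional file 11 were higher in Int3/4, 4 of them differentially expressed, and the largest change was that of Sobic.002G194700.1 with 1.76. All 8 TPP transcripts were higher in Int3/4, and 7 were differentially expressed. The strongest increases were in transcripts of 1 gene, Sobic.004G293500. Its transcript Sobic.004G293500.3 rose from 3.04 ± 0.997 in Int2 to 93.8 ± 14.6 in Int4, with a log2 fold change of 4.77 (standard error 0.21, limma adjusted p = 1.9e-08). In Int1 its mean RPKM was 0.160 ± 0.0346, where 1 read on 1000 bases gives 0.074 to 0.093, so the size of its change from Int1 was not resolved at this depth. Transcripts Sobic.004G293500.1 and Sobic.004G293500.5 reached 22.4 ± 1.35 and 35.4 ± 3.30 in Int4 and were at 0.0633 and 0.117 in Int1. The most abundant TPP transcript, Sobic.002G184600.1, rose from 65.8 ± 7.53 in Int1 to 309 ± 111 in Int4, a ratio of 4.69. No TPS or TPP transcript changed direction after median-ratio scaling.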

TPS1, a gene involved in trehalose synthesis, was expressed threefold higher in Int3/4 and the expression of several genes encoding TPPs increased >50-fold during the course of internode development (Additional file 11).

**Fig. 8:**
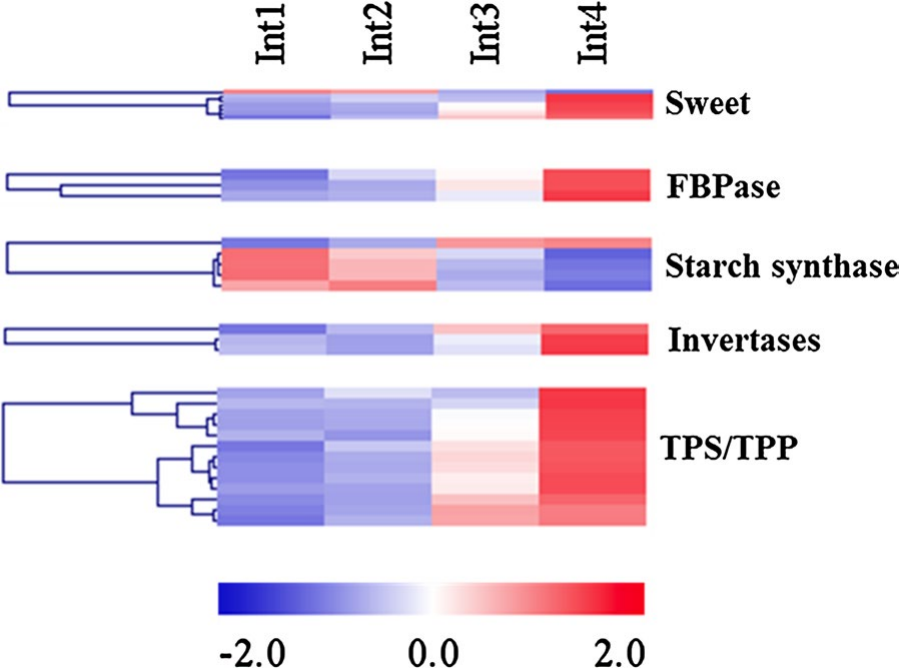
Heatmap of sugar transport, metabolism, and signaling genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Gene expression level in RPKM in each internode was normalized

### Differentially expressed transcription factors

Approximately 836 transcripts categorized in the MapMan bin RNA, which includes transcription factors (TFs) belonging to diverse families, were differentially expressed during the stages of internode development analyzed (Fig. 9; Additional file 8). The patterns of expression of some of the TFs that function in cell division, elongation, and secondary metabolism are shown in Fig. 9. Three genes encoding *TCP* family transcription factors similar to Arabidopsis *TCP20*, *TCP8*, and *TCP15* were expressed in Int1/2 then down-regulated in Int3/4. TCP20 plays a role in cell proliferation by activating the expression of *CycB* [47] and TCP15 promotes cell proliferation in internodes [48]. Genes encoding GROWTH REGULATING FACTORS (GRFs) were expressed at a high level in Int1 and at decreasing levels during later stages of internode development. The sorghum SQUAMOSA-binding factors that are homologs of Arabidopsis *SPL9* and rice *OsSPL14* were expressed in Int1 then down-regulated during later stages of internode development. *OsSPL14* in rice was found previously to regulate growth, stem length/diameter, tillering, and panicle branching [49, 50].

**Fig. 9:**
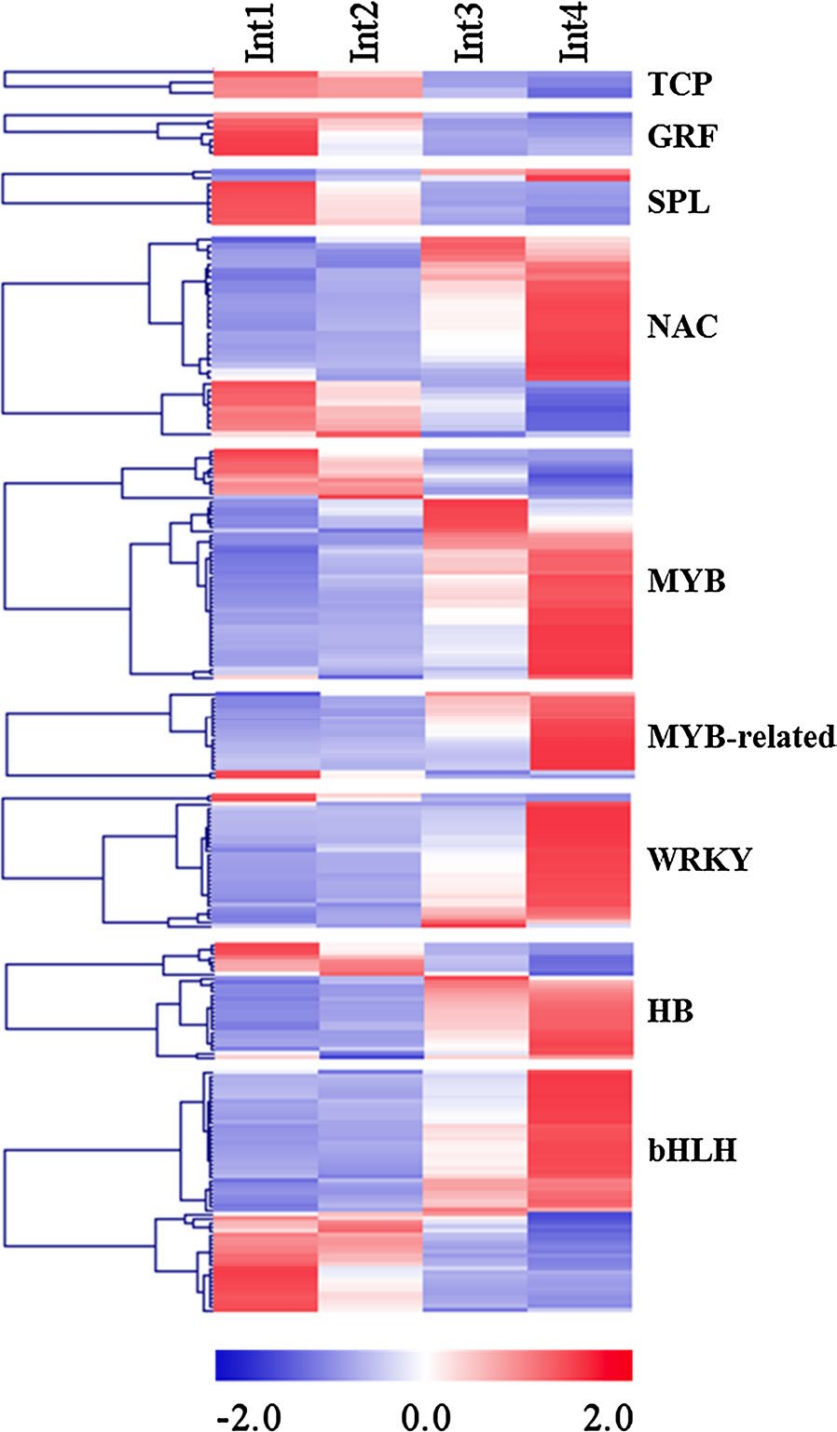
Heatmap of genes encoding transcription factors differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Gene expression level in RPKM in each internode was normalized

The NAC transcription factors regulate diverse aspects of plant developmental processes and responses to biotic and abiotic stress [51]. Most of the sorghum NAC domain transcription factors were expressed at a higher level in Int3 and Int4 (Fig. 9) including genes that function in secondary cell wall biosynthesis (*NAC SECONDARY WALL THICKENING PROMOTING FACTOR1*, *NST1*) and ABA biosynthesis (*AtAF1*). NTS1 and its homolog SECONDARY WALL-ASSOCIATED NAC DOMAIN PROTEIN1 (SND1) directly regulate the expression of genes encoding MYB and homeobox protein knotted-1 (KNAT7) transcription factors that regulate secondary cell wall biosynthesis [52]. The expression of two sorghum NAC domain transcription factors that are homologous to the Arabidopsis NAC domain containing protein 36 (ANAC036) was highest in Int4. *ANAC036* overexpressing Arabidopsis lines are dwarf [53].

The MYB, MYB-related, and WRKY family of transcription factors play diverse roles in plant development, secondary cell wall formation and in response to biotic and abiotic stress [54, 55]. Members of these families were up-regulated in Int3/4 (Fig. 9). One of the up-regulated *MYB* genes was annotated as homologous to Arabidopsis *AtMYB42*, a gene involved in secondary cell wall biogenesis [52]. *WRKY*-genes also regulate lignin biosynthesis and play a role in maintaining non-lignified parenchyma cells [56].

Genes that encode HOMEODOMAIN (HB) and Basic Helix-Loop-Helix (bHLH) family of transcription factors are involved in plant development through their actions on meristem maintenance and organogenesis, secondary metabolism, phytochrome signaling, and response to stress. *HOMEODOMAIN* and *bHLH* genes were expressed at a higher level either in Int1/2 or Int3/4 (Fig. 9). Sorghum genes similar to Arabidopsis homeobox knotted-1 (*KNAT3, KNAT4/5* and *KNAT7*) and BEL1-like (*BLH1*, *BLH4* and *BLH6*) showed increased expression in Int3/4. Knotted-1 and BEL1-like homeodomain transcription factors repress secondary wall formation in Arabidopsis and Populus [57–59]. The expression of a sorghum *bHLH* gene weakly similar to the Arabidopsis *PHYTOCHROME INTERACTING FACTOR 3*-*like* was low in Int1/2 and up-regulated in Int3/Int4. In Arabidopsis, PIF3 regulates hypocotyl length and chloroplast development in response to light [60]. Other bHLH transcription factors up-regulated in Int3/4 include a gene similar to the Arabidopsis *BES1*-interacting Myc-like protein 2 (*BIM2*), and a gene annotated as similar to the Arabidopsis *CRYPTOCHROME*-*INTERACTING BASIC*-*HELIX*-*LOOP*-*HELIX 1* (*CIB1*), both involved in light signaling [61, 62].

### Differentially expressed genes involved in hormone metabolism, signaling, and response

About 190 genes involved in plant hormone metabolism, signaling, and response were differentially expressed during the phase of internode development analyzed in this study (Fig. 10; Additional file 8). Most of the differentially expressed genes involved in ABA, auxin, CK, ethylene, and JA-related genes were expressed at higher levels in Int3/4. 

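For ABA, auxin, CK, ethylene and JA, the transcripts named in Additional file 12 were analysed, since the longer hormone list lies outside the part of Additional file 8 used here. All 3 ABA, 2 CK, 3 ethylene and 9 JA transcripts had a higher mean log2 value in Int3/4 than in Int1/2, and the single auxin transcript had a lower one. Differential expression was called for all of them except 1 JA transcript. Median-ratio scaling changed no direction and added the call for that JA transcript. The highest mean RPKM of every transcript that rose was in Int4. Counts adjusted over each hormone's list alone were the same, which is not independent evidence because the transcripts were chosen by the study on these libraries.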

BR-related genes were expressed at a higher level in Int1/2 and down-regulated in Int3/4. 

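Additional file 12 names 13 BR-related transcripts, of which 8 were differentially expressed and lower in Int3/4 than in Int1/2 and 4 higher. After median-ratio scaling the counts were 7 and 4, and no BR transcript changed direction. The highest mean RPKM was in Int2 for 6 of the transcripts, in Int1 for 2, in Int3 for 1 and in Int4 for 4. For the BR biosynthesis gene DWF4, the 2 transcripts listed went in opposite directions. Sobic.006G114600.1 fell from a mean RPKM of 5.5 ± 1.08 (SD, n = 3) in Int1 and 6.84 ± 1.41 in Int2 to 0.440 ± 0.185 in Int4, with a log2 fold change of -1.91 (standard error 0.15, limma adjusted p = 4.78e-07). Sobic.001G445900.1 rose from 1.74 ± 0.248 in Int1 to 6.06 ± 0.265 in Int4, with a log2 fold change of 1.06 that was 0.93 and no longer called with a pseudocount of 1.

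**Figure D3:**
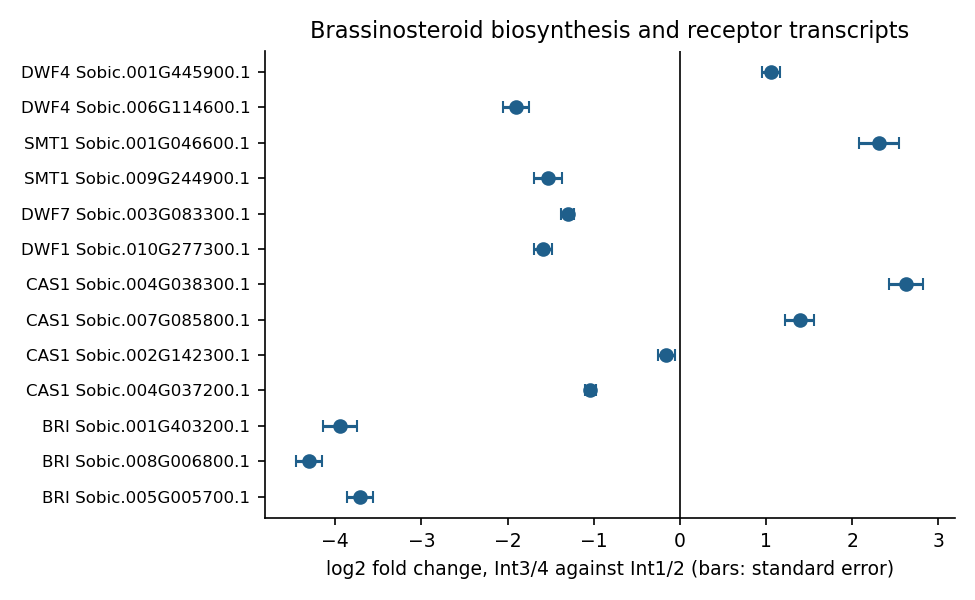
Log2 fold change of the 13 BR-related transcripts for Int3/4 against Int1/2 on the log2(RPKM + 0.5) scale, with the standard error from limma (bars). The BRI transcripts lie furthest to the left, the value of Sobic.004G038300.1 depends on the added 0.5 because it is listed at 0 in Int1/2, 4 transcripts lie to the right of 0, and no transcript changes side after median-ratio scaling.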

Some of the key genes that could modify the level or signaling status of the plant hormones are shown in Additional file 12. 

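The NCED transcripts of Additional file 12 are Sobic.002G037400.1 and Sobic.001G155300.1. Sobic.002G037400.1 had a mean RPKM of 0.273 ± 0.0808 (SD, n = 3) in Int1, 1.12 ± 0.426 in Int2, 6.05 ± 3.38 in Int3 and 14.6 ± 2.78 in Int4, with a log2 fold change of 3.11 (standard error 0.22, limma adjusted p = 1.87e-07) for Int3/4 against Int1/2. Sobic.001G155300.1 was more abundant, rising from 6.96 ± 1.65 in Int1 and 7.35 ± 1.33 in Int2 to 18.2 ± 3.19 in Int3 and 50.0 ± 9.14 in Int4, with a log2 fold change of 2.01 (standard error 0.14, limma adjusted p = 1.64e-07). Between Int1 and Int2 their log2 fold changes were 1.03 and 0.09 (limma adjusted p = 0.0529 and 0.806), and for Sobic.002G037400.1 both means lay under the RPKM of 2 that a call required.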

The up-regulation of genes that encode *NINE*-*CIS*-*EPOXYCAROTENOID DIOXYGENASES* (*NCED3, NCED9*) in Int3/4 indicates an increase in ABA biosynthesis may occur in Int3 and Int4. However, the expression of a gene encoding abscisic aldehyde oxidases (ABA 8′-hydroxylase) that catalyzes ABA turnover was also up-regulated in these internodes. 

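The ABA 8′-hydroxylase transcript Sobic.004G268700.1 had a mean RPKM of 6.44 ± 0.106 (SD, n = 3) in Int1, 7.29 ± 1.28 in Int2, 19.3 ± 9.48 in Int3 and 43.3 ± 17.2 in Int4. Its log2 fold change of 1.89 (standard error 0.27, limma adjusted p = 6.21e-05) for Int3/4 against Int1/2 stayed between 1.76 and 2.14 with each library left out in turn. The replicates of Int3 were widely spread, and neither the step from Int2 to Int3 (log2 fold change 1.21) nor that from Int3 to Int4 (1.21) was called on its own.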

The simultaneous increase in the expression of ABA biosynthesis and catabolism genes could be to limit the activity of ABA to specific tissues or sub-regions of the internode. The expression of a sorghum gene involved in strigolactone (SL) biosynthesis highly similar to the Arabidopsis *CAROTENOID CLEAVAGE DIOXYGENASE7* (*CCD7*) increased in Int4. 

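The CCD7 transcript Sobic.006G170300.1 had a mean RPKM of 1.08 ± 0.05 (SD, n = 3) in Int1, 1.297 ± 0.241 in Int2, 2.59 ± 0.896 in Int3 and 5.42 ± 2.32 in Int4. From Int1 to Int4 it changed with a log2 fold change of 1.83 (standard error 0.29, limma adjusted p = 0.00013). The step from Int3 to Int4 alone, with 0.91 (standard error 0.29, limma adjusted p = 0.0339), was not called.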

Increased production of strigolactone in stem internodes could contribute to inhibition of tiller outgrowth as well as other growth responses.

**Fig. 10:**
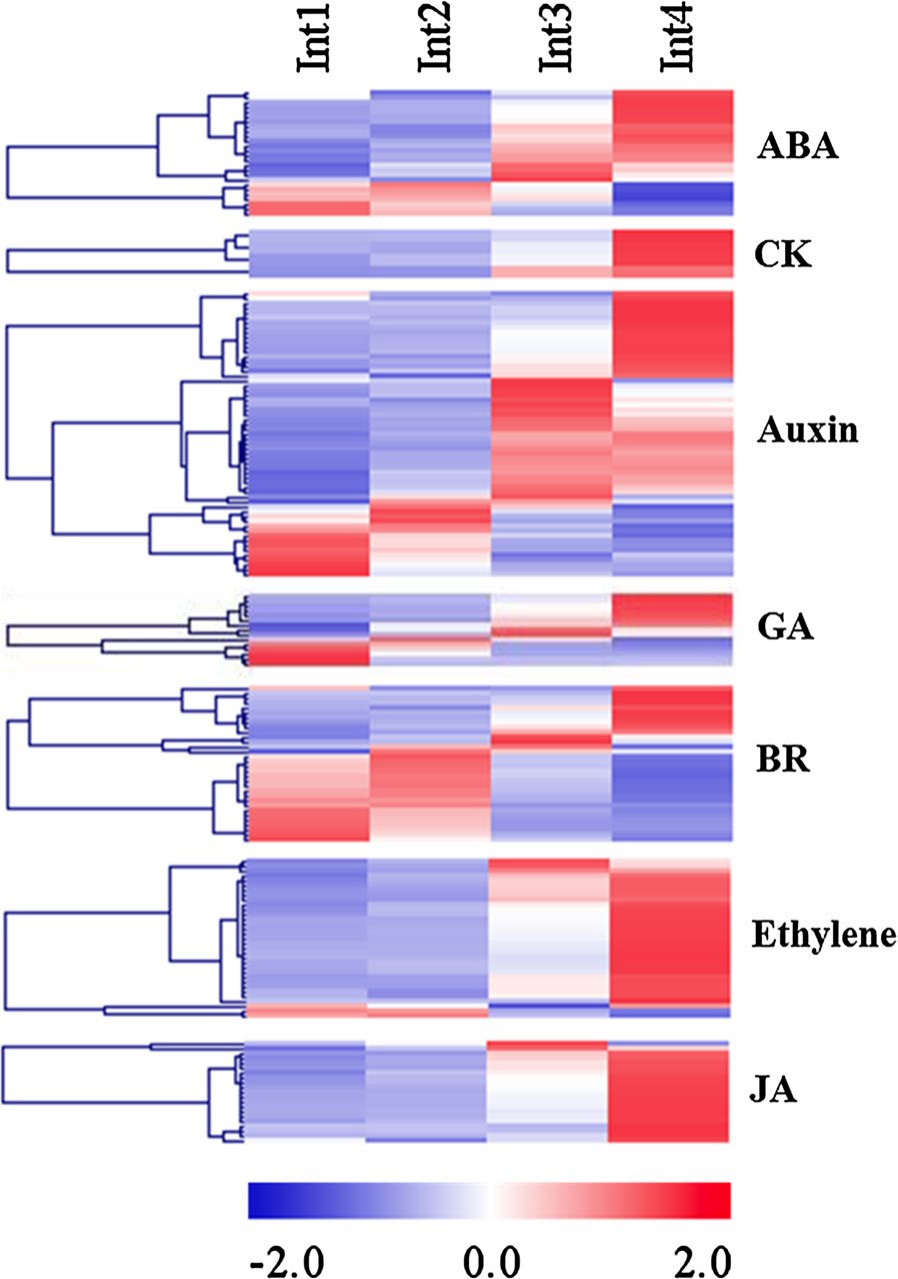
Heatmap of plant hormone biosynthesis, transport, and signaling genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Gene expression level in RPKM in each internode was normalized

Genes involved in cytokinin biosynthesis were not differentially expressed in Int1–Int4. Instead, sorghum homologs of Arabidopsis cytokinin oxidase/dehydrogenases (*CKX5/6*) that encode enzymes involved in cytokinin catabolism were expressed at higher levels in Int3/4 (Additional file 12). 

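The CKX transcripts of Additional file 12 are Sobic.003G313800.1 and Sobic.007G151400.1. Sobic.003G313800.1 had a mean RPKM of 0.223 ± 0.119 (SD, n = 3) in Int1, 0.317 ± 0.106 in Int2, 1.81 ± 0.737 in Int3 and 12.0 ± 2.36 in Int4, with a log2 fold change of 2.78 (standard error 0.17, limma adjusted p = 5.76e-08) for Int3/4 against Int1/2. Sobic.007G151400.1 rose less, from 5.52 ± 0.741 in Int1 to 18.7 ± 3.94 in Int4, with a log2 fold change of 1.04 (standard error 0.12, limma adjusted p = 1.24e-05). This change was near 2-fold, and it was not called without Int1 replicate 3 (log2 fold change just under 1.00), Int3 replicate 3 (0.985) or Int4 replicate 1 (0.96). Nor was it called with a pseudocount of 1, at 0.99.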

In parallel, expression of two cytokinin responsive AP2/EREBP genes decreased during internode development indicating cytokinin levels and signaling decrease as the internodes elongate and differentiate.

Several genes encoding AUX/IAA factors were differentially expressed at higher levels in Int1/2, while other members of this gene family showed higher expression in Int3/4 (Additional file 8). Similarly, specific members of the SAUR-like, auxin-resistant, and auxin-responsive auxin efflux [*PIN*-*FORMED (PIN)*] gene families showed maximal expression in either Int1/2 or Int3/4. 

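The TIR1 transcript Sobic.009G045300.1 had a mean RPKM of 40.7 ± 1.33 (SD, n = 3) in Int1, 25.7 ± 2.41 in Int2, 11.6 ± 2.22 in Int3 and 7.88 ± 1.94 in Int4. For Int3/4 against Int1/2 the model gave a log2 fold change of -1.72 (standard error 0.12, limma adjusted p = 1.14e-07), which was -1.58 after median-ratio scaling. The largest single step fell between Int2 and Int3, with a log2 fold change of -1.12, while the steps before and after it, with -0.66 and -0.54, were not called.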

The expression of a sorghum gene highly similar to the Arabidopsis auxin receptor *TRANSPORT INHIBITOR RESPONSE1* (*TIR1*) was reduced in Int3/4 relative to Int1/2 (Additional file 12).

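For the genes of BR and sterol biosynthesis listed in Additional file 12, the DWF1 transcript Sobic.010G277300.1 had the highest values, with a mean RPKM of 285 ± 10.34 (SD, n = 3) in Int1, 319.5 ± 1.91 in Int2, 134 ± 20.1 in Int3 and 76.6 ± 19.0 in Int4. Its change for Int3/4 against Int1/2 was a log2 fold change of -1.59 (standard error 0.11, limma adjusted p = 1.1e-07). The DWF7 transcript Sobic.003G083300.1 fell from 211 ± 22.5 in Int2 to 51.8 ± 5.12 in Int4, with a log2 fold change of -1.3 (standard error 0.08, limma adjusted p = 3.9e-08). Members listed under the names SMT1 and CAS1 did not all change in the same direction. The SMT1 transcript Sobic.009G244900.1 fell from 41.2 ± 2.70 to 7.65 ± 2.64 between Int2 and Int4, while Sobic.001G046600.1 rose from 0.120 ± 0.0520 to 8.80 ± 1.88. Among 4 CAS1 transcripts, the most abundant, Sobic.004G037200.1, fell with a log2 fold change of -1.04, which was -0.89 and no longer called after median-ratio scaling. Sobic.007G085800.1 rose with 1.39, and Sobic.004G038300.1 was listed at 0 in all 6 libraries of Int1/2 and had RPKM values of 7.47, 13.43 and 9.75 in Int4. Sobic.002G142300.1 was not called, with -0.16 (standard error 0.10, limma adjusted p = 0.173).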

Several genes involved in BR biosynthesis such as *DWARF 1* (*DWF1*), *STEROL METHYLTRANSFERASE 1* (*SMT1*) and *STEROL 1* (*DWF7*) and *CYCLOARTENOL SYNTHASE 1* (*CAS1*) were expressed at a higher level in Int1/2 and down-regulated in Int3/4 (Additional file 12). 

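The BRI transcripts listed in Additional file 12 are Sobic.001G403200.1, Sobic.008G006800.1 and Sobic.005G005700.1. Their mean RPKM values in Int1 were 14.2 ± 0.811, 26.1 ± 2.41 and 27.1 ± 3.68 (SD, n = 3), and in Int2 15.8 ± 1.88, 17.4 ± 2.26 and 16.6 ± 3.19. In Int3 they had fallen to 0.813 ± 0.347, 0.973 ± 0.396 and 1.46 ± 0.446, and in Int4 to 0.330 ± 0.376, 0.347 ± 0.165 and 0.930 ± 0.346. The log2 fold changes for Int3/4 against Int1/2 were -3.95, -4.31 and -3.71 (standard errors 0.20, 0.15 and 0.16, limma adjusted p = 1.21e-08, 1.52e-09 and 4.36e-09). Between Int1 and Int2 none of the 3 was called, with log2 fold changes of 0.14, -0.58 and -0.70.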

Sorghum genes similar to the Arabidopsis leucine-rich repeat receptor-like kinase *brassinosteroid insensitive1* (*BRI1*) were expressed in Int1/2 and down-regulated in Int3/4. A sorghum gene highly similar to the Arabidopsis *BRASSINOSTEROID INSENSITIVE 3* (*BIN3*, topoisomerase 6 subunit B) was also down-regulated during internode development. The Arabidopsis *bin3* mutant is dwarf most likely because expression of BR-regulated genes required for growth is reduced in the mutant [63]. In addition, a BR-responsive gene encoding Ring-H2 finger protein in Arabidopsis that is down-regulated by BR [64] was up-regulated in Int3/4.

GA is an important regulator of stem and hypocotyl growth and development [65]. A gene involved in GA biosynthesis (*ENT*-*COPALYL DIPHOSPHATE SYNTHETASE 1* (*CPS1*)] was down-regulated while another gene [*ENT*-*KAURENOIC ACID HYDROXYLASE* (*KAO2*)] was up-regulated in Int3/4. A sorghum gene ortholog of the rice GA receptor gene (*OsGID1*) was up-regulated in Int3/4. However, five genes encoding GA2oxidases that deactivate GA were up-regulated in Int3 and Int4 suggesting that GA levels in specific tissues or sub-regions of elongating internodes may be modified by these genes. 

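Additional file 12 lists 5 GA2oxidase transcripts, of which 4 were differentially expressed and higher in Int3/4 than in Int1/2 and 1 lower, with no change of direction after median-ratio scaling. Sobic.004G222500.1 had the largest values and the largest change, from a mean RPKM of 0.980 ± 0.420 (SD, n = 3) in Int1 and 6.15 ± 1.50 in Int2 to 24.4 ± 7.76 in Int3 and 50.6 ± 17.7 in Int4, with a log2 fold change of 3.49 (standard error 0.21, limma adjusted p = 4.27e-08). Sobic.006G150800.1, Sobic.009G077500.3 and Sobic.003G300800.1 reached 8.76 ± 1.61, 15.9 ± 5.97 and 9.94 ± 3.75 in Int4, with log2 fold changes of 2.49, 2.39 and 1.91. Sobic.009G230800.1 decreased from 4.98 ± 1.49 in Int1 and 1.58 ± 0.880 in Int2 to 0.0433 in Int3 and 0.0267 in Int4, which is below the value of 1 read on 1000 bases. The decrease was called (limma adjusted p = 3.5e-07), but its size was not resolved at this depth. Its call was lost when a mean RPKM of at least 2 was required over both groups.

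**Figure D4:**
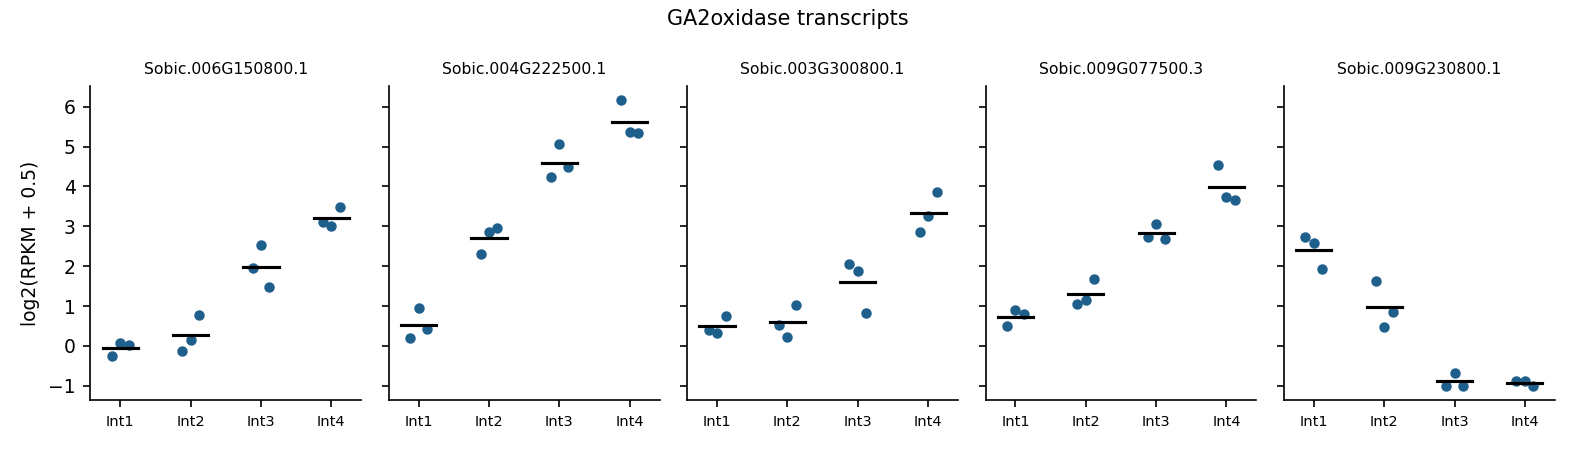
Log2(RPKM + 0.5) of 5 GA2oxidase transcripts in the 3 libraries (points) of each internode, with the mean as a bar. Sobic.009G230800.1 falls from Int1 to Int4 and the other 4 transcripts rise, and none changes direction after median-ratio scaling.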

The expression of GA responsive genes was generally lower in Int3/4 (Additional file 8).

Genes involved in ethylene biosynthesis and signaling were strongly induced during internode development. These include a gene encoding 1-aminocyclopropane-1-carboxylate synthase 6 (*ACS6*) and three genes encoding 1-aminocyclopropane-1-carboxylate oxidase (ACC oxidase) that were up-regulated in Int3/4 (Additional file 12). 

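The ACC synthase transcript of Additional file 12, Sobic.006G187900.1, reached a mean RPKM of 58.8 ± 13.4 (SD, n = 3) in Int3 and 189 ± 10.1 in Int4. For Int3/4 against Int1/2 it had a log2 fold change of 4.47 (standard error 0.16, limma adjusted p = 1.73e-09), the largest of the hormone transcripts listed there. The ACC oxidase transcripts listed are Sobic.009G044400.1 and Sobic.009G044600.1. Sobic.009G044600.1 rose from 9.22 ± 2.31 in Int1 and 9.45 ± 2.18 in Int2 to 36.4 ± 10.83 in Int3 and 125 ± 6.36 in Int4, and Sobic.009G044400.1 from 2.54 ± 0.506 in Int1 to 35.7 ± 3.56 in Int4. Their log2 fold changes were 2.79 and 2.56 (standard errors 0.16 and 0.17, limma adjusted p = 2.96e-08 and 9.66e-08). None of the 3 transcripts changed direction after median-ratio scaling.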

The expression of genes encoding ethylene response factors involved in ethylene signaling was also up-regulated in Int3/4.

Genes for jasmonate (JA) biosynthesis including lipoxygenase (*LOX*), allene oxide synthase (*AOS*), 12-oxophytodienoate reductase (*OPDA*-*REDUCTASE 3*), and jasmonic acid carboxyl methyltransferase (*JMT*) were up-regulated in Int3 and Int4 (Fig. 10; Additional file 12). In addition, genes encoding jasmonate-zim-domain proteins that mediate JA-responses were up-regulated in Int3/4.

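The AOS transcript Sobic.001G077400.1 was the most abundant of the JA transcripts in Additional file 12, with a mean RPKM of 40.2 ± 5.56 (SD, n = 3) in Int1, 73.8 ± 15.4 in Int2, 143 ± 15.9 in Int3 and 411 ± 50.8 in Int4, and a log2 fold change of 2.16 (standard error 0.12, limma adjusted p = 2.04e-08) for Int3/4 against Int1/2. The lipoxygenase genes Sobic.006G095600 and Sobic.001G125800 are each listed with 2 transcripts, and all 4 were differentially expressed and higher in Int3/4. The larger of each pair, Sobic.006G095600.1 and Sobic.001G125800.1, rose from 8.96 ± 1.82 and 3.90 ± 0.468 in Int1 to 153 ± 20.4 and 48.4 ± 10.69 in Int4. Sobic.007G220700.1, listed as a methyltransferase, had 1.80 ± 0.344 in Int1, 1.99 ± 0.614 in Int2 and 1.80 ± 0.214 in Int3 and rose to 9.27 ± 2.28 in Int4. Its change was called from Int1 to Int4, with a log2 fold change of 2.07 (standard error 0.23, limma adjusted p = 7.75e-06), but not for Int3/4 against Int1/2, with 0.99, just short of 2-fold. The latter was called after median-ratio scaling, with 1.13, with a pseudocount of 0.1, with fold changes as ratios of mean RPKM, and without any of Int1 replicate 3, Int2 replicates 1 and 3, Int3 replicates 2 and 3 or Int4 replicate 2, with 1.003 to 1.077. OPDA-reductase is not analysed here.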

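The JAZ transcripts of Additional file 12 are Sobic.001G482700.1 and Sobic.002G214800.1, both named JAZ1, and Sobic.007G132700.1, named JAZ3. Sobic.001G482700.1 rose from a mean RPKM of 0.913 ± 0.393 (SD, n = 3) in Int1 to 7.05 ± 2.04 in Int2, 37.5 ± 3.47 in Int3 and 105 ± 15.9 in Int4, with a log2 fold change of 4.31 (standard error 0.16, limma adjusted p = 1.83e-09) for Int3/4 against Int1/2. Its increase was already called between Int1 and Int2, with a log2 fold change of 2.42, but not when only the 6 libraries of these internodes were fitted. Sobic.002G214800.1 and Sobic.007G132700.1 had log2 fold changes of 2.06 and 1.59 (standard errors 0.20 and 0.08, limma adjusted p = 1.98e-06 and 1.16e-08) and reached 74.4 ± 18.0 and 75.2 ± 13.3 in Int4.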

## Discussion

The purpose of this study was to document anatomical changes and transcriptome dynamics that occur during vegetative internode development of bioenergy sorghum. Plant organ growth involves cell division, elongation, and differentiation, processes that often occur in spatially separate regions of the growing zones of grass leaves, stems, and roots [41–43]. The development of stem internodes in 60-day-old vegetative sorghum plants was investigated by characterizing the growth, anatomy, and transcriptomes of sub-apical internodes during an early stage of development through full elongation. The first visible sub-apical internode below the dome of tissue enclosing the SAM contained all of the tissue types found in a fully elongated internode. During development cells that comprise the internode became larger in diameter and elongated to varying extents depending on cell type and location within the internode. In fully elongated internodes, cells located towards the center of the stem were larger than those closer to the epidermis. A gradient of lignification was also observed in fully elongated internodes where vascular bundles located in the central region of the stem were more lignified than those located near the periphery of the internode. The retention of small less lignified cells in the stem rind (epidermis and sub-epidermal zone) may allow continued growth in stem diameter during vegetative development of energy sorghum that can continue for more than 150 days [66]. While most genes encoding cyclins were down-regulated during internode development, a small group of cyclin genes showed increased expression in mature internodes. This also indicates that the potential for cell division is retained in mature vegetative sorghum stem internodes that may contribute to increases in stem diameter. The expression of genes involved in secondary cell wall formation remained high in fully elongated internodes for at least 20 days in the sweet sorghum Della (McKinley et al. [27]). Therefore, once internodes stop elongating, stem cells continue to differentiate in part by increasing the thickness of secondary cell walls of xylem and sclerenchyma cells of the vascular system and fibers that provide stem strength.

Stem internodes derived from the SAM sequentially traverse phases of development involving cell division, cell elongation, and cell differentiation in spatially distinct regions of the apical growing zone. Growing zones of roots [41], leaves [42], and stems [26] of many plants are organized in a similar manner. Microscopic analysis of sorghum stem internodes revealed the presence of dividing cells in the two youngest sub-apical internodes (Int1/2) that were not observed in mid-internode cross sections of the more elongated internodes 3 and 4. Consistent with the microscopic results, RNA-seq analysis identified a large group of genes involved in cell division and the cell cycle (i.e., cyclins) that were differentially expressed at elevated levels in the two youngest internodes. This indicates that newly formed internodes immediately below the SAM initially increase in size due to cell-division coupled growth prior to the onset of rapid cell and internode elongation that occurs during the transition from Int2 to Int3 (Fig. 2). This developmental transition involves a change from delocalized cell-division coupled growth (Int1/2), to internodes (Int3) that exhibit polarized growth resulting in the accumulation of elongated cells in the more mature lower internodes (Fig. 2) [25, 26, 67]. Martin et al. identified a region of meristematic zone in the basal section of a rapidly expanding internode of *Setaria viridis* [26]. Bosch et al. compared gene expression in elongating and non-elongating (mature) maize internodes [24]. Although the lower 1-cm meristematic zone of both elongating and non-elongating internodes was not included in the samples, cell cycle and DNA synthesis genes were expressed in the younger elongating maize internode. It appears that cell division in young grass stem internodes is dispersed prior to elongation, and an intercalary meristematic region is retained in the basal section of elongating internodes.

Genes that regulate the size of meristems, the duration of cell-division coupled growth, and the transition between regions of cell division and cell elongation are of interest because of their impact on root, stem, or leaf size. The expression of several genes encoding class I TCP-transcription factors, GRF-factors, and squamosa promoter binding factors was at high levels in Int1/2 and at lower levels in Int3/4. Class I TCP-transcription factors regulate cyclin gene expression and cell proliferation [68, 69]. The patterns of expression of the class I TCP gene are consistent with higher levels of mitotically active cells in Int1/2 and lower levels in Int3/4 (Fig. 1). GRF-factors modulate many aspects of plant growth, and genes encoding these proteins are differentially expressed in zones of cell proliferation [70]. Lower expression of three GRF-genes reduces leaf size while over-expression increased the leaf size by increasing leaf number [71]. The GRF-genes that are differentially expressed in young sorghum internodes with elevated rates of cell division could regulate internode size in a similar manner. In rice, *OsSPL14* inhibits tillering and increases petiole elongation, stem length and diameter, and panicle branching [49, 50]. Therefore, it is possible that elevated expression of the *OsSPL14*-like gene in Int1 enhances cell proliferation prior internode elongation. Further analysis will be required to clarify the function of class I TCP-transcription factors, GRF-factors, and Squamosa promoter binding factors during sorghum internode development.

Suspension of cell division in the more differentiated Int3/4 is accompanied by an increase in the expression of genes associated with secondary metabolism. In addition, genes involved in sucrose metabolism, transport, and signaling including *SWEET* and *SUT2* sucrose transporters, *fructose*-*1,6*-*bisphosphatase* (*FBPase*), starch synthases, cell wall invertases (*CwINVs*) and genes involved in trehalose metabolism (*TPS* and *TPP*) were up-regulated in Int3/4. The results indicate enhanced metabolic activity in the more differentiated internodes. Interestingly, the expression of starch synthesis genes was up-regulated in the growing internodes. It is possible that excess sucrose in the younger internodes is stored temporarily as starch to be used for growth in the absence of sucrose supply from photosynthetic leaves during the night [72, 73].

The transition from Int2 to Int3 was associated with a significant increase in internode elongation due in part to an increase in the length of cells. 

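From Int2 to Int3, 7 of the 22 expansin transcripts were differentially expressed upward and 1 downward. The largest rise was that of Sobic.006G031900.1, with a log2 fold change of 4.75 (standard error 0.52, limma adjusted p = 3.25e-05), followed by Sobic.001G300800.2, which rose from a mean RPKM of 4.74 ± 1.57 (SD, n = 3) to 45.4 ± 17.9. Of the 16 XTH transcripts, 2 were called upward over the same step, Sobic.001G309000.1 and Sobic.001G538000.1, which rose from 12.3 ± 2.55 and 3.83 ± 0.820 to 36.0 ± 2.48 and 18.4 ± 3.50, and 5 were called downward.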

Several genes encoding expansins and XTHs were coordinately up-regulated during the transition to internode elongation that may contribute to this growth response (Fig. 6). Genes encoding bHLH factors regulate rates of cell elongation by integrating signals from phytochrome (SAS), GA, and BR [74–77]. Genes encoding bHLH factors showed higher expression in Int3/4 compared to Int1/2. In particular, the expression of the sorghum gene annotated as *BIM1* increased during this phase of internode development. BIM1 is part of a module that includes BES1/PAR1 that regulates cell elongation [77]. *BIM* mutants (*bim1/2/3*) in Arabidopsis have shorter hypocotyls when grown in darkness [61]. BIM together with a second regulatory module involving PAR1/COP1 and BBX21 regulate shade avoidance responses [78]. Therefore, it was interesting that a sorghum gene encoding BBX21 was expressed at higher levels in Int3/4 (Additional file 8).

The cessation of cell elongation is associated with increased synthesis of lignified secondary cell walls. While growth of all internodes requires synthesis of cellulose, deposition of secondary cell walls in grasses is associated with increased expression of *CESA4/7/9* and genes encoding enzymes in the lignin pathway [79]. Transcriptome analysis showed that *CESA*-genes involved in cell wall biosynthesis were expressed in all of the internodes analyzed and at a higher level in Int3/4. The vascular bundles in the central region of the first three internodes mainly stained with alcian blue indicative of primary cell walls. In contrast, vascular bundles of the fourth internode stained strongly with safranin, indicating the accumulation of lignin containing secondary cell walls. Genes encoding enzymes involved in lignin biosynthesis were induced in parallel with increased lignin staining. The regulatory network that mediates secondary cell wall biosynthesis is complex and enriched in genes encoding NAC and MYB factors that are organized in a hierarchical regulatory structure [80]. Genes encoding MYB and NAC show peak expression in Int4. Genes encoding WRKY transcription factors were also up-regulated in Int3/4, and some of these genes may function to prevent secondary cell wall formation on parenchyma cells of the stem [81]. A sorghum gene annotated as a homolog of homeobox protein knotted-1 (*KNAT7*), a repressor of secondary cell wall formation [57], was expressed at higher levels in Int3/4 compared to Int1/2. KNAT7 represses secondary cell wall formation through interactions with BEL1-like transcription factors [58, 59]. Sorghum genes similar to *BEL1*-*like* were up-regulated in Int3/4 indicating that the KNAT7/BEL1-like regulatory module may inhibit secondary cell wall formation in pith parenchyma or reduce secondary cell wall deposition in phloem tissues.

The role of plant hormones in regulating internode growth has been demonstrated using mutants defective in internode elongation. In general, mutants with disruptions in auxin, GA or BR biosynthesis, signaling, or transport exhibit dwarf or small leaf phenotypes. In this study, we focused on the identification of genes involved in hormone biosynthesis, metabolism, signaling, and action that are expressed in internodes during development (Fig. 10). Interestingly, genes involved in cytokinin and auxin biosynthesis were not differentially expressed during the phase of internode development analyzed, and genes involved in BR synthesis were down-regulated in Int3/4. However, genes encoding proteins that transport or metabolize these hormones were differentially expressed during internode development. For example, two genes encoding proteins that deactivate cytokinin (*CKX5* and *CKX6*) showed increased expression during internode development in parallel with decreased expression of two genes encoding cytokinin response factors indicating a reduction in CK level may occur during internode development. In addition, genes encoding GA2oxidases that deactivate GA were up-regulated during internode development, possibly contributing to polar growth across Int3 and/or the cessation of internode elongation. Genes encoding auxin response factors (AUX/IAA) and other auxin-regulated genes were differentially expressed in a highly complex way with different family members showing peak expression at different stages of internode development. This complexity is not surprising given the numerous roles auxin plays in growth and differentiation, the highly articulated auxin transport and regulatory network, and cell-specific actions of this hormone [82, 83]. Interestingly, the expression of *TIR1*, a gene that is involved in auxin signaling, decreased during internode development. Therefore, it appears that the level, distribution and signaling of auxin, cytokinin, and GA are specified in a manner that regulates internode growth and development.

The hormones ethylene, ABA, and JA modulate growth and play a role in plant responses to abiotic stress, and pathogens/insects. Transcriptome analysis showed that genes involved in the synthesis and action of all three hormones increased during internode development. For example, expression of *ACS6* was induced in Int2 and further up-regulated in Int3 and Int4. 

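The ACC synthase transcript Sobic.006G187900.1 had a mean RPKM of 1.81 ± 0.575 (SD, n = 3) in Int1 and 9.62 ± 2.42 in Int2, a log2 fold change of 2.13 (standard error 0.22, limma adjusted p = 0.000285) that was called. The steps from Int2 to Int3 and from Int3 to Int4 were also called, with log2 fold changes of 2.55 and 1.70. No transcript was called between Int1 and Int2 when only their 6 libraries were fitted, with or without the replicate number as a block.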

Ethylene is known to inhibit the cell cycle through down-regulation of cyclin gene expression [84]. Therefore, the initial induction of ethylene synthesis may contribute to the decrease in cell division observed between Int2 and Int3. Ethylene also promotes internode elongation in light grown plants and could therefore contribute to internode elongation [84, 85]. However, a high level of ethylene inhibits growth and stimulates cell differentiation [85, 86]. Therefore, as previously proposed, ethylene may initially stimulate internode elongation and then inhibit growth as ethylene levels rise in more fully elongated internodes. A large number of genes that mediate ethylene responses are induced during internode development indicating that this hormone may be playing several different roles. Additional analyses with greater spatial and temporal resolution will be helpful in defining the role of ethylene in vegetative phase internode development.

Jasmonate (JA) mediates the induction of genes involved in insect defense, and together with ethylene, modulates plant responses to abiotic stress [87]. Genes involved in JA biosynthesis such as lipoxygenases (*LOX*), allene oxide synthase (*AOS*), 12-oxophytodienoate reductase (*OPDA*-*REDUCTASE 3*), and jasmonic acid carboxyl methyltransferase (*JMT*) were up-regulated in Int3 and Int4. In addition, a large number of JAZ-genes (jasmonate ZIM domain proteins) were induced with a similar time course. JA is involved in many aspects of plant development including reproductive development, anthocyanin accumulation, trichome development, and leaf senescence [88–91]. Moreover, JA can have a negative effect on growth through an interaction with DELLA [92]; therefore, JA may modify the extent of internode elongation.

## Conclusions

Shoot biomass in bioenergy sorghum is preferentially accumulated in stem internodes. Stem internodes are formed during the vegetative phase and their length is modulated by genetic, developmental, and environmental signals. Microscopic and gene expression analyses demonstrate that the molecular basis of internode growth and development can be identified in the C4 grass sorghum through analysis of a series of sub-apical internodes that are at various stages of development. In general, genes associated with cell division are up-regulated in newly formed internodes immediately below the shoot apical meristem, while genes involved in secondary wall formation and lignification are up-regulated in internodes as they reach full elongation. Differential expression of numerous genes that modify hormone synthesis and signaling along this developmental gradient indicates that plant hormones play an important role in coordinating internode growth and development. Transcription factors that are differentially expressed during the different stages of vegetative internode growth could be targets of developmental and environmental signals that modulate internode length and girth. The current study provides a baseline of information on changes in stem anatomy and gene expression that occur during development of internodes in vegetative sorghum plants. The molecular basis of increased internode growth induced by shading is the subject of a follow-on study.

## Additional files

**Additional file 1.** Primers used in gene expression analysis by qPCR to validate RNA-seq results.

**Additional file 2.** Vegetative internodes of bioenergy sorghum inbred R.07020 elongate in response to shade and short days.

**Additional file 3.** Total and percentage of mapped and unmapped RNA-seq reads.

**Additional file 4.** Quality control using principal component analysis of RNA-seq data generated from successive sub-apical internodes.

**Additional file 5.** The mean RPKM level of transcripts specifically expressed in one of the four successive sub-apical vegetative internodes.

**Additional file 6.** Validation of RNA-seq results by qPCR. Expression relative to the level in Int1.

**Additional file 7.** The number of differentially expressed transcripts between any two successive sub-apical internodes.

**Additional file 8.** MapMan functional categorization of genes differentially expressed transcripts between any two of four successive sub-apical internodes.

**Additional file 9.** MapMan classification of differentially expressed transcripts between four successive sub-apical internodes grouped in six clusters.

**Additional file 10.** MapMan functional groups with at least ten differentially expressed genes in one of the six clusters.

**Additional file 11.** The expression level in RPKM of trehalose biosynthesis genes in four sub-apical internodes genes between any two of the four successive sub-apical internodes.

**Additional file 12.** Plant hormone metabolism and signaling genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020.

## Abbreviations

ARFs: auxin response factors
TIR: transport inhibitor response1
ABA: abscisic acid
SL: strigolactones
CK: cytokinin
GA: gibberellic acid
BR: brassinosteroid
JA: jasmonic acid
RPKM: reads per kilobase of transcript per million mapped reads
PAL: phenylalanine ammonia-lyase
C4H: cinnamate-4-hydroxylase
4CL: 4-coumarate:CoA ligase
HCT: hydroxycinnamoyl-coenzyme A shikimate/quinate hydroxycinnamoyltransferase
C3H: coumarate 3-hydroxylase
CCoAOMT1: caffeoyl coenzyme A *O*-methyltransferase 1
CCR1: cinnamoyl CoA reductase
COMT: caffeic acid/5-hydroxyferulic acid *O*-methyltransferase
CAD: cinnamyl alcohol dehydrogenase

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 1 — Additional file 1. Primers used in gene expression analysis by qPCR to validate RNA-seq results.

## Slide 1
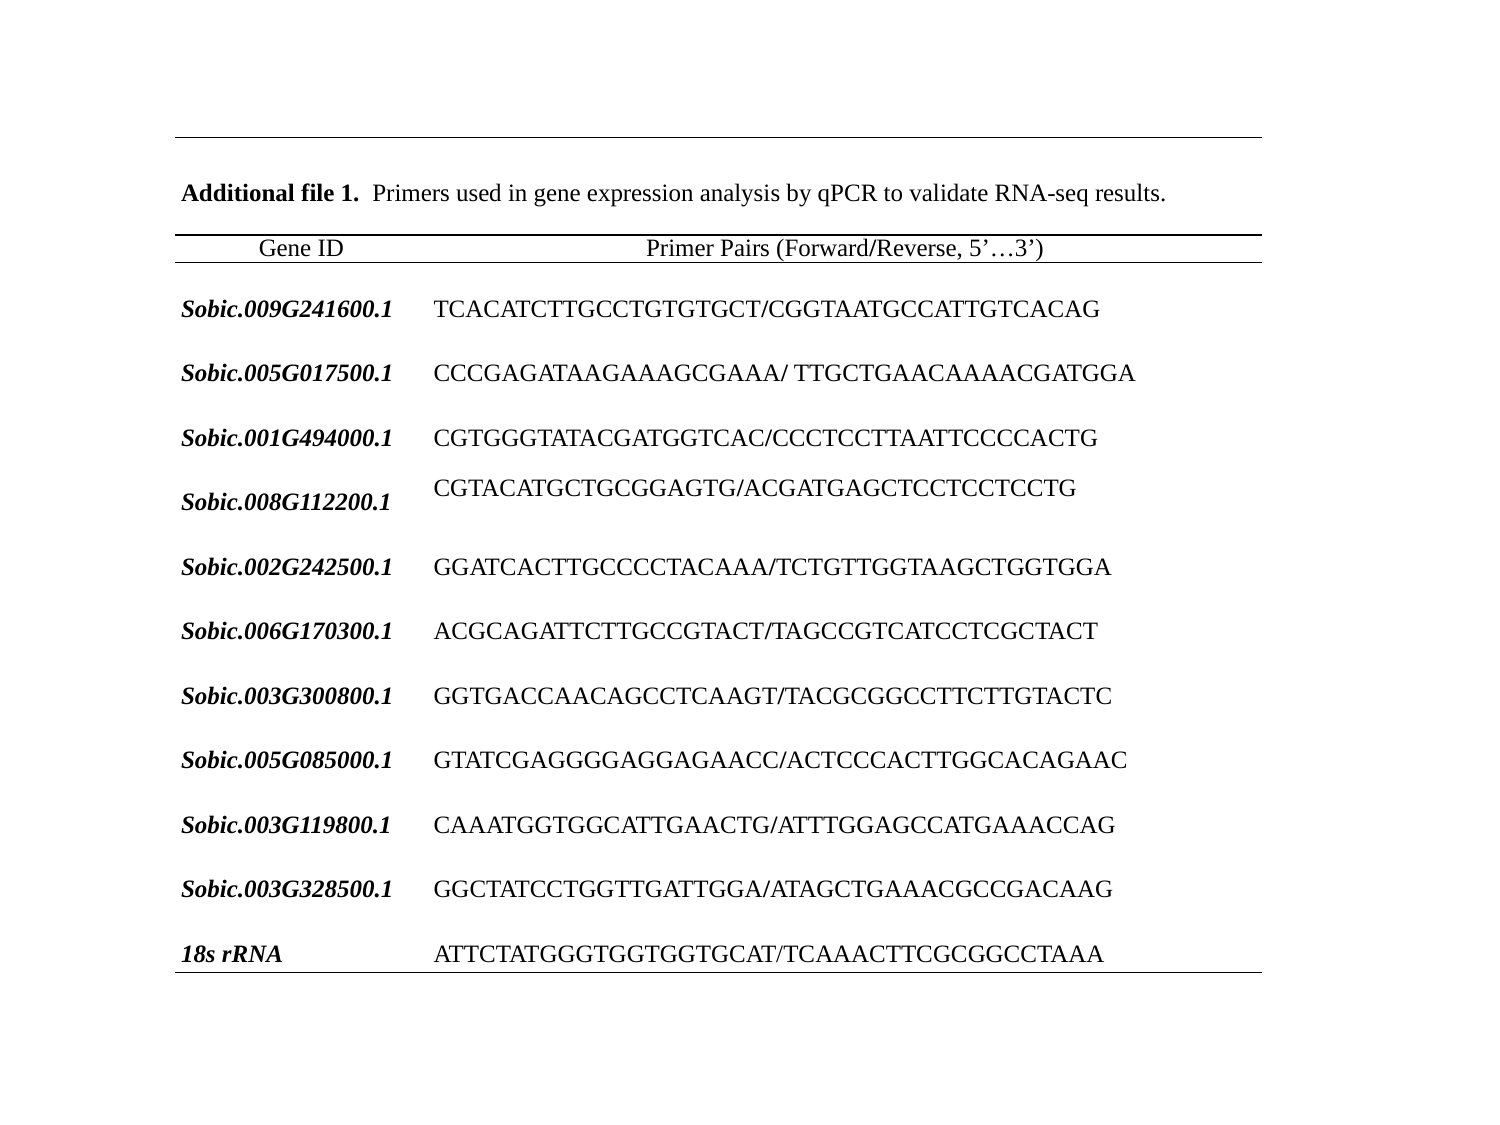

| Additional file 1. Primers used in gene expression analysis by qPCR to validate RNA-seq results. | |
| --- | --- |
| Gene ID | Primer Pairs (Forward/Reverse, 5’…3’) |
| Sobic.009G241600.1 | TCACATCTTGCCTGTGTGCT/CGGTAATGCCATTGTCACAG |
| Sobic.005G017500.1 | CCCGAGATAAGAAAGCGAAA/ TTGCTGAACAAAACGATGGA |
| Sobic.001G494000.1 | CGTGGGTATACGATGGTCAC/CCCTCCTTAATTCCCCACTG |
| Sobic.008G112200.1 | CGTACATGCTGCGGAGTG/ACGATGAGCTCCTCCTCCTG |
| Sobic.002G242500.1 | GGATCACTTGCCCCTACAAA/TCTGTTGGTAAGCTGGTGGA |
| Sobic.006G170300.1 | ACGCAGATTCTTGCCGTACT/TAGCCGTCATCCTCGCTACT |
| Sobic.003G300800.1 | GGTGACCAACAGCCTCAAGT/TACGCGGCCTTCTTGTACTC |
| Sobic.005G085000.1 | GTATCGAGGGGAGGAGAACC/ACTCCCACTTGGCACAGAAC |
| Sobic.003G119800.1 | CAAATGGTGGCATTGAACTG/ATTTGGAGCCATGAAACCAG |
| Sobic.003G328500.1 | GGCTATCCTGGTTGATTGGA/ATAGCTGAAACGCCGACAAG |
| 18s rRNA | ATTCTATGGGTGGTGGTGCAT/TCAAACTTCGCGGCCTAAA |

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 2 — Additional file 2. Vegetative internodes of bioenergy sorghum inbred R.07020 elongate in response to shade and short days.

## Slide 1
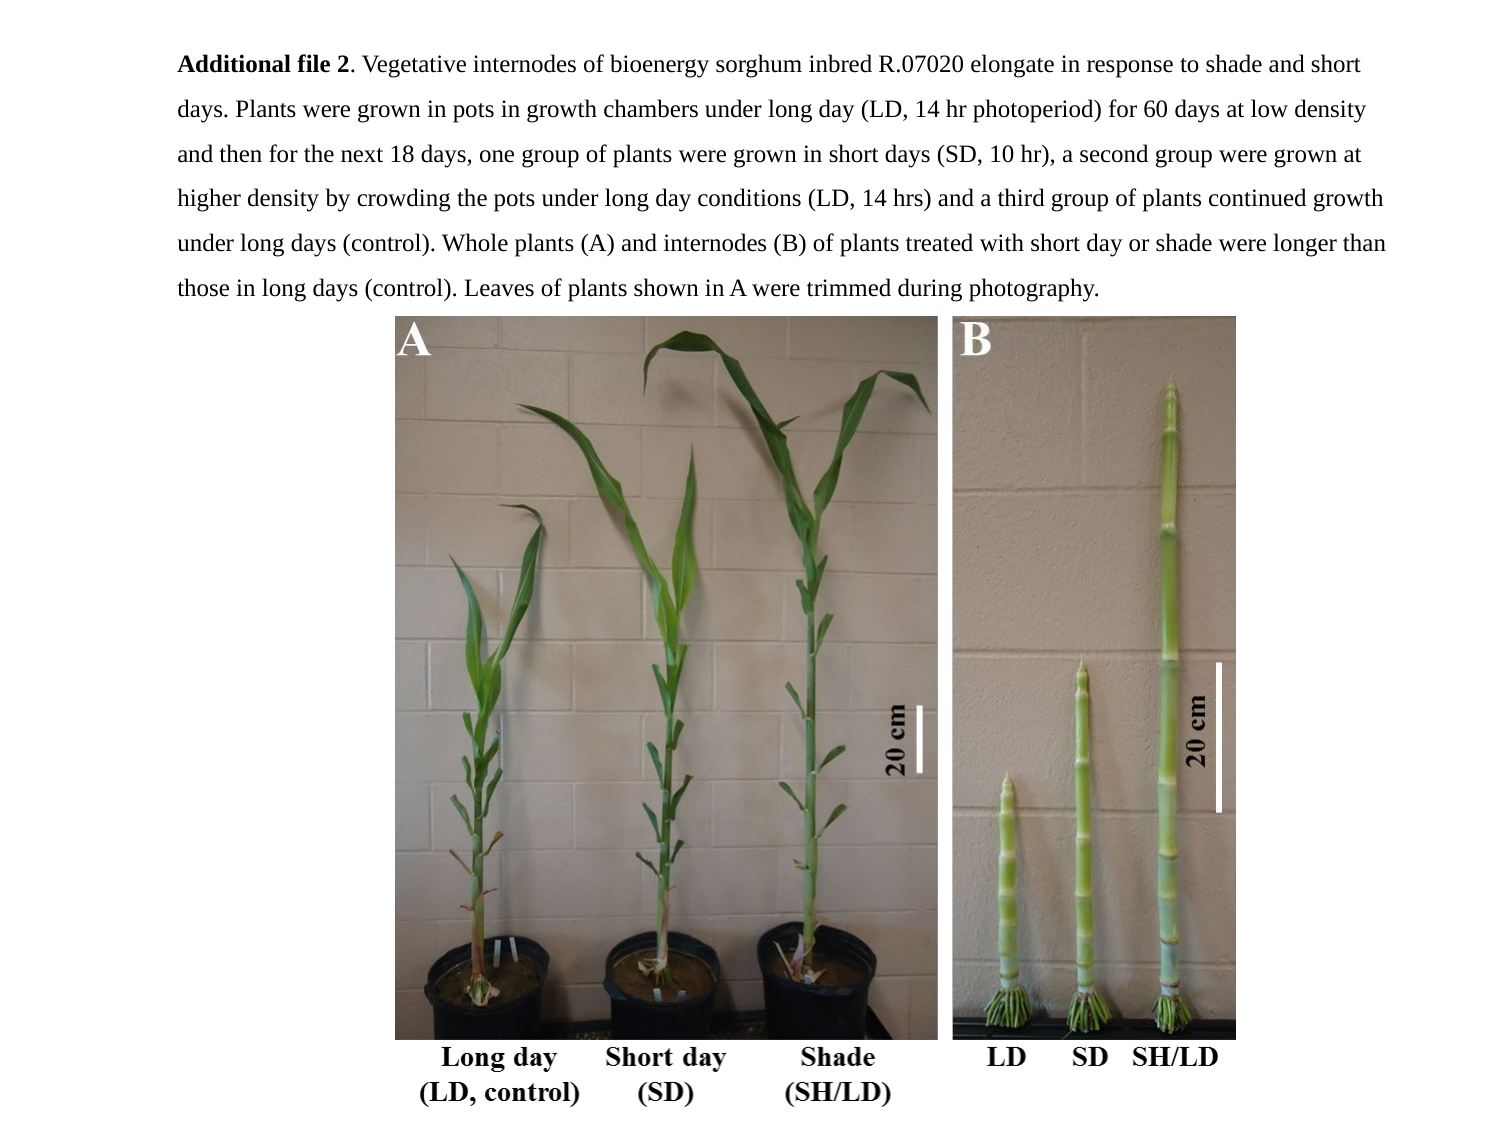

Additional file 2. Vegetative internodes of bioenergy sorghum inbred R.07020 elongate in response to shade and short days. Plants were grown in pots in growth chambers under long day (LD, 14 hr photoperiod) for 60 days at low density and then for the next 18 days, one group of plants were grown in short days (SD, 10 hr), a second group were grown at higher density by crowding the pots under long day conditions (LD, 14 hrs) and a third group of plants continued growth under long days (control). Whole plants (A) and internodes (B) of plants treated with short day or shade were longer than those in long days (control). Leaves of plants shown in A were trimmed during photography.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 3 — Additional file 3. Total and percentage of mapped and unmapped RNA-seq reads.

## Slide 1
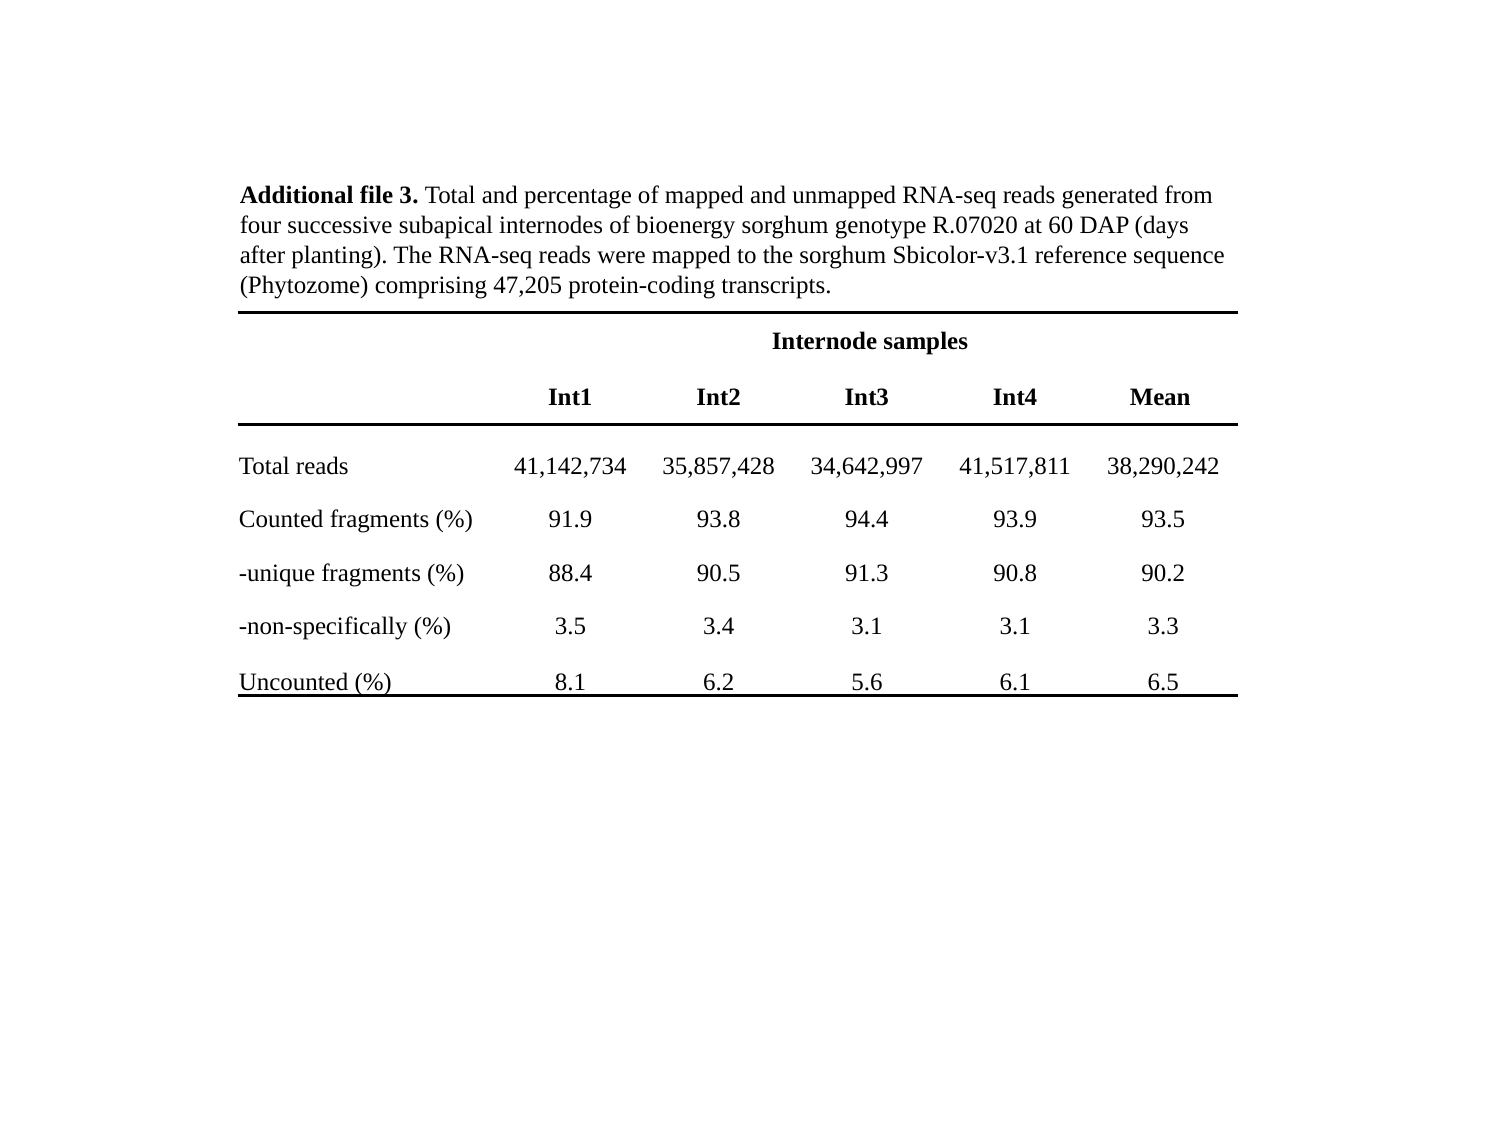

Additional file 3. Total and percentage of mapped and unmapped RNA-seq reads generated from four successive subapical internodes of bioenergy sorghum genotype R.07020 at 60 DAP (days after planting). The RNA-seq reads were mapped to the sorghum Sbicolor-v3.1 reference sequence (Phytozome) comprising 47,205 protein-coding transcripts.
| | Internode samples | | | | |
| --- | --- | --- | --- | --- | --- |
| | Int1 | Int2 | Int3 | Int4 | Mean |
| Total reads | 41,142,734 | 35,857,428 | 34,642,997 | 41,517,811 | 38,290,242 |
| Counted fragments (%) | 91.9 | 93.8 | 94.4 | 93.9 | 93.5 |
| -unique fragments (%) | 88.4 | 90.5 | 91.3 | 90.8 | 90.2 |
| -non-specifically (%) | 3.5 | 3.4 | 3.1 | 3.1 | 3.3 |
| Uncounted (%) | 8.1 | 6.2 | 5.6 | 6.1 | 6.5 |

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 4 — Additional file 4. Quality control using principal component analysis of RNA-seq data generated from successive sub-apical internodes.

## Slide 1
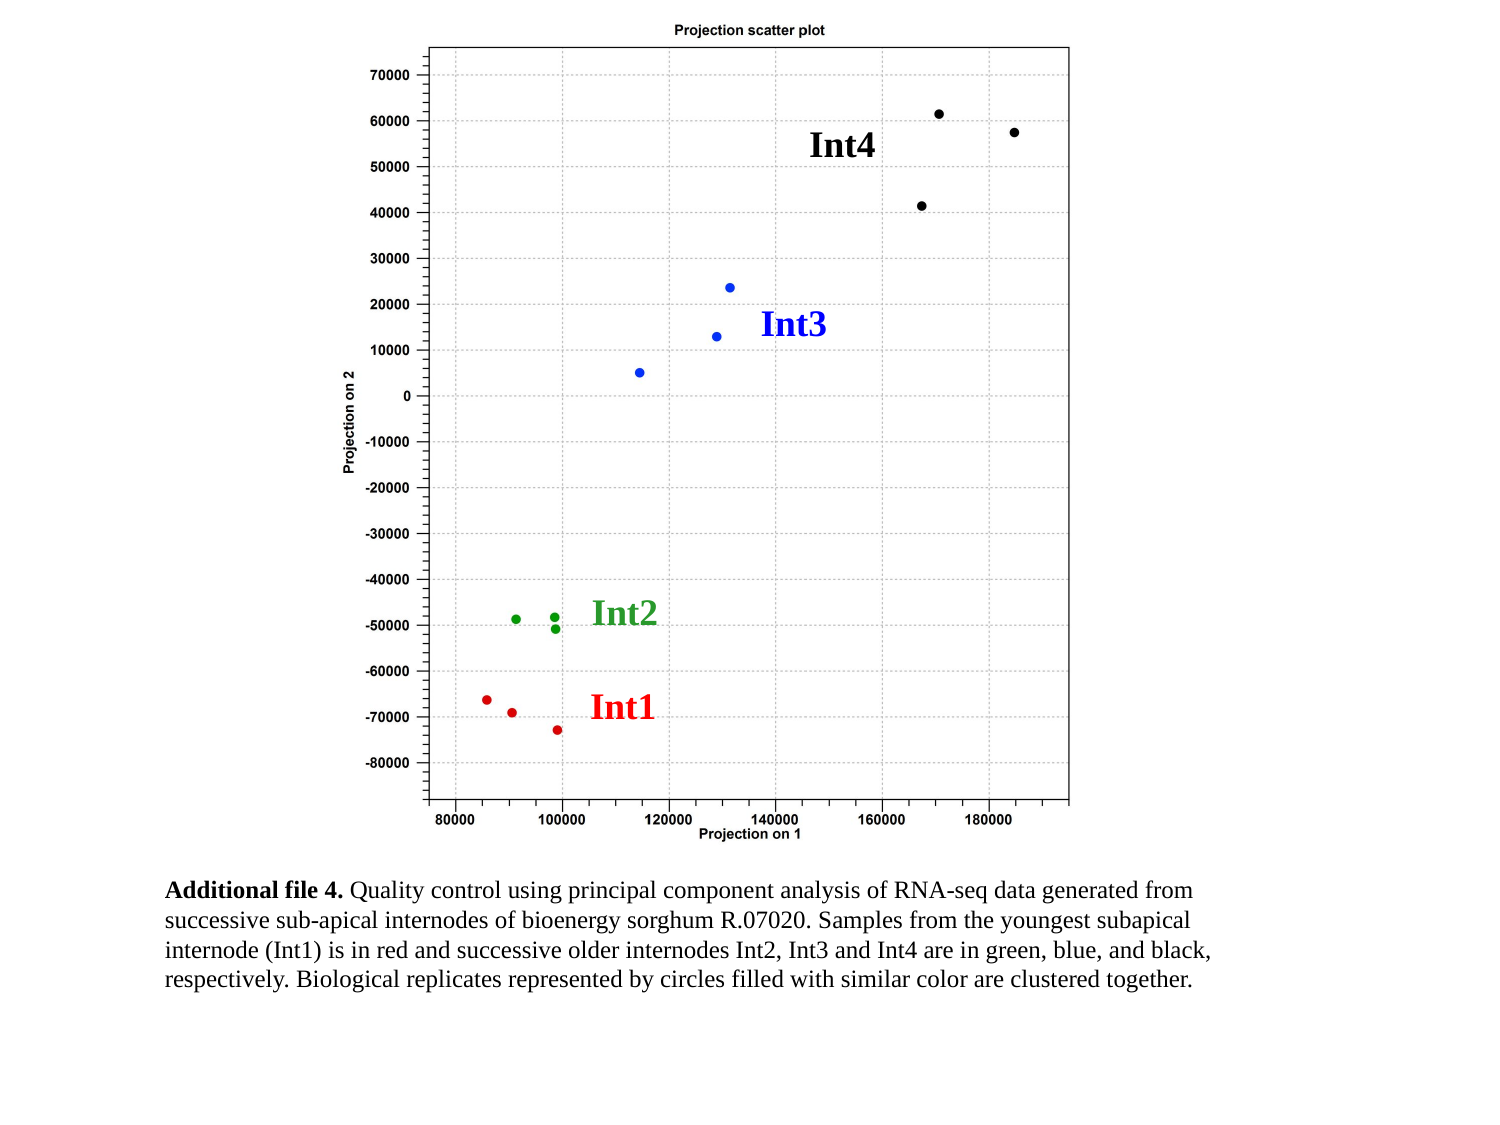

Int4
Int3
Int2
Int1
Additional file 4. Quality control using principal component analysis of RNA-seq data generated from successive sub-apical internodes of bioenergy sorghum R.07020. Samples from the youngest subapical internode (Int1) is in red and successive older internodes Int2, Int3 and Int4 are in green, blue, and black, respectively. Biological replicates represented by circles filled with similar color are clustered together.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 5 — Additional file 5. The mean RPKM level of transcripts specifically expressed in one of the four successive sub-apical vegetative internodes.

## Slide 1
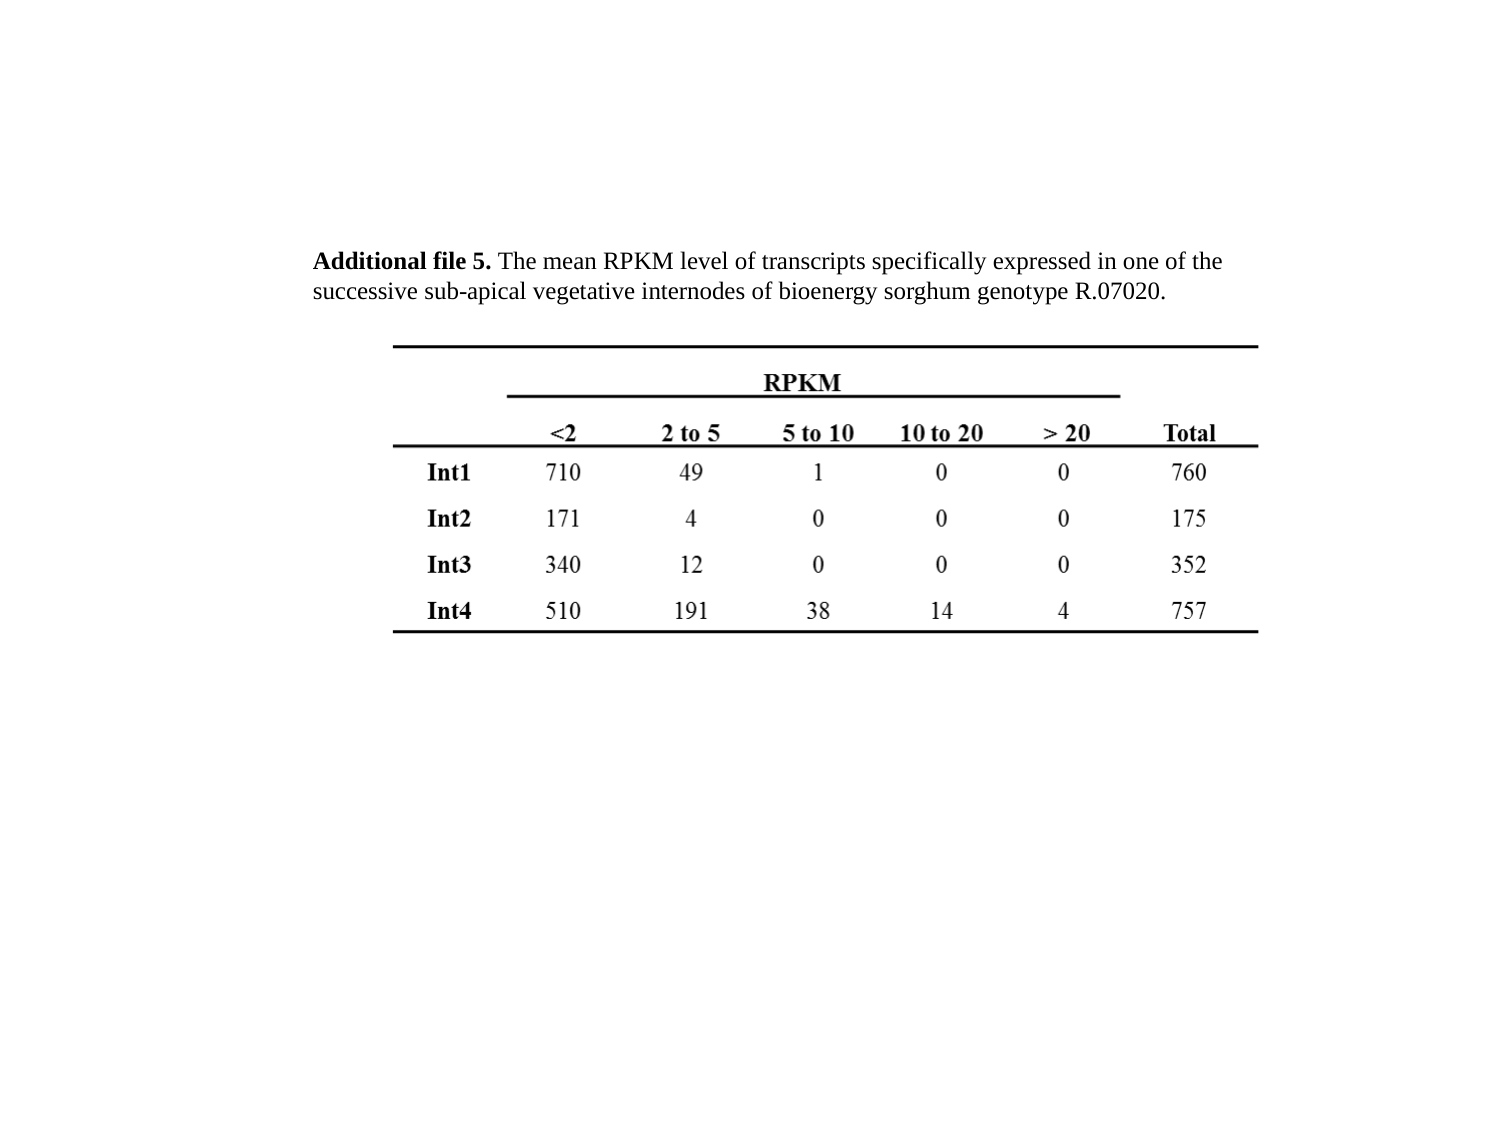

Additional file 5. The mean RPKM level of transcripts specifically expressed in one of the successive sub-apical vegetative internodes of bioenergy sorghum genotype R.07020.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 6 — Additional file 6. Validation of RNA-seq results by qPCR. Expression relative to the level in Int1.

## Slide 1
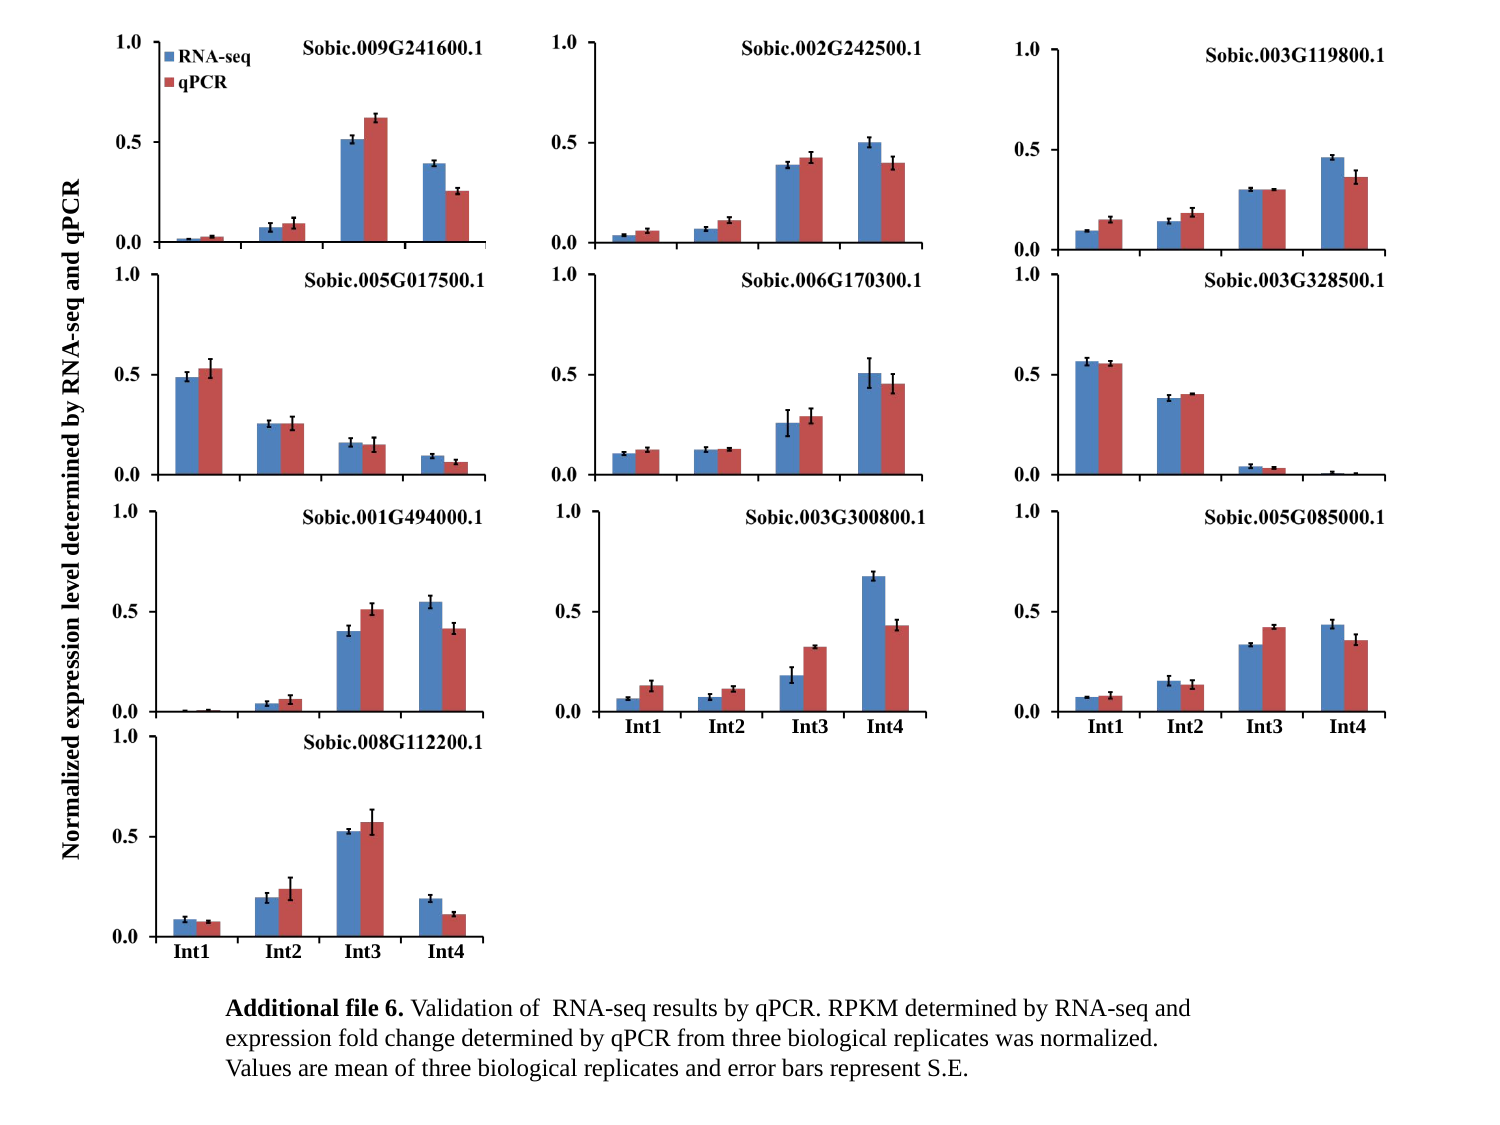

Int1
Int2
Int3
Int4
Int1
Int2
Int3
Int4
Int1
Int2
Int3
Int4
Normalized expression level determined by RNA-seq and qPCR
Additional file 6. Validation of RNA-seq results by qPCR. RPKM determined by RNA-seq and expression fold change determined by qPCR from three biological replicates was normalized. Values are mean of three biological replicates and error bars represent S.E.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 7 — Additional file 7. The number of differentially expressed transcripts between any two successive sub-apical internodes.

## Slide 1
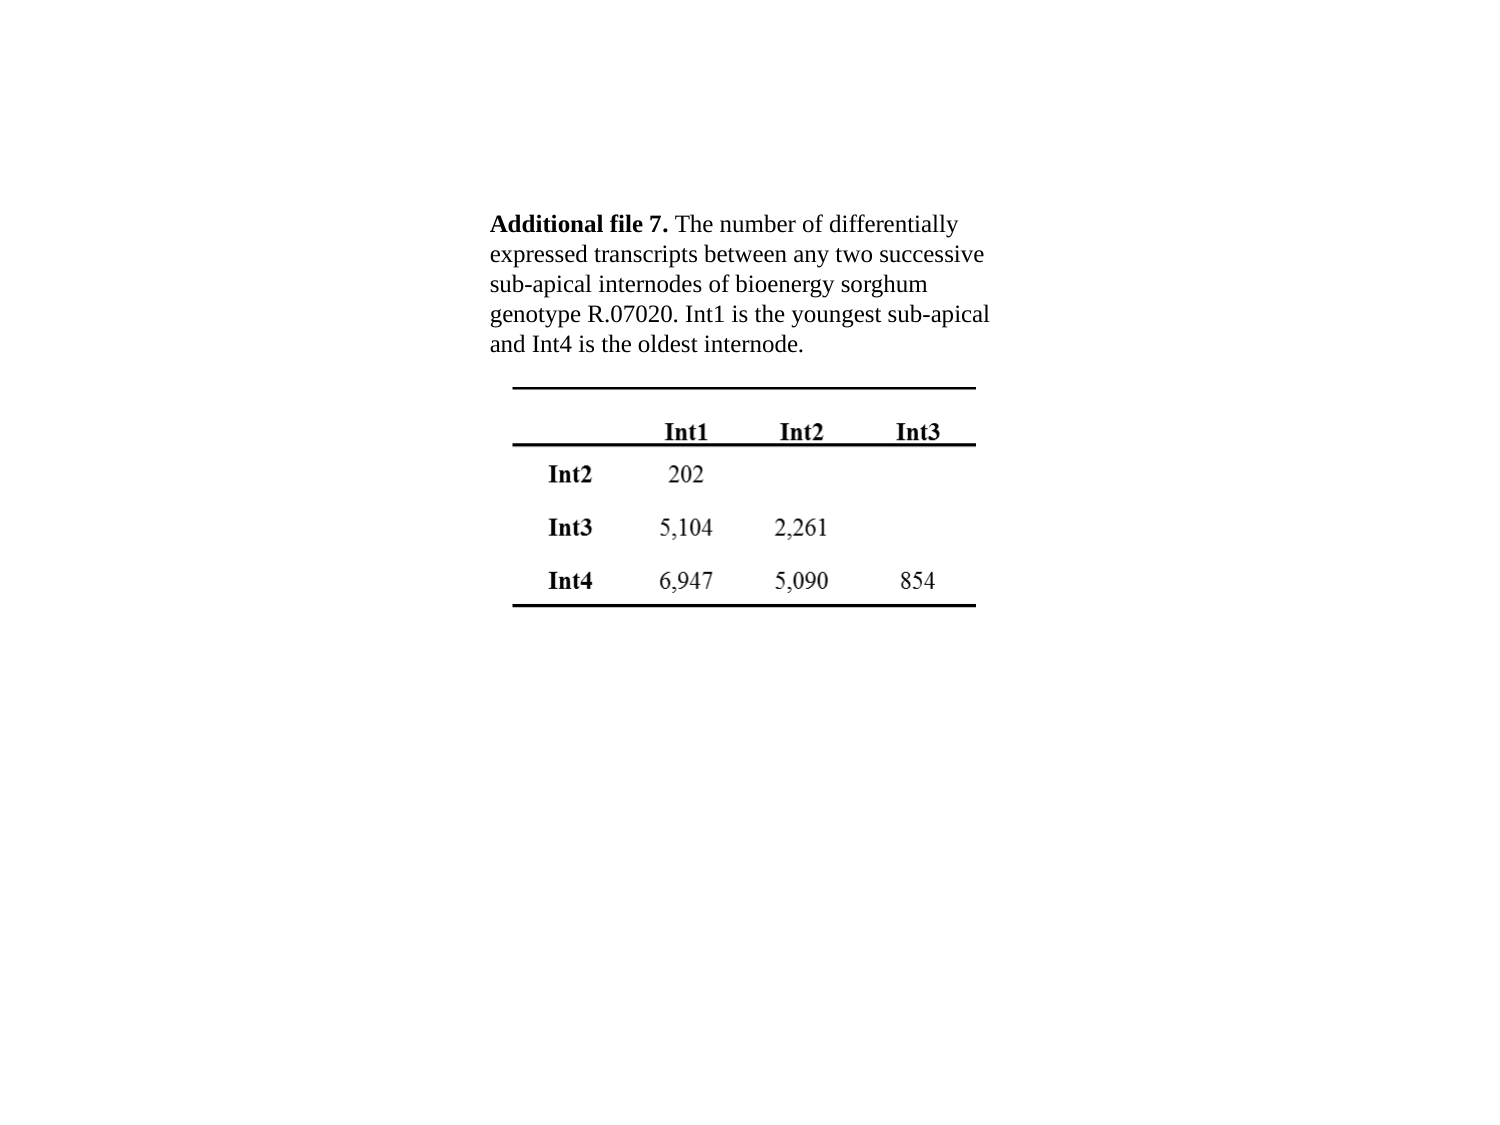

Additional file 7. The number of differentially expressed transcripts between any two successive sub-apical internodes of bioenergy sorghum genotype R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 9 — Additional file 9. MapMan classification of differentially expressed transcripts between four successive sub-apical internodes grouped in six clusters.

## Slide 1
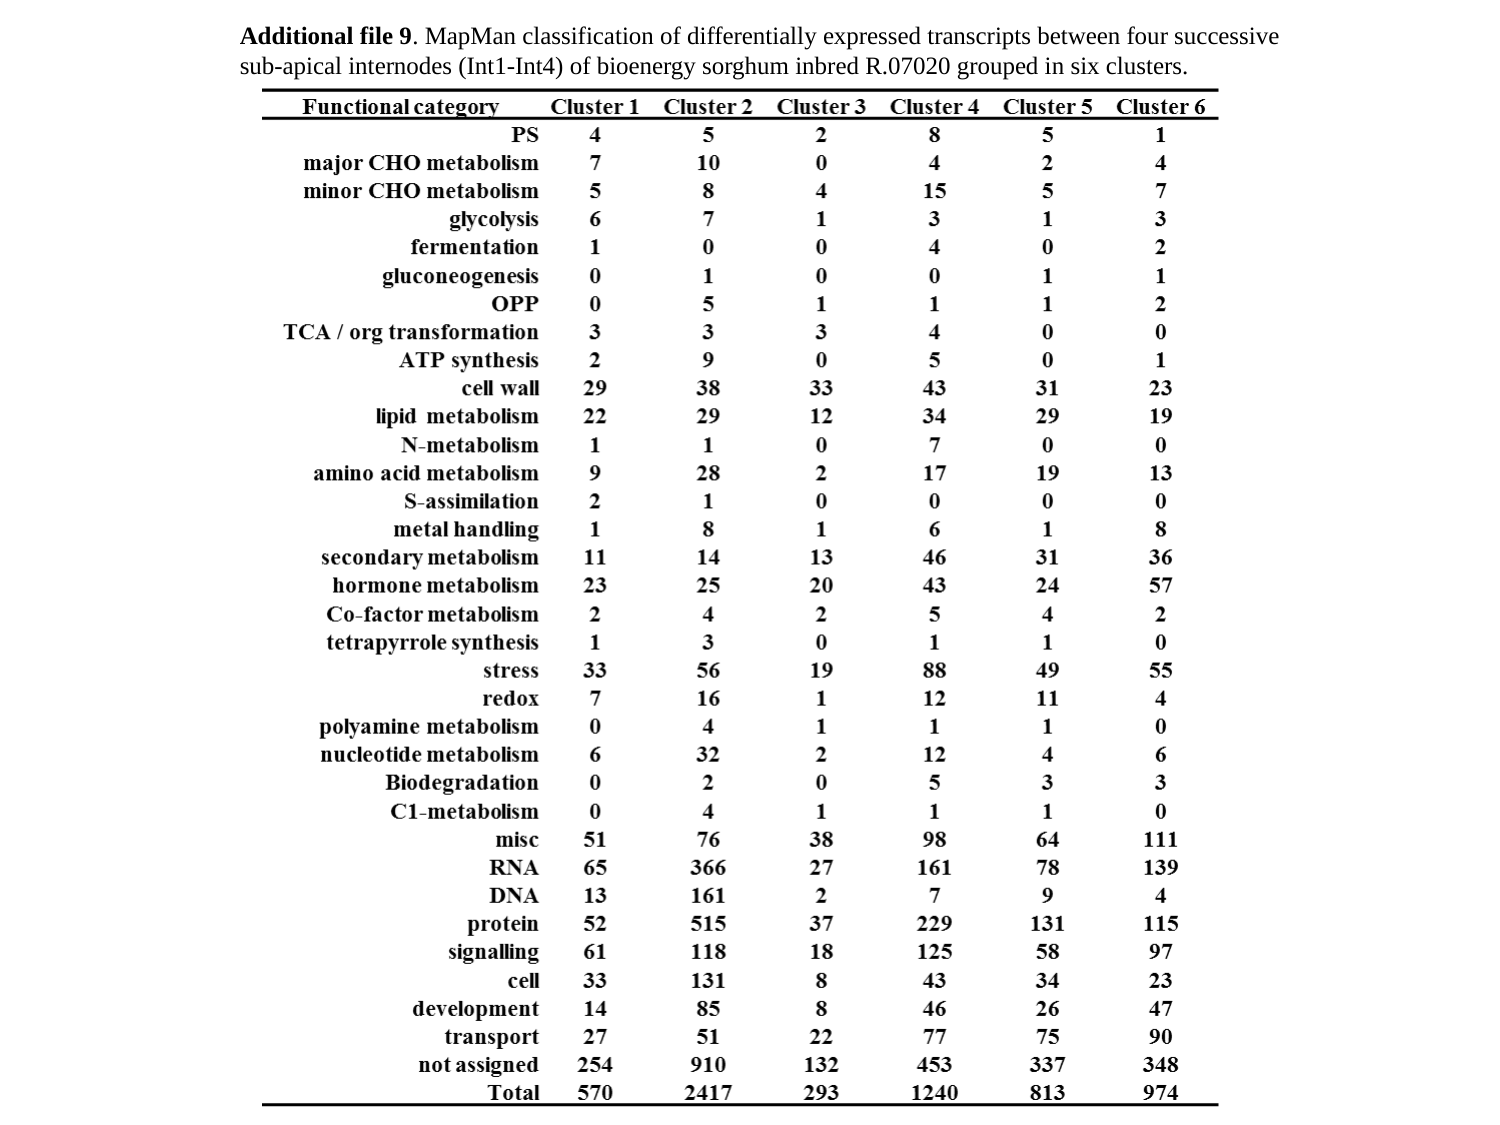

Additional file 9. MapMan classification of differentially expressed transcripts between four successive sub-apical internodes (Int1-Int4) of bioenergy sorghum inbred R.07020 grouped in six clusters.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 10 — Additional file 10. MapMan functional groups with at least ten differentially expressed genes in one of the six clusters.

## Slide 1
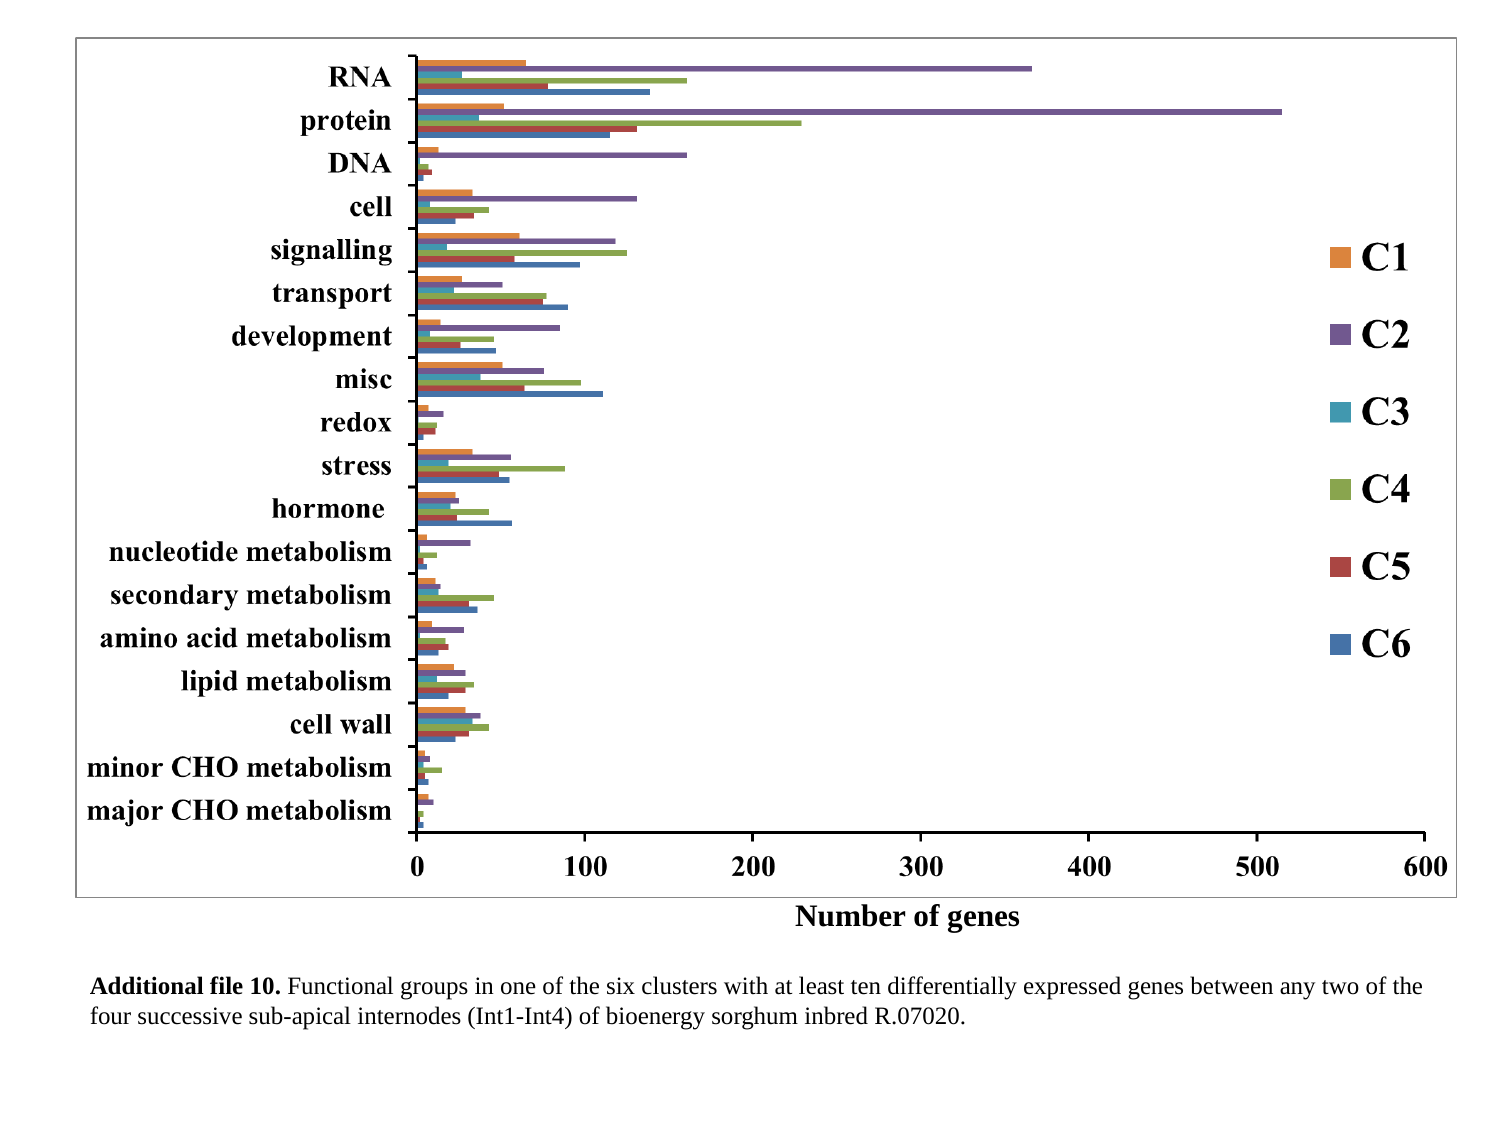

Number of genes
Additional file 10. Functional groups in one of the six clusters with at least ten differentially expressed genes between any two of the four successive sub-apical internodes (Int1-Int4) of bioenergy sorghum inbred R.07020.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 11 — Additional file 11. The expression level in RPKM of trehalose biosynthesis genes in four sub-apical internodes genes between any two of the four successive sub-apical internodes.

## Slide 1
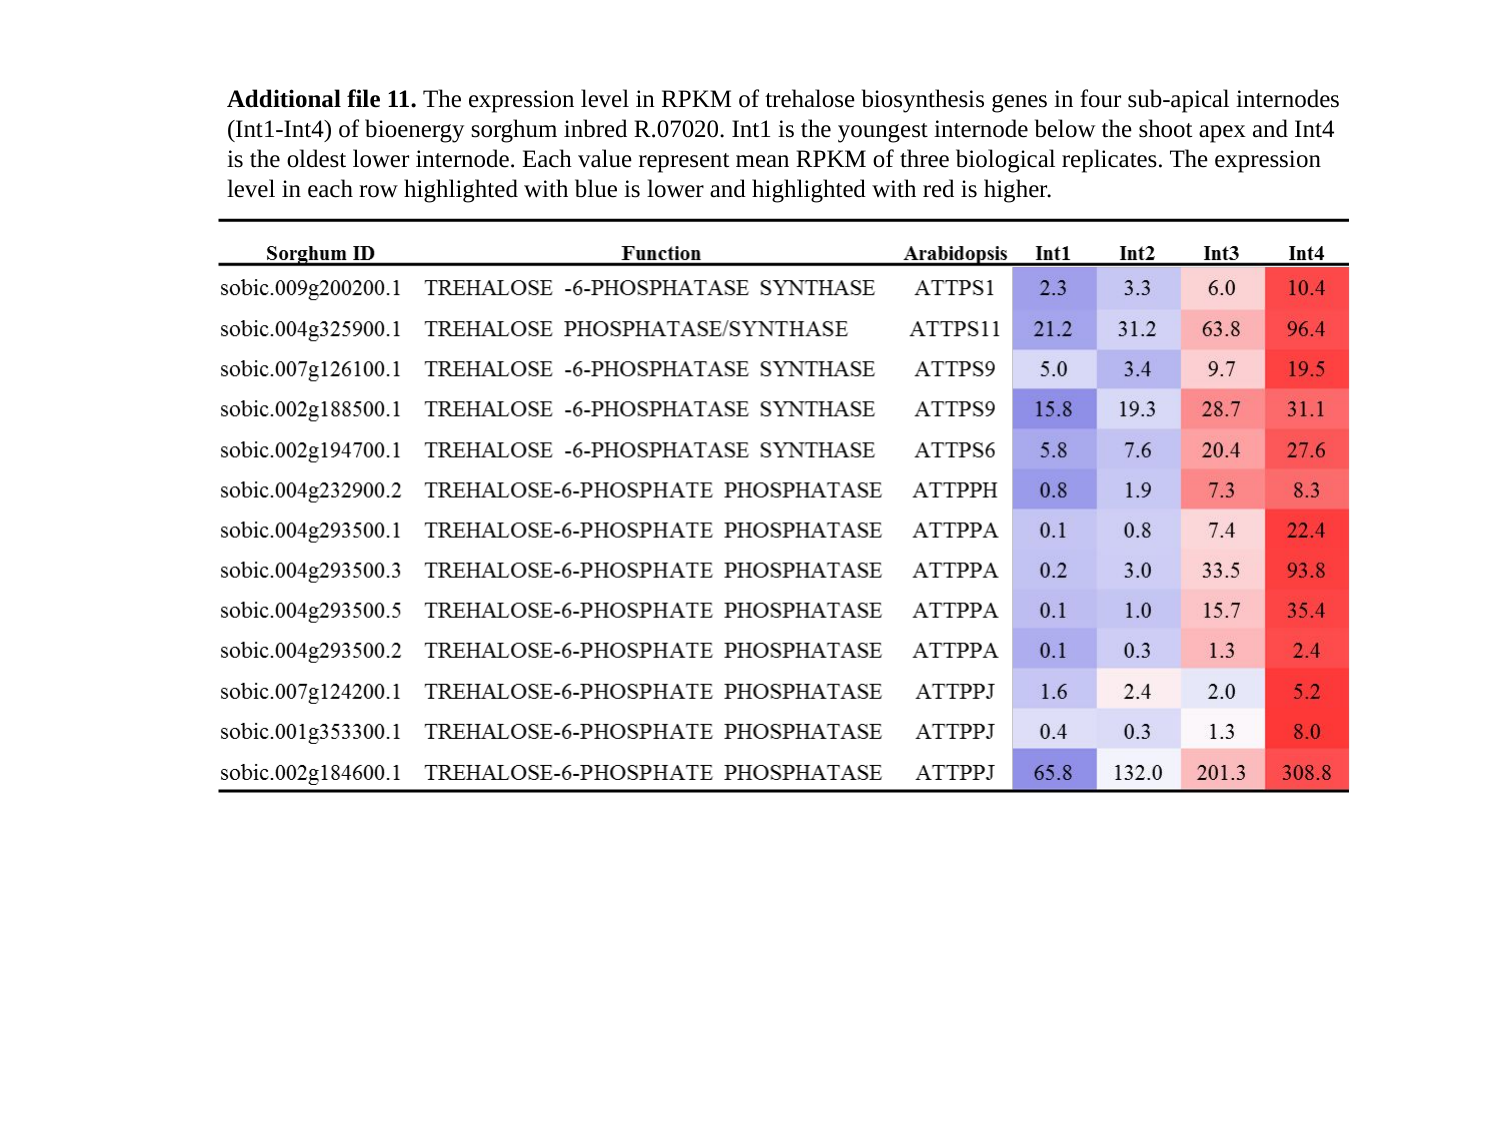

Additional file 11. The expression level in RPKM of trehalose biosynthesis genes in four sub-apical internodes (Int1-Int4) of bioenergy sorghum inbred R.07020. Int1 is the youngest internode below the shoot apex and Int4 is the oldest lower internode. Each value represent mean RPKM of three biological replicates. The expression level in each row highlighted with blue is lower and highlighted with red is higher.

# Supplementary material for: Dynamics of gene expression during development and expansion of vegetative stem internodes of bioenergy sorghum
**Source:** Biotechnol Biofuels. 2017 Jun 21;10:159. doi: 10.1186/s13068-017-0848-3
**Supplement:** Supplementary file 12 — Additional file 12. Plant hormone metabolism and signaling genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020.

## Slide 1
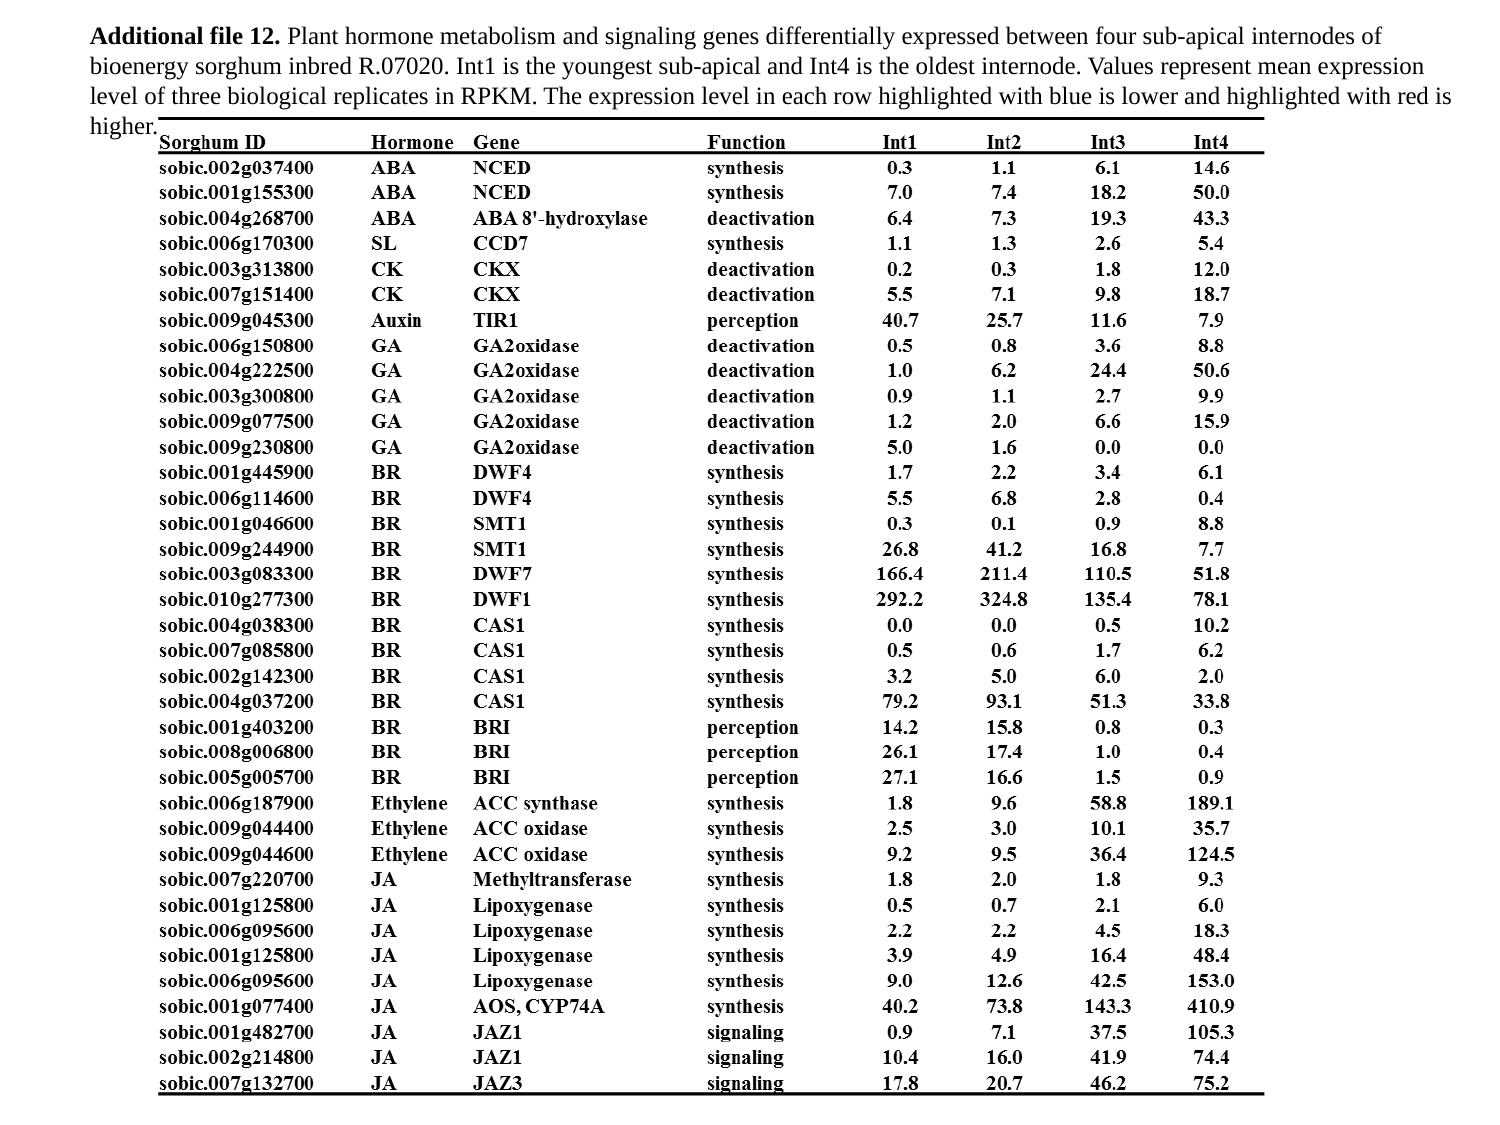

Additional file 12. Plant hormone metabolism and signaling genes differentially expressed between four sub-apical internodes of bioenergy sorghum inbred R.07020. Int1 is the youngest sub-apical and Int4 is the oldest internode. Values represent mean expression level of three biological replicates in RPKM. The expression level in each row highlighted with blue is lower and highlighted with red is higher.

How the deposited data were processed for this re-analysis (not part of the article)

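RNA-seq libraries of 4 successive internodes (Int1, Int2, Int3 and Int4) of vegetative sorghum, harvested 60 days after planting with 3 biological replicates each, were analysed. The authors aligned the single-end reads to the transcript sequences of the sorghum v3.1 annotation with the CLC genomics workbench, counted them and deposited 1 table of RPKM values, rounded to 2 decimals, for 47205 transcripts in 12 libraries. For their differential expression the authors used edgeR as built into CLC, which works on counts. Counts and transcript lengths are not part of the table, so the edgeR test was not repeated, and no per-value counting interval was computed. Columns were assigned to internode and replicate from their titles.

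The depth of each library relative to Int1 replicate 1 was estimated from the spacing of the low RPKM values, on transcripts below RPKM 3 and values of at least 0.15, and ranged from 0.836 to 1.055. With the counted reads of each internode taken from the paper's Additional file 3, an RPKM of 1 on 1000 bases rests on 10.72 to 13.53 reads, and RPKM values summed to between 467612 and 508319 per library.

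Expressed transcripts were those with a mean RPKM of at least 1 in an internode. For differential expression, RPKM values were transformed to log2(RPKM + 0.5), and 26320 transcripts with a mean RPKM of at least 1 in at least 1 internode were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per internode over all 12 libraries and a prior variance following the mean expression (3.64 prior degrees of freedom). Adjusted p values are Benjamini-Hochberg values within each comparison. A transcript was called at an adjusted p under 0.001, an absolute log2 fold change of at least 1 and a mean RPKM of at least 2 in at least 1 of the internodes compared. The values of these thresholds are those of the paper, which does not say in which internodes the mean RPKM must reach 2. Required over both groups compared, it gave 7261 transcripts between any 2 internodes in place of 8139. Same-numbered libraries of Int1 and Int2 deviated together from their internode means (r over transcripts of 0.13, 0.104 and 0.137, against -0.129 to -0.003 for the 6 differently numbered pairs), so this comparison was also fitted with the replicate number as a block. In no other pair of internodes were all 3 of these correlations over 0.1. The 6 pairs of internodes and the mean of Int3 and Int4 against the mean of Int1 and Int2 were compared. The fit was tested on simulated data with 26320 transcripts, of which 200, all with a mean log2 value above 2, had a log2 change of 2 in Int4 only. The noise was normal, independent between transcripts and libraries, and alike in all internodes. The fit called 161 of the 200 between Int1 and Int4, all with the right sign, and no unchanged transcript. The deposited libraries share deviations and differ in spread, so this result does not give the rate of false calls in them.

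Principal components were computed on RPKM values, centred and not scaled, and k-means clusters (6 clusters, best of 50 starts, seed 20170621) on z-scores of the mean RPKM with scikit-learn 1.9.0. In every setting, the kind of a cluster was that of the paper's cluster profile nearest to its mean z-scores. Lignin enzyme sums were compared with an exact 2-sided permutation test over 924 splits. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

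Gene families were taken from the paper's Additional files 8, 11 and 12. The copy of Additional file 8 that was used holds 770 transcripts and leaves out 6972 entries. It ends within the flavonoids, so families listed after that point are not analysed here. For Additional file 12, which gives genes, the most abundant transcripts of each gene were used, as many as the file lists. Set tests such as camera and fry were not run, since no table of descriptions for all transcripts was used, and families are reported as counts. No transcript was found in the table of RefSeq symbols, so the names are those of the paper's files.

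The transcripts named were those of Additional files 1, 11 and 12, those in the lignin, cellulose synthase, UGD, UXS, MUR4, FBPase, starch synthase, cell wall invertase, expansin and XTH categories, other genes that the paper names where a table pairs the name with an identifier, and the 5 largest rises and 5 largest falls from Int1 to Int4 among called transcripts without overlap between the 3 Int1 and 3 Int4 libraries. Of these, the members described in each family were picked after their values were seen. The lignin sums cover 8 enzymes, and 1 item withheld for evaluation is not reported here.

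The alternatives tried were pseudocounts of 0.1 and 1, no filter on low values, scaling of each library by its median ratio to the mean library over 17722 transcripts, an adjusted p under 0.05, a mean RPKM of at least 2 over both groups, fold changes as ratios of mean RPKM, a fit on the 2 internodes compared only, a prior variance without trend, the replicate number as a block, RPKM summed per gene, and leaving out each library in turn. Other definitions of expression, log2 values or the removal of the 10 most abundant transcripts for the principal components, and other inputs or methods of clustering were also tried. The qRT-PCR measurements and the lengths of the internodes are not analysed here.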

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

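The alternatives were set before the data were examined, except the rounding of mean RPKM to 2 decimals before the threshold of 1, which was chosen after seeing the data and gave 19760 transcripts expressed in all 4 internodes against 19741, and the fits of Int1 and Int2 alone with a replicate block, also chosen after seeing the data. The numbers of expressed transcripts stayed within 1.5 times their value under the alternatives run, and the lignin sums kept their direction. The counts over other splits of the libraries were chosen only after the results were seen.

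The number of transcripts that differed between Int1 and Int2, 125, was the least stable. It was 818 at an adjusted p under 0.05, 0 when only the 6 libraries compared were fitted (9471 transcripts at an unadjusted p under 0.05), and 65 without a trend in the prior variance. With RPKM summed per gene, 247 genes differed. With each library left out in turn it ranged from 30 (without Int2 replicate 2) to 223 (without Int2 replicate 3), with 40 without Int1 replicate 3, 42 without Int1 replicate 1, 66 without Int2 replicate 1, 71 without Int1 replicate 2 and 82 without Int3 replicate 2. Between Int3 and Int4 the number was 1080, and it was 2068 at an adjusted p under 0.05 and 116 when only the 6 libraries compared were fitted. It ranged from 594 (without Int3 replicate 1) to 1106 (without Int4 replicate 3), with 653 without Int4 replicate 2. From Int2 to Int3 the fit of the 6 libraries alone gave 1511 in place of 2403. Fits on 6 libraries have fewer samples to estimate the spread from, but the spread also differed between internodes. The SD on the first principal component was 155 in Int1 and 104 in Int2, against 562 in Int3 and 772 in Int4. At an unadjusted limma p under 0.05, fitting 6 libraries raised the number from 7902 to 9471 between Int1 and Int2. Between Int3 and Int4 it fell from 10168 to 8673. The shared spread of the main fit may be too small for Int3 and Int4, and their p values too low. For the other alternatives the cause was not tested.

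Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many transcripts as the real split in each of the 6 pairs of internodes, the real one itself, and the other splits gave 0. With 10 splits the share cannot be below 10%. For transcripts differing between any 2 internodes, 1 of 100 splits over the 12 libraries gave as many, the real one itself, the largest other number being 5945 against 8139. For Int3/4 against Int1/2, 1 of 100 gave as many, again the real one, the largest other number being 25 against 5654. In all of these tests, the other splits put real differences between internodes into the spread within groups, which lowers their numbers. They therefore do not measure the rate of false calls.

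Median-ratio scaling changed the balance of directions. Of the transcripts called between Int1 and Int4, 46.6% were higher in Int4 with RPKM as deposited and 60.6% after scaling. Between Int3 and Int4 the share rose from 60.7% to 72.7%, and for Int3/4 against Int1/2 from 51.6% to 60.9%. Without Int4 replicate 3 the share between Int3 and Int4 was 50.3%. The cause of the lower RPKM values in Int4 was not settled by the scaling.

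The replicate number as a block gave 84 transcripts between Int1 and Int2 and 7731 between any 2 internodes. With Int1 and Int2 fitted alone, where same-numbered libraries deviated together, the block gave 0 transcripts, and 873 at an adjusted p under 0.05. Over all internodes the numbers did not clearly pair the libraries, since the deviations from the internode means of the 18 same-numbered pairs had a median correlation of 0.052 (from -0.339 to 0.235, 7 over 0.1) across transcripts, which are not independent replicates, against a median of -0.037 and a highest of 0.374 for the 36 differently numbered pairs.

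In the principal components, the smallest distance between internodes divided by the largest within was 0.50 on RPKM and 1.18 on log2(RPKM + 0.5). On RPKM it was 0.82 without Int2 replicate 3. The number of libraries nearest to one of their own internode was 12, and from 10 (without Int1 replicate 2) to 11 with 1 library left out. The cluster highest in Int3 held 737 transcripts. With Ward's method no cluster was matched to the paper's profile that peaks in Int3, although 1011 of the clustered transcripts peaked in Int3. The cluster higher in Int3 and Int4 held 1291, against 1949 with z-scores of log2(RPKM + 0.5) and 2076 with Ward's method, and the cluster high in Int4 only held 1801, against 1061 with z-scores of log2(RPKM + 0.5). The cause was not tested.

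Of 269 transcripts in the families and lists, 201 kept their direction and their side of the threshold for Int3/4 against Int1/2 under all alternatives run. A call was lost in 41 and gained in 26 under at least 1 alternative. Direction was reversed for Sobic.002G333800.1, from -1.02 to 0.98 with RPKM summed per gene, because the sum includes the more abundant Sobic.002G333800.2, and for the expansin transcript Sobic.001G301000.1, from 0.13 to -0.042 without Int4 replicate 3, the lowest of its values with 1 library left out, the highest being 0.257 without Int1 replicate 2, none of them past the threshold. Counts of called transcripts moved by more than 1.5 times in 18 of 78 list counts, in 54 values in all. Values near 1 read on 1000 bases (0.074 to 0.093 RPKM) limit the size of the changes of Sobic.009G230800.1 and of the Sobic.004G293500 transcripts.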

Differences from the paper's values

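For transcripts that differ between Int1 and Int2, the paper's value is 202, from edgeR on counts, and the value here is 125, from limma on log2 RPKM values. Of the alternatives set before the data were examined, a pseudocount of 0.1 (159) and leaving out Int2 replicate 3 (223) gave values within 1.5 times the paper's. RPKM summed per gene gave 247, also within 1.5 times, but this counts genes and not transcripts. The other alternatives did not come within 1.5 times.

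The cluster with its peak in Int3 held 737 transcripts here, and the paper's cluster held about 440 in Fig. 4, read by eye. None of the alternatives set before the data were examined closed the gap, with 813 for z-scores of log2(RPKM + 0.5), 779 at an adjusted p under 0.05 and 0 with Ward's method. The 0 comes from matching each cluster to the nearest profile of the paper. A Ward cluster that peaks in Int3 may therefore have been counted among those higher in Int3 and Int4. The clusters higher in Int3 and Int4 held 1291 transcripts here and about 2800 in the paper, read by eye from Fig. 4. Only cluster E was of this kind here, while the paper's text describes more than a single cluster. The gap may therefore come in part from how the clusters were divided. The values with z-scores of log2(RPKM + 0.5), 1949, and with Ward's method, 2076, were within 1.5 times the paper's value, and that at an adjusted p under 0.05, 1451, was not.

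The statements below are those of the paper's text, and its own listed values may show the same directions as here. The paper states that the 5 GA2oxidase genes were up-regulated in Int3 and Int4. Sobic.009G230800.1 fell here from a mean RPKM of 4.98 in Int1 to 0.0267 in Int4. The paper states a higher level in Int1/2 for several genes of BR biosynthesis, SMT1 and CAS1 among them. Sobic.001G046600.1 (SMT1) and Sobic.007G085800.1 (CAS1) had log2 fold changes of 2.31 and 1.39 for Int3/4 against Int1/2. Sobic.004G038300.1 (CAS1) was listed at 0 in Int1 and Int2 and had a mean RPKM of 10.22 in Int4. The paper describes cellulose and hemicellulose synthesis genes as generally higher in Int3/4. Here 14 of 16 cellulose synthase, 5 of 5 glucuronoxylan and 2 of 3 fucosyltransferase transcripts had a higher mean log2 value there. The exceptions Sobic.008G125700.1, Sobic.002G333800.1 and the fucosyltransferase transcript Sobic.004G308600.1 had log2 fold changes of -4.34, -1.02 and -1.46. The call for Sobic.002G333800.1 was lost after median-ratio scaling, and its gene sum rose with 0.98. That for Sobic.004G308600.1 was lost when a mean RPKM of at least 2 was required over both groups.

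For several TPP genes the paper states a rise beyond a given size during internode development. Here that size was exceeded from Int1 to Int4 only in transcripts of Sobic.004G293500, whose mean RPKM in Int1, 0.0633 for Sobic.004G293500.1, 0.16 for Sobic.004G293500.3 and 0.117 for Sobic.004G293500.5, lay below 3 reads on 1000 bases. The paper states higher expression in Int3/4 for the UGD, CwINV and JMT genes. The UGD transcript Sobic.001G084100.1 had a log2 fold change of 0.72 and was not called. The JMT transcript Sobic.007G220700.1, with 0.99, was called with a pseudocount of 0.1, after median-ratio scaling, with fold changes as ratios of mean RPKM, and without Int1 replicate 3, Int2 replicates 1 or 3, Int3 replicates 2 or 3, or Int4 replicate 2. The CwINV transcripts Sobic.004G166700.2 and Sobic.004G166700.4, with 1.16 and 1.69, were called at an adjusted p under 0.05 and with RPKM summed per gene. Sobic.004G166700.2 was also called without Int4 replicate 1, and Sobic.004G166700.4 after median-ratio scaling and without Int3 replicate 3 or Int4 replicate 2.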

Other observations

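The test of the scaling for Int1 to Int2, the test of counting noise and the comparison with sequencing depth below were chosen only after the results were seen, and the other tests before.

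Libraries of 1 internode differed along the direction of internode development, taken for each library as the difference in mean log2 value between the oldest and the youngest of the other internodes. As fractions of that difference, the positions ranged from -0.089 (Int4 replicate 3) to 0.089 (Int4 replicate 1) around the mean of their internode, and from -0.062 (replicate 1) to 0.056 (replicate 3) in Int3. Counting noise, which is independent between transcripts, is argued against as the whole cause, because 4.6% of all differences within internodes lay along this direction, against at most 0.02% for 1000 directions shuffled among transcripts of similar expression. A difference in sequencing depth cannot be told apart, because r between position and log2 depth within internodes was -0.35 (permutation p = 0.5239, rho -0.098, permutation p = 0.8086) and -0.009 without the 2 farthest libraries, with 3 libraries per internode. Plants that differed slightly in how far an internode had developed remain a candidate explanation, in line with the same 4.6%. That test also favours any other set of co-regulated transcripts, and the leading component of the differences held 28.7%, so most of them lay elsewhere. No staging of single plants was used here.

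Of the 125 transcripts that differed between Int1 and Int2, 114 (91.2%) were higher in Int2. The scaling of the libraries is argued against, since 94.4% were higher after median-ratio scaling. The imbalance was weaker at an adjusted p under 0.05, with 73.7% of 818 transcripts higher, and with 70.2% of 873 in the fit of the 6 libraries with a replicate block at that threshold. Most of the rises went on, since 103 of the 114 (90.4%) rose further to Int3, against 49.4% of all tested transcripts. Of the 11 lower transcripts, 8 fell further to Int3. The called changes from Int2 to Int3 were nearly balanced, with 1267 upward and 1136 downward. An early start of that change may account for part of the rises, but it leaves their excess over falls open. Because both comparisons use the same Int2 libraries, chance alone would work against a further rise. From Int2 to Int3, 66 of the 114 were called higher. Whether this start reflects a change in all cells or in a part of the internode was not tested.

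The median RPKM was lower in Int4 than in Int1, with a median log2 change of -0.251 over the tested transcripts. A larger share of a few abundant transcripts in Int4 is argued against as the whole cause, because the change was -0.231 after the 100 most abundant transcripts were removed and the rest rescaled. These held 11.4% of the summed RPKM in Int1 and 13.2% in Int4. A shift of abundance spread over more transcripts, and a biological difference between the internodes, remain open and were not tested.

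In 4 of the 310 genes with at least 2 called transcripts for Int3/4 against Int1/2, transcripts of the same gene changed in opposite directions. These were Sobic.002G333800, Sobic.004G242200, Sobic.005G061500 and Sobic.010G176900, chosen after their values were seen. If the counting had split a fixed number of reads between the transcripts, their deviations from the internode means would run against each other. The median correlation over the 5 pairs was 0.229, against 0.383 for 630 same-gene pairs that changed in the same direction. It was 0.043 for 2000 random pairs. With 5 pairs and no spread computed, these values cannot tell whether such a split contributed. In 20% of the 5 pairs the correlation was below 0. These correlations are over the 12 libraries and were not tested one by one, and a switch in the transcripts made from these genes remains a hypothesis.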
